# Cohesin forms fountains at active enhancers in *C. elegans*

**DOI:** 10.1038/s41467-025-67302-6

**Published:** 2025-12-11

**Authors:** Bolaji N. Lüthi, Jennifer I. Semple, Anja Haemmerli, Saurabh Thapliyal, Kalyan Ghadage, Klement Stojanovski, Dario D’Asaro, Moushumi Das, Nick Gilbert, Dominique A. Glauser, Benjamin Towbin, Daniel Jost, Peter Meister

**Keywords:** Epigenetics, Nuclear organization

## Abstract

Transcriptional enhancers must locate target genes with precision. In mammals, topologically associating domains (TADs) guide this process, but the *C. elegans* genome lacks such organization despite containing over 30,000 putative enhancers. Using high-resolution Hi-C, we identify distinct 3D chromatin structures around active enhancers, termed fountains. These ~38 kb cohesin-dependent structures are unique to active enhancers and enriched for topoisomerases and negatively supercoiled DNA, indicating topological stress. Disrupting cohesin collapses fountains and leads to transcriptional upregulation of nearby genes, suggesting fountains act as spatial repressors controlling enhancer–promoter communication. This repression preferentially affects neuronal genes, including *skn-1/Nrf*, which changes isoform usage upon cohesin loss in ASI neurons. Cohesin cleavage also alters nematode movement and foraging behavior, linking 3D genome architecture to neural function and behavior. Thus, fountains represent a distinctive chromatin feature that may ensure enhancer specificity in a TAD-less genome.

## Abstract (web summary)

In the nematode C. elegans, cohesin creates specifically at active enhancers chromatin 3D structures named fountains. Cohesin artificial cleavage disrupts fountains and changes neuronal gene expression, function and animal behavior.

## Introduction

Gene transcription is tightly regulated by a combination of promoter-proximal elements and more distant enhancer sequences. Enhancers increase the transcription of target genes by recruiting sequence-specific transcription factors, which in turn attract additional proteins to facilitate transcription. Notably, enhancers are capable of activating transcription independently of their location relative to their target gene, and can act at large distances from the promoter, up to several tens of kilobases in mammals^1^.

Recent chromosome conformation capture studies in mammals have shown that enhancer and target promoter are often located in the same megabase-sized three-dimensional domain known as a topologically associated domain (TAD) while TAD segmentation regulates promoter/enhancer contacts and the downstream transcriptional regulation^2–4^. The formation of TADs is the result of chromatin looping, whereby cohesin extrudes chromatin until it reaches sequence elements bound by the DNA-binding protein CTCF (CCCTC-Binding Factor; for review, ref. ^5^).

In *Caenorhabditis elegans*, two different studies identified between 19,000 and 30,000 sequences with enhancer-type chromatin features (Fig. 1a, b for L3 stage enhancers^6,7^). These sequences exhibit an open chromatin structure (ATAC-seq peaks), characteristic histone marks (high H3K4 monomethylation coupled to low H3K4 trimethylation), short-stretch bidirectional transcription, and enrichment for initiator sequence element (Inr)^6,7^. A limited number of these sequences were individually tested for their capacity to activate a minimal promoter driving green fluorescent protein (GFP) independently of their location relative to the promoter. This confirmed that these sequences are bona fide enhancers leading to cell- and developmental stage-specific expression of the transgene. It is currently unclear whether and how the activity of these enhancers is limited to their target genes, as unlike mammals, nematodes do not harbor megabase-sized TADs on their autosomes, although smaller, kilobase-sized compartments similar to A and B compartments can be identified in Hi-C data^8^. Additionally, no CTCF homolog or functional homolog has been identified in the *C. elegans* genome, and no nematode boundary elements have been described to date. Moreover, the primary long-range loop extruder in nematodes is not cohesin as in mammals, but condensin I^9^. Taken together, these observations suggest that cohesin function is largely divergent in nematodes compared to mammals and that an alternative mechanism to TADs might regulate enhancer-promoter contacts and the ensuing gene expression. Hereafter, we show that active nematode enhancers are located at the tip of small-scale 3D structures, which we call fountains and similar to described jets^10^, plumes or flares^11–13^, created by cohesin activity. Cohesin^COH-1^ cleavage leads to upregulation of active enhancer- and fountain-proximal genes, in particular genes expressed in neurons. Strikingly, cohesin^COH-1^ cleavage leads to a breadth of behavioral changes, linking 3D genome organization by cohesin, neuronal gene expression and nervous system function in animal behavior.

**Fig. 1:**
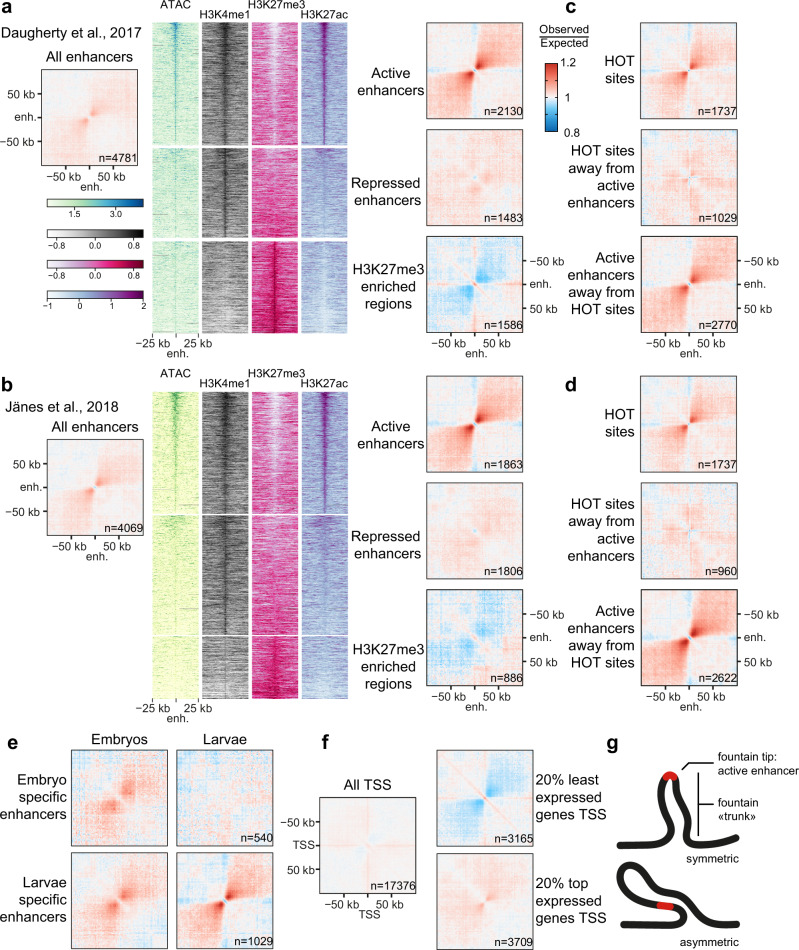
Active enhancers colocalize with loose 3D structures or fountains. **a** Average contact frequency maps centered on annotated enhancers from Daugherty et al.^7^, highlighting the formation of 3D structures. Further segmentation into active or repressed enhancers and H3K27me3-covered regions highlight the specificity of fountains for active enhancers. **b** Average contact frequency maps centered on annotated putative enhancers (all stages) from Jänes et al.^6^, further segmented using histone marks as in Daugherty et al. Highly Occupied Target (HOT) sites are not forming fountains. Average contact frequency maps for all HOT sites, for HOT sites located more than 6 kb away from active enhancers and for active enhancers located more than 6 kb away from HOT sites, using active enhancers from Daugherty et al. (**c**) or Jänes et al. (**d**). **e** Fountains for active enhancers are specific for their developmental stage. Average contact maps for embryo-specific and L3 larvae-specific ATAC-seq peaks (ATAC-seq peaks in the top 3 deciles at the considered stage and in the bottom 3 deciles at the other stage). **f** Transcription start sites (TSS) do not colocalize with fountains. Average contact frequency maps centered on all TSS, and TSS segmented by gene expression. Small fountains present in the most expressed 20% genes are most likely due to active enhancers located in the vicinity of the TSS. **g** Cartoon of a typical fountain, with the active enhancer located at the tip of the fountain structure, both a symmetric and asymmetric fountain are shown.

## Results

### Active enhancer loci correlate with 3D fountains

To assess whether enhancers would colocalize with specific three-dimensional genomic features, we generated average chromatin conformation capture contact maps for third larval stage animals centered on enhancer sequences^6,7^. These contact maps revealed a clear and distinct enlarged second diagonal perpendicular to the main Hi-C diagonal, extending several kilobases from the enhancers (Fig. 1a, b). These increased contact probabilities between the enhancers and neighboring sequences are indicative of the formation of a loose loop–like structure centered on the enhancer sequences, resulting in the partial alignment of two branches of the loop either side of the enhancers (Fig. 1g). Hereafter, we call these structures fountains, in line with other manuscripts describing these structures^12,14,15^.

Enhancers were further characterized in one of the studies above using ChromHMM genome segmentation^7^. This division classifies enhancers into active enhancers covered with H3K4me1 and H3K27ac, repressed enhancers with H3K4me1, weak H3K27me3, and no H3K27ac, and H3K27me3-enriched regions covered with H3K27me3, deposited by the PRC2 Polycomb complex (Fig. 1a). When we averaged the contact maps of the different enhancer types and the H3K27me3-enriched regions, we observed that active enhancers were associated with fountains, whereas repressed enhancers did not show any fountains, and H3K27me3-covered regions showed a decrease of expected contacts in the second diagonal, as well as a cross-like high contact probability feature, suggesting that H3K27me3 regions cluster together in vivo (Fig. 1a). Similarly, when we segmented the second enhancer dataset^6^ based on the same ChromHMM chromatin segmentation^7^, we made almost identical observations: active enhancers were associated with fountains, while either repressed enhancers or trimethylated H3K27-covered regions were not (Fig. 1b).

In previous ChIP studies, a set of genomic regions bound by multiple transcription factors was identified, named Highly Occupancy Target (HOT) sites^16,17^. As enhancers are binding sites for transcription factors, HOT sites and enhancers often co-occur on nearby loci. To investigate whether HOT sites, active enhancers, or both types of sequence elements colocalize with fountains, we created average contact maps centered on HOT sites that either overlapped with active enhancers or were distinct from them. Our results indicate that HOT sites only correlated with fountains (Fig. 1c, d) when these overlapped with active enhancers. In contrast, HOT sites not overlapping with active enhancers did not create fountains, while active enhancers not overlapping with HOT sites did (Fig. 1c, d).

We next wondered whether fountains would be stage-specific, by selecting enhancers active in embryos and inactive in the third larval stage, or conversely. We calculated average chromatin conformation contact maps for these different enhancer sets at different stages using our Hi-C data of third larval stage and publicly available Hi-C data performed with the same protocol in embryos^18^. For both enhancer sets, we observed clear fountains in their respective developmental stages (Fig. 1e). In contrast, no fountains could be observed for enhancers active only in embryos using larvae Hi-C maps, and larvae-specific enhancers created smaller and weaker fountains in embryonic Hi-C data (Fig. 1e). The latter might be due to the fact that mixed stage embryos were used to perform Hi-C, in which a variable proportion of animals are already in late developmental stages during which some larval enhancers are already active. We conclude that fountain formation is stage-specific, in agreement with the activity of the enhancers.

Finally, we explored whether fountains were unique to enhancers or if they were associated with other open chromatin regions such as active transcription start sites (TSS). The nematode genome is highly compact and enhancers are located only a couple kilobases away from their putative target promoters^6,7^. To examine TSS-specific 3D structures, we calculated the average contact maps of the bottom or top 20% of all expressed genes ranked by expression level. We found no evidence of fountain formation in the bottom 20%, while the 20% most expressed genes showed very limited fountain formation (Fig. 1f), vastly smaller than the fountains observed at active enhancers (Fig. 1a, b). In summary, our data shows that fountain formation is a feature specific to active enhancers and not selectively associated with transcribed genes or HOT sites. We envision fountains as loose loop-like structures with the active enhancer sitting at the tip of the loop (Fig. 1g).

### Enhancers are binding sites for cohesin^COH-1^

Recent studies have described similar structures orthogonal to the Hi-C diagonal in bacteria^19^, *C. elegans*^14^, fungi^13^, T cells^10^ and zebrafish sperm^11^, as well as during zygotic genome activation (ZGA) in zebrafish^15^. These structures are thought to be formed through bidirectional loop extrusion by Structural Maintenance of Chromosomes (SMC) complexes repeatedly loaded at defined loci (in our case, the active enhancers). Nematodes express five different SMC complexes in the soma: canonical condensin I and II, an X-chromosome-specific condensin I variant, and two variants of cohesin, differing by their kleisin subunit, SCC-1 or COH-1. We previously demonstrated that condensin I performs long-range loop extrusion during interphase (>100 kb), while condensin II has no interphasic function^9^. Cohesin^SCC-1^ is involved in sister chromatid cohesion during mitosis and exclusively expressed in dividing cells^20^. Early immunofluorescence studies showed that COH-1 is expressed in all cells, suggesting cohesin^COH-1^ is the major interphasic cohesin. In our previous study, we showed that the common SMC-1 subunit of cohesin is expressed ubiquitously at high levels^9^ (Fig. 2a), suggesting cohesin^COH-1^ is present in most, if not all cells. Direct quantification of COH-1 and SCC-1 abundance using identical tags on the two kleisin subunits showed that in entire animals, COH-1 is 6 times more abundant than SCC-1^9^. To determine whether enhancer sequences were enriched for cohesin^COH-1^, we used modENCODE ChIP-seq data^17^. We observed that cohesin^COH-1^ is specifically enriched in a broad region centered on active enhancers, extending several kilobases away from the enhancer itself (Fig. 2b, upper part, red line and heatmap). In contrast, repressed enhancers had only a small enrichment limited to the enhancer sequences (green line). Cohesin^COH-1^ was slightly depleted on H3K27me3-covered regions compared to neighboring sequences (blue line). To further investigate whether cohesin^COH-1^ enrichment on active enhancers correlated with the size of the fountains, we classified active enhancers into 5 classes based on their cohesin^COH-1^ enrichment and created average contact frequency maps for each class. Our analysis revealed that active enhancers with high cohesin^COH-1^ enrichment generated large fountains extending several tens of kilobases away from the active enhancer locus (Fig. 2b, right side), while active enhancers of the second-to-lowest quintile formed very small fountains, and active enhancers of the lowest cohesin^COH-1^ ChIP-seq enrichment quintile did not correlate with fountains.

**Fig. 2:**
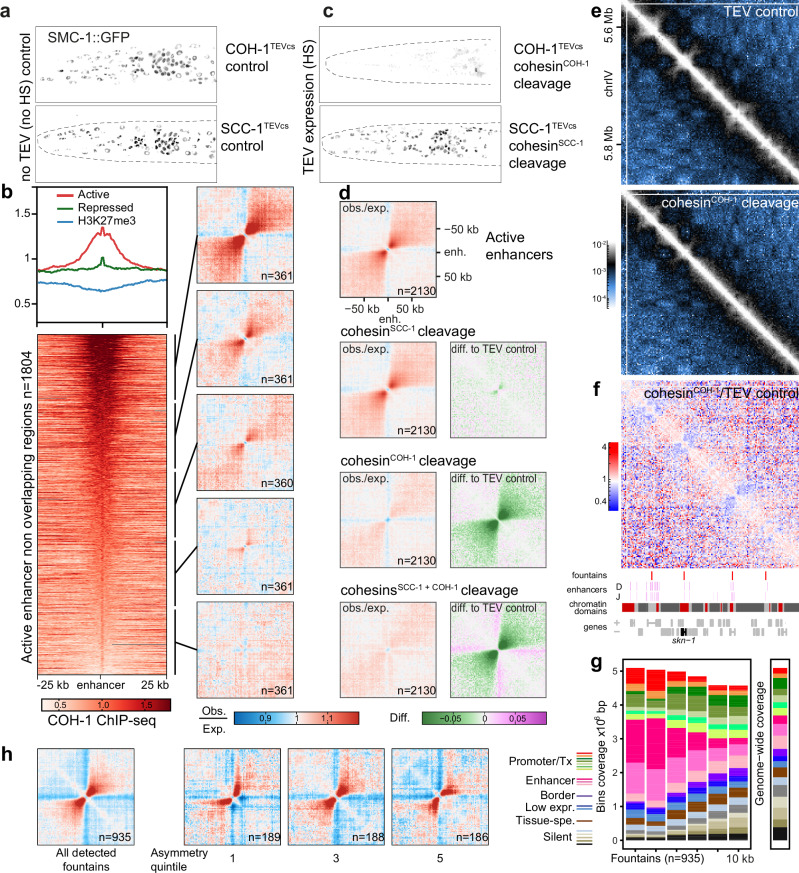
Cohesin^COH-1^ creates fountains at active enhancers. **a** Fluorescence signal in the head of third larval stage control animals expressing SMC-1::GFP without TEV expression. The light patch in each nucleus corresponds to the nucleolus. Strains in which TEV cut sites have been inserted in either of the two alternative cohesin kleisins COH-1 and SCC-1 are shown. **b** (top left) Average COH-1 ChIP-seq profiles in young adult animals at active (red) or repressed (green) enhancers and H3K27me3-enriched regions (blue). (bottom left) Heatmap of COH-1 enrichment on active enhancer regions, sorted by COH-1 ChIP-seq enrichment. (left) Average contact frequency maps centered on enhancers segmented according to COH-1 ChIP-seq abundance. **c** SMC-1::GFP signal as in a upon cleavage of COH-1 and SCC-1. **d** Cleavage of cohesin^COH-1^ but not cohesin^SCC-1^ leads to disappearance of active enhancer fountains. Average contact frequency maps, centered on active enhancers upon cleavage of COH-1 and/or SCC-1. The difference between the kleisin cleavages and TEV control is shown on the right with a green/magenta color scale. **e** Contact frequency map in TEV control animals (top) and upon cohesin^COH-1^ cleavage (bottom) in a section of chromosome IV. **f** (top) Ratio contact frequency map between cohesin^COH-1^ cleavage and TEV control, highlighting the disappearance of the fountains (blue, negative values). (bottom) Tracks showing detected fountains, active enhancers (Daugherty et al.^7^: D; or Jaenes et al.^6^: J), chromatin domains^23^ and location of genes (bottom). **g** Autosomal chromatin state coverage of detected fountain bins (left) and their adjacent bins, sorted by distance to the detected fountains. Autosome-wide coverage is shown on the right side. Chromatin states from ref.^23^. **h** Average contact frequency maps centered on detected fountains for all fountains and for top, middle and bottom asymmetry quintiles of all fountains, based on the asymmetry score described in the methods section.

To directly investigate the role of cohesin^COH-1^, we made use of our previously described inducible cleavage system for the cohesin kleisins COH-1 and/or SCC-1^21^. When Tobacco Etch Virus (TEV) protease expression was induced during the first larval stage (3 h after diapause exit), cleavage of COH-1 (89% cleaved^9^), but not of SCC-1 caused the disappearance of most GFP-tagged SMC-1^9^ by the third larval stage (Fig. 2c, quantified in ref. ^9^), indicating that COH-1 cleavage leads to the degradation of the entire cohesin^COH-1^ complex and confirming that cohesin^COH-1^ is the major cohesin isoform. We calculated average contact maps centered on active enhancers in control animals and upon cleavage of either or both cohesin kleisins. Cleavage of SCC-1 only marginally modified contact maps, in contrast to the cleavage of COH-1, in which fountains were almost completely absent (Fig. 2d, e). Similar results were obtained upon simultaneous cleavage of COH-1 and SCC-1 (Fig. 2d). Cohesin^COH-1^ is thereby necessary for the maintenance of fountains at active enhancers. Given the loop extrusion activity of cohesin^22^, the most likely model for the formation of the fountains is the specific loading of the cohesin complex at active enhancers followed by bidirectional loop extrusion randomly stopping on either side, as suggested by polymer modeling^15^.

### Cohesin-dependent fountains colocalize with active enhancers

The effects of cohesin^COH-1^ cleavage can be visualized by creating contact-ratio maps between cleaved and control contact maps (Fig. 2e, ratio in f). We used these ratio maps to locate fountains, as changes in contact frequency are most likely direct effects of cohesin^COH-1^ cleavage. We filtered the diagonal of the ratio maps with a model-based kernel similar to the average fountain shape observed around enhancers, leading to a fountain similarity score for each locus along the genome (Fig. S1, Methods section and Supplementary Data 1). Using this approach, we identified 935 fountains in the entire genome, whose tips are the local optima of the similarity score with significant prominence (“fountain score”; Supplementary Data 2, 3 for the location and a gallery of all detected fountains). For each fountain, we measured its length, corresponding to the typical extension of the fountain around the tip (i.e., the typical loop size extruded by cohesins loaded at the tip), and its (a)symmetry, corresponding to possible deformations in fountain shapes along 5′ or 3′ sides of the tip (i.e., asymmetries in cohesin progression around the tip; see Methods and Fig. S1a–f for details and validation of the approach, as well as a comparison with fontanka^15^). Using this method, we determined that the size of 80% of the fountains lies between 22 and 78 kb, with a median fountain length of 38 kb, but some larger fountains could still be detected at 150 kb (Fig. S1j). Notably, while most fountains were symmetric (Fig. S1g), a significant number of fountains were asymmetric, with more contacts on one side than on the other, implying that loop extrusion by cohesin^COH-1^ might be directionally biased in those cases (Fig. 1g). Asymmetry correlated weakly with the abundance of enhancer type chromatin states, enriched on the side where the fountains were longest (Fig. S1i).

Regarding their chromosomal location, fountains did not show any preference, neither for the center nor the arms of chromosomes (Fig. S2a–d), yet they were slightly depleted on chromosome IV and V compared to chromosomes I to III. We did not observe any particular preference for fountain location relative to the boundaries of the X chromosome TADs in dosage-compensated hermaphrodite animals (Fig. S2e). We next compared the location of fountains with ChIP-seq data. It is important to notice here that the resolution of Hi-C data (2 kb) is orders of magnitudes lower than ChIP-seq data. We found that COH-1 was enriched at fountains and positively correlated with fountain score (*R* = 0.52, Fig. S1k). Chromatin states at fountain tips, as well as those of the neighboring bins were enriched for enhancer states compared to genome-wide coverage (Fig. 2g), further supporting the notion that fountains are related to enhancers. When we compared the location of detected fountains relative to the different types of enhancers, we found that fountain tips are significantly closer to active enhancers than to repressed ones or H3K27me3-covered regions (Fig. S3a, b). Similarly, fountain tips and their ±2 kb flanking regions more often contained multiple active enhancers when compared to equally sized control regions located at equal distance between fountain tips, with up to 6 or 11 active enhancers located at the fountain tips and the two neighboring bins, depending on the enhancer mapping study^6,7^. In contrast, repressed enhancers or H3K27me3-covered regions were not enriched in fountain tips and their flanking regions (Fig. S3c, d). To further test if fountains preferentially form at clustered active enhancers, we divided the whole genome into 6 kb bins and counted the number of active enhancers overlapping with each bin. While fountains represent only 5.6% of all genomic 6 kb bins, fountain tip bins were more likely to overlap with 6 kb genomic bins encompassing larger numbers of active enhancers. Accordingly, fountain tip bins are vastly overrepresented in genomic bins clustering three or more active enhancers (Fig. S3e, f). Since we did see many fountains at bins with more than one enhancer, it seems likely that fountain strength, and therefore detection, improves with the number of enhancers clustered together. Indeed, we saw a clear correlation between the number of active enhancers per fountain bin and the fountain prominence score produced by our detection algorithm (Fig. S3g, h). Together, we demonstrated that fountains identified on differential Hi-C maps and dependent on cohesin^COH-1^ integrity are primarily associated with active enhancers, while their prominence correlates with the number of clustered enhancers.

A previous study segmented the nematode genome based on histone marks and ATAC-seq data into active, regulated and border domains^23^. We therefore asked whether fountain tips would preferentially colocalize with one type of chromatin domain. Indeed, active domains were enriched at fountain tips, as well as on either side of them (Fig. S4a). Conversely, fountains located in active domains were significantly more prominent than fountains located in border or regulated domains (Fig. S4b). These features, although identified genome-wide, were also apparent when considering individual loci (Figs. 2f, S4c, and S11a).

In summary, the genome-wide identification of the locations of cohesin^COH-1^-dependent fountains on Hi-C maps revealed a robust correlation between fountains and active enhancers, as well as COH-1 enrichment. Furthermore, there is a slight correlation between fountain asymmetry and unequal transcriptional activity and/or enhancer chromatin state between the two branches of the loop that emanate from the fountain tips.

### Active enhancers and fountains are bound by topoisomerases

To further understand fountain formation, we examined published ChIP-seq data at enhancer sequences acquired at the same developmental stage^24^. Bidirectional transcription at enhancers results in the production of short transcripts, and as expected, RNA polymerase II is enriched at enhancer sequences (Fig. 3b). In contrast to cohesin^COH-1^, which extends several kilobases away from the enhancer itself along the entire length of the fountains, RNA polymerase II is only enriched at the tip of the active enhancers (Fig. 3a, b; refs. ^6,24^). Interestingly, we found that the enrichment of RNA polymerase II at active enhancers correlated with the abundance of COH-1 (Spearman correlation coefficient *R* = 0.63), which in turn determined fountain sizes (Fig. 2b). These findings prompted us to explore the interplay between enhancer transcription and fountain formation.

**Fig. 3:**
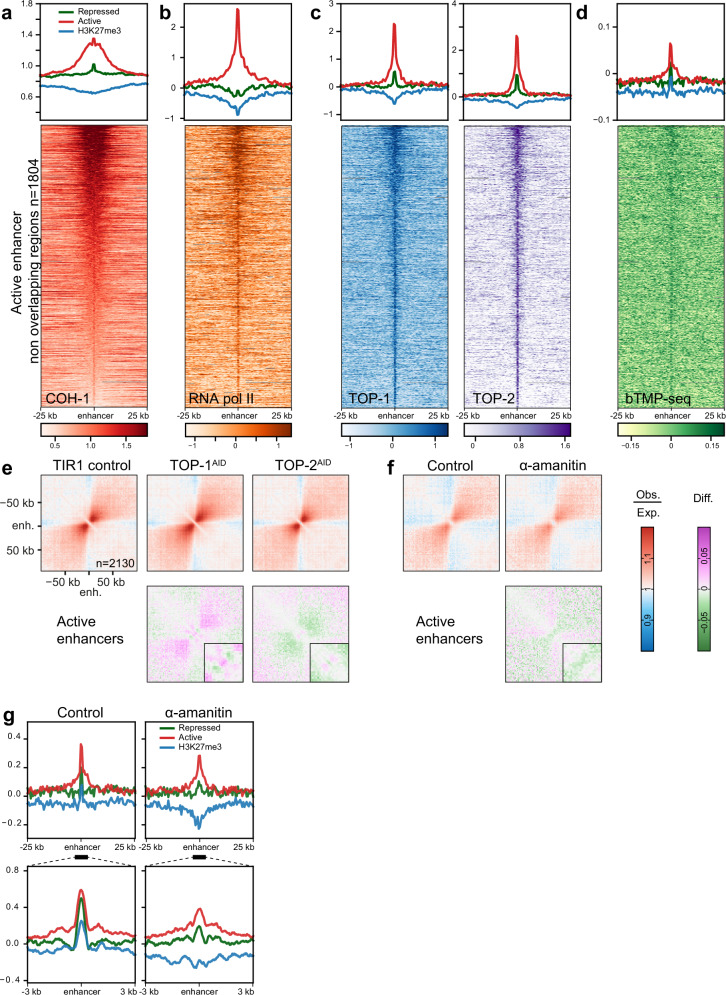
Active enhancers are bound by topoisomerase and enriched for the negative supercoil binder bTMP. (top) Average ChIP-seq profiles at active or repressed enhancers as well as H3K27me3-enriched regions for **A**. COH-1 (young adults), same as in 2b for reference. **B** RNA pol II (L3), **C** (left) TOP-1 (L3) and (right) TOP-2 (L3). (bottom) **D** (top) Average bTMP-seq profiles in L3 at active or repressed enhancers and H3K27me3-enriched regions, (bottom) Heatmap of bTMP binding in active enhancer regions, sorted by COH-1 ChIP-seq enrichment. **E** Depletion of topoisomerases slightly alters fountain strength, especially at the tip. Average contact frequency maps and difference to control, centered on active enhancers. (left) TIR1 control, (right) TOP-1 or TOP-2 auxin-mediated degradation. (bottom) The difference between the depletion of the topoisomerases and the control, (inset) zoomed in at the fountain tip. **F** Inhibition of transcription with **α**-amanitin slightly alters fountain strength, especially at the tip. Average contact frequency maps and difference to control centered on active enhancers. (left) control, (right) **α**-amanitin inhibited transcription. (bottom) The difference between transcription inhibition and the control, (inset) zoomed in at the fountain tip. **G** Average bTMP-seq profiles upon transcription inhibition in L3 (top) centered at active, or repressed enhancers, as well as H3K27me3-covered regions with 25 kb flanking regions (500 bp bin size), (bottom) 6 kb window centered on enhancers (20 bp bin size).

During transcription, the opening of the double helix and movement of the RNA polymerase generates negative supercoils behind the polymerase, and in the case of divergent transcription at enhancers, negative supercoils accumulate between the two polymerases progressing in opposite directions. In front of the polymerases, positive supercoils are generated, in other words, on either side of the bidirectionally transcribed enhancer sequences. Topoisomerases, the enzymes which relax supercoils by cleaving and unwinding DNA, are therefore expected to be present at active enhancers. Conversely, loop extrusion by cohesin has been shown to modify the topological state of DNA in vitro^25^. Indeed, a clear, specific and correlated enrichment for both TOP-1 and TOP-2 was observed at active enhancers (Fig. 3c, *R* = 0.83). Additionally, for both topoisomerases, the enrichment correlated with cohesin^COH-1^ abundance (*R* = 0.6 and 0.59, respectively). As for RNA polymerase II, the TOP-1 and TOP-2 ChIP-seq signal was limited to the enhancer sequences at the tip of the fountains. These findings suggest that topoisomerases are regulating the supercoiling at enhancer sequences created by repeated small-stretch transcription. To directly test whether enhancer sequences are indeed negatively supercoiled, we performed biotinylated psoralen crosslinking followed by sequencing (bTMP-seq^26^). bTMP intercalates preferentially with negatively supercoiled DNA and can be crosslinked to DNA using long-wavelength UV irradiation. As for topoisomerases, bTMP was enriched in the tip of the fountains at active enhancer sequences, demonstrating that these sequences are negatively supercoiled in vivo (Fig. 3d). Importantly, similar enrichments were observed at the detected fountain tips when plotting the abundance of COH-1, RNA pol II, TOP-1/-2 or bTMP across the 935 fountains (Fig. S5a–d).

To further investigate the role of topoisomerases in the maintenance of fountains, we created average contact frequency maps centered on active enhancers from topoisomerase depletion data (Fig. 3e; ref. ^24^). In these experiments, GFP- and degron-tagged topoisomerases were depleted by a 1 h treatment with auxin, leading to the disappearance of the nuclear GFP signal and uniform depletion of the ChIP-seq signal across the genome^24^. As for our data, average contact maps in control animals showed clear fountains (Fig. 3e, TIR1 control). Upon depletion of either TOP-1 or TOP-2, fountains were only mildly affected and changes impacted mostly the tip of the fountains which show a high enrichment for both enzymes (Fig. 3e, TOP-1^AID^, TOP-2^AID^, inset). TOP-1 depletion led to a slight increase in contacts along the trunk of the fountain, while the contacts on either side of the active enhancers were slightly reduced. Conversely, TOP-2 depletion resulted in a slight decrease in contacts along the fountain trunk, with a limited increase in contacts on either side of the active enhancers (Fig. 3e, TOP-1^AID^, TOP-2^AID^, difference maps to TIR1 control). We conclude that short-term depletion of either TOP-1 or TOP-2 has only a marginal effect on fountains, mainly at the tip.

To further characterize the role of transcription in fountain maintenance, we blocked transcription for 5 h using **α**-amanitin. We first investigated whether transcription inhibition was accompanied by altered supercoiling by performing bTMP-seq and plotted the average enrichment at different enhancer types upon **α**-amanitin treatment (Fig. 3g, 25 kb (top) and 6 kb (bottom) windows centered on enhancers). As expected, since transcription inhibition would decrease supercoiling, **α**-amanitin treatment lowered bTMP enrichment on all enhancer types, more strikingly at the H3K27me3-covered regions, although the reason for this remains unclear. At active enhancers, bTMP enrichment was decreased at the enhancers but slightly higher on either side of them, suggesting that the absence of transcription would lead to the relocation of negative supercoils away from the enhancer sequences, but not completely abolish these. Additionally, we performed Hi-C upon transcription inhibition and created average contact maps centered on active enhancers. Similarly to topoisomerase depletion, **α**-amanitin treatment only slightly decreased fountain strength (Fig. 3f, difference map to control). Collectively, our findings led us to the conclusion that fountains are enriched for RNA polymerase II, topoisomerases and bTMP, indicating probable DNA supercoiling. However, the presence of either RNA polymerases or topoisomerases is not essential for the maintenance of the fountains, indicating that these structures remain stable for at least 1 h without topoisomerases and 4 h without transcription once they are formed, most likely stabilized by the presence of cohesins.

### Cohesin^COH-1^ cleavage correlates with transcriptional activation of genes close to active enhancers and fountain tips

We previously analyzed the transcriptional consequences of COH-1 cleavage in entire animals^9^. 

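RNA-seq libraries of entire L3 animals were compared between a strain in which the TEV protease cuts the kleisin COH-1 at an engineered site and the TEV control strain, which makes the protease but carries no cleavage site. Each strain was represented by 3 samples of the same batch. Synchronized animals spent 3 h on food, were heat-shocked at 34 °C for 30 min to switch on the protease, and were collected 19 h later. For each of the 2 sequencing lanes of a sample, the authors deposited the estimated read count and the TPM, an abundance scaled by length and depth, of 42938 transcripts. Both came from Salmon, which divides reads that match several isoforms between them with a statistical model. Here the lanes of a sample were summed, and transcripts were summed to 19934 genes with the Ensembl release 115 annotation of the WBcel235 genome and rounded to whole reads. By name, 30905 transcripts were found in the annotation. A further 11992 were joined through the sequence name that the transcripts of a gene share, and 41 had no gene and took at most 0.0117% of the reads of a sample. The total per sample ran from 23848882 to 45834249 reads after COH-1 cleavage (median 32443237, n = 3) and from 23700267 to 49867075 reads in the TEV control (median 32596299, n = 3). After the filter given in the methods, at least 10 reads in 3 of the 6 samples, 13901 genes remained. They were tested with edgeR's quasi-likelihood test on counts normalized by its TMM method, and p-values were adjusted with the Benjamini-Hochberg procedure. The paper's methods used DESeq2, which was run as an alternative. Genes that oscillate during development, which the methods removed, were kept in the test. The samples of both strains carry the replicate numbers 1 to 3, so results are also given with the replicate number as a block. Across the 13901 genes, the deviations of same-numbered samples from their group means correlated with Pearson's r of 0.444, 0.586 and 0.511. These correlations are across genes, which are not independent replicates.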

Analyzing this data in isolation with less stringent filtering criteria, 895 genes were significantly upregulated, and 993 genes were significantly downregulated (*p* < 0.05). 

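The *coh-1* gene itself (WBGene00000591, chromosome X, 7465193 to 7475018, minus strand) had 23.7, 21.6 and 26.4 CPM (counts scaled to the size of the library) in TEV control replicates 1, 2 and 3, and 21.4, 18.4 and 21.2 CPM in the same replicates after COH-1 cleavage. This is a log2 fold change of -0.23 (standard error 0.13, adjusted p = 0.860 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.319 with the replicate block). The protease cuts the protein and not the mRNA. At an adjusted p under 0.05 from the same test, 1 of the 13901 genes was upregulated and 0 were downregulated. At an unadjusted p under 0.05, 518 genes were higher and 354 lower after COH-1 cleavage, 6.27% of the genes tested, and 1113 and 904 with the replicate block. With the replicate block, 3 genes were upregulated and 6 downregulated at an adjusted p under 0.05, and the gene called without the block was 1 of these 9. DESeq2's Wald test called 61 upregulated and 59 downregulated genes, which included that gene and 8 of the 9 genes called with the block. Among the fits that counted each sample once, DESeq2 with the replicate block, chosen after the data had been seen, moved the counts most, to 127 upregulated and 138 downregulated genes. It called 111 of the 120 genes that DESeq2 called without the block. In the 6 fits that each left out one sample, 0 genes passed an adjusted p of 0.05, while between 274 and 557 genes were higher and between 224 and 411 lower at an unadjusted p under 0.05.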

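Across the 13901 genes tested, the median size of the log2 fold change was 0.15 and its median standard error was 0.19. The change was smaller than 0.5 on the log2 scale in 89.2% of the genes. The called gene, *M60.7* (WBGene00019782, chromosome X, 8257998 to 8261175, minus strand), had 2.57 ± 0.267 CPM (SD, n = 3) in the TEV control and 10.8 ± 0.712 CPM (SD, n = 3) after COH-1 cleavage. Its log2 fold change was 2.07 (standard error 0.16, adjusted p = 0.0469 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.0380 with the replicate block). The log2 difference was 1.95, 2.29 and 1.92 in the pairs of replicates 1, 2 and 3, and every sample after COH-1 cleavage lay above every control sample (exact permutation test, two-sided p = 0.1, the smallest that 3 samples against 3 allow). With each sample left out in turn, the log2 fold change of *M60.7* stayed between 2.00 and 2.14, but its adjusted p from the same edgeR test was between 0.119 and 0.624. All 61 upregulated and 59 downregulated genes from DESeq2's Wald test changed by more than 0.5 on the log2 scale. With DESeq2's shrunken estimates, 46 upregulated and 52 downregulated genes did. At an unadjusted p under 0.05 from edgeR, 361 genes rose and 246 fell by more than 0.5. Of the genes for other cohesin subunits, the kleisin gene *scc-1* had a log2 fold change of -0.25 (standard error 0.17), *smc-3* of -0.05 (standard error 0.11) and *scc-3* of -0.06 (standard error 0.09), with adjusted p of 0.905, 0.960 and 0.946 from the same edgeR test.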

Most changes in transcript abundance were small, with only 98 up- and 52 down-regulated genes with a fold change larger than 1.41 (|log2FC| > 0.5). As ATAC-seq, modified histone ChIP-seq and RNA-seq are made on entire animals with a large number of different cell types, the target gene of each enhancer has been determined only for a handful of enhancers^6,7^. We therefore distributed genes into six categories by assigning each enhancer to the closest TSS (or to none if the gene was not the closest TSS to any enhancer, Fig. 4a). “Active”, “Repressed”, “H3K27me3-covered” categories were TSS of genes closest to only one type of enhancer; “Mixed active and repressed” category were TSS of genes closest to a mixture of enhancers from the active and either of the two categories - repressed or H3K27me3-covered; and “mixed repressed” were genes closest to a mixture of repressed enhancers and H3K27me3-covered regions. We then analyzed the impact of COH-1 cleavage on these different gene categories (Fig. 4a). When no enhancer was present in the vicinity of the gene (the largest number of genes), average expression after cleavage of COH-1 was slightly lower than in the control experiment. For genes proximal to mixed or active enhancers, the change in expression levels of these genes was biased towards higher expression (Fig. 4a, red and violet boxes). In contrast, genes proximal to H3K27me3-covered regions were evenly distributed between up- and down-regulated (Fig. 4a, green box). Therefore, genes close to active enhancers were upregulated upon COH-1 cleavage, suggesting fountain formation limits active enhancer activity. The fact that genes close to a mixture of active and repressed enhancers and even a mixture of the two repressed categories were also biased towards upregulation, suggests a role for cohesin^COH-1^ in regulating complex transcriptional landscapes, though the number of genes in these groups is small.

**Fig. 4:**
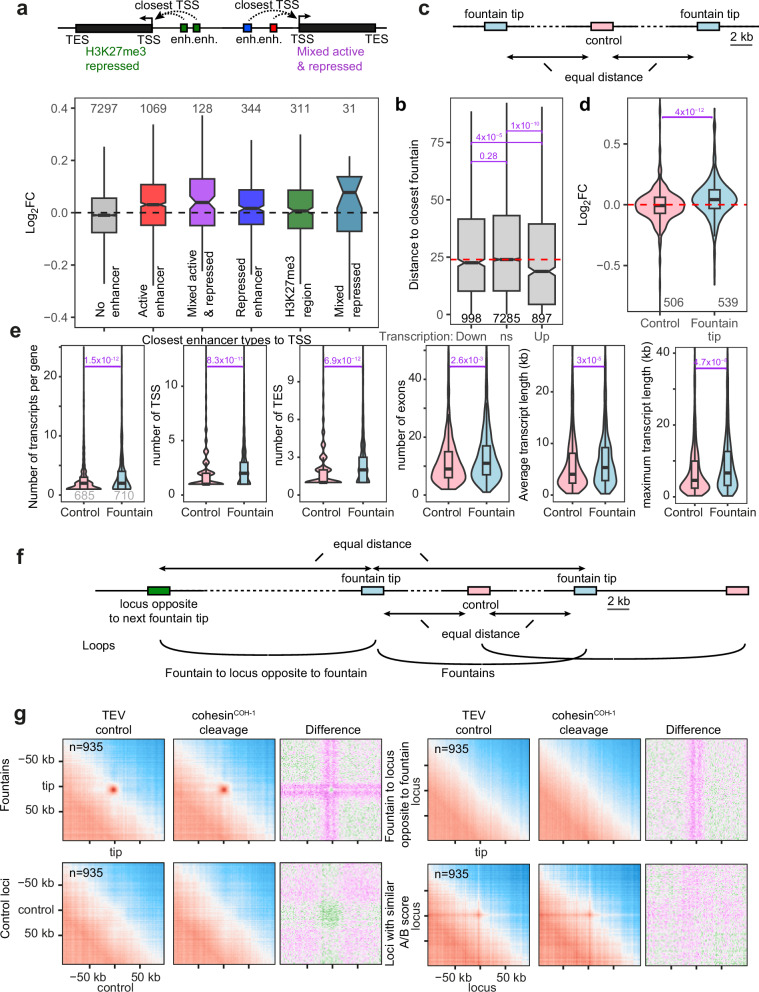
Active-enhancer proximal genes are upregulated upon COH-1 cleavage, fountains cluster in the nuclear space. **a** Genes were grouped according to the type of L3 stage enhancers from Daugherty et al. (2017) that their TSS was closest to. The log2 fold change of all expressed genes upon cleavage of COH-1 are plotted according to enhancer type. **b** Boxplot of the distance of genes from the nearest fountain tip bin. Genes were grouped by their change in expression upon COH-1 cleavage: up and down regulated or not changing significantly (NS). The dashed red line indicates the median distance to the nearest fountain tip bin of NS genes. In **b**, **d**, **e**, the number of genes in each group is indicated at the bottom of the plot, and adjusted *p*-values from a two-sided Wilcoxon rank sum tests are shown in purple. **c** Schematic representation of regions used in (**d**, **e**). 2 kb fountain tip bins were compared with control bins of the same size located at the midpoint between neighboring fountains. **d** Log2 fold change of all expressed genes upon COH-1^cs^ cleavage that overlap control bins (506 genes) and fountain-tip bins (539 genes). **e** Comparison of features of genes that overlap with control and fountain-tip bins. **f** Graphical depiction of the loops analyzed in (**g**). **g** Top row, left: average contact maps show loops between pairs of fountain tips under TEV control conditions. No such loops were observed for control loci (second row, left), or between fountain and loci located at the similar distance but on the opposite side to the next fountain (first row, right), or between loci with similar A/B score than fountains (second row, right). Average contact maps are shown both for the TEV control and upon cohesin^COH-1^ cleavage, conditions, as well as the differential map (cleavage/control) - same color scales as in Fig. 2d. The midline, boundaries and whiskers of the boxplots in panels a-d show the median, 25th and 75th percentiles, and the minimum/maximum value no further than ±1.5× the interquartile range (IQR), respectively. Notches (in **a**, **b**) indicate ±1.58 IQR/sqrt(*n*).

We next analyzed transcriptional changes upon COH-1 cleavage based on the location of the detected fountains (Fig. 2c). For this, we first measured the distance between genes and the closest fountain and split genes based on their transcriptional modulation upon COH-1 cleavage. 

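Distances were measured in kb from the gene body to the nearest of the 935 fountain tip bins that the supplement lists, each 2 kb wide, and were 0 where they overlap. The chromosomes hold between 146 tips (chromosome I) and 167 tips (chromosome V), and the median distance between neighboring tips is 96 kb. At an adjusted p under 0.05, the upregulated group held only *M60.7*, 2.00 kb from a tip, and the 13888 genes with no significant change lay a median of 24.1 kb from a tip (quartiles 10.3 and 43.9 kb). The difference of -22.1 kb rests on this gene (two-sided permutation test of its rank with 100000 resamples, p = 0.175; rotating the tips along each chromosome, p = 0.235). With 5.32% of the other genes at a distance of 0, a rank test of 1 gene could not have shown that it lies closer. No gene was called downregulated, so that group had no distance at this threshold. At an unadjusted p under 0.05, the 518 upregulated genes lay a median of 25.9 kb, the 354 downregulated genes 26.5 kb and the 13017 other genes 24.0 kb from a tip. The upregulated genes were thus 1.91 kb farther than the other genes (permutation p = 0.333). The downregulated genes were 2.54 kb farther (permutation p = 0.00315, and 0.620 with the tips rotated along the chromosomes). The permutation p-values of distances tested mean ranks, and the rotations tested the difference of medians. The gap between 0.00315 and 0.620 thus cannot be put down to the rotation alone. The direction for upregulated genes depended on the calls. The 3 genes called with the replicate block were closer than the other genes, with a difference of -8.80 kb (permutation p = 0.688). The 61 genes called by DESeq2 were 6.83 kb farther (permutation p = 0.176), and the 38 genes called with all 7 TEV controls and no batch covariate were 8.84 kb farther (permutation p = 0.0996). The 22 genes called with the 7 controls and the batch as a covariate had a difference of -5.83 kb (permutation p = 0.708). It was -8.02 kb for the 10 genes called with all groups of batch 2 in the fit (permutation p = 0.752). For the 127 genes from DESeq2 with the replicate block, chosen after the data had been seen, it was -4.02 kb (permutation p = 0.635).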

We found that the average distance to fountain tips of non-changing or downregulated genes was not significantly different, while upregulated genes were significantly closer to fountain tips (Fig. 4b). Second, we focused on fountain tips and compared those to a set of control regions located at the midpoint between neighboring fountain tips (Fig. 4c). 

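Of the genes tested, 732 overlapped a fountain tip bin and 720 overlapped 1 of the 929 control bins of 2 kb placed midway between neighboring tips. The 7 genes that overlap both kinds of bin were left out. The median log2 fold change after COH-1 cleavage was 0.06 for genes at fountain tips and -0.01 for genes in control bins, a difference of 0.073 (two-sided permutation test of the gene labels with 100000 resamples, p = 1e-05, the smallest they can give). At tips, 468 genes (63.9%) had a log2 fold change above 0, against 338 genes (46.9%) in control bins and 49.3% of all genes tested. The difference was 0.073 with the replicate block as well, and 0.089 with the block after log2 fold changes were corrected for mean expression and transcript length. A permutation by rotating the tips along the chromosomes, which keeps neighboring genes together, gave p = 0.000999, the smallest that 1000 rotations can give. Within the pairs of replicates 1, 2 and 3 the difference was 0.151, 0.045 and -0.0089, a mean of 0.062 ± 0.081 (SD, n = 3 pairs), so the spread between the pairs was larger than the mean. Without COH-1 cleavage replicate 1, the setting that moved it most, the difference was 0.023 (permutation p = 0.0579), and with each of the other samples left out it had a permutation p under 0.05.

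**Figure D1:**
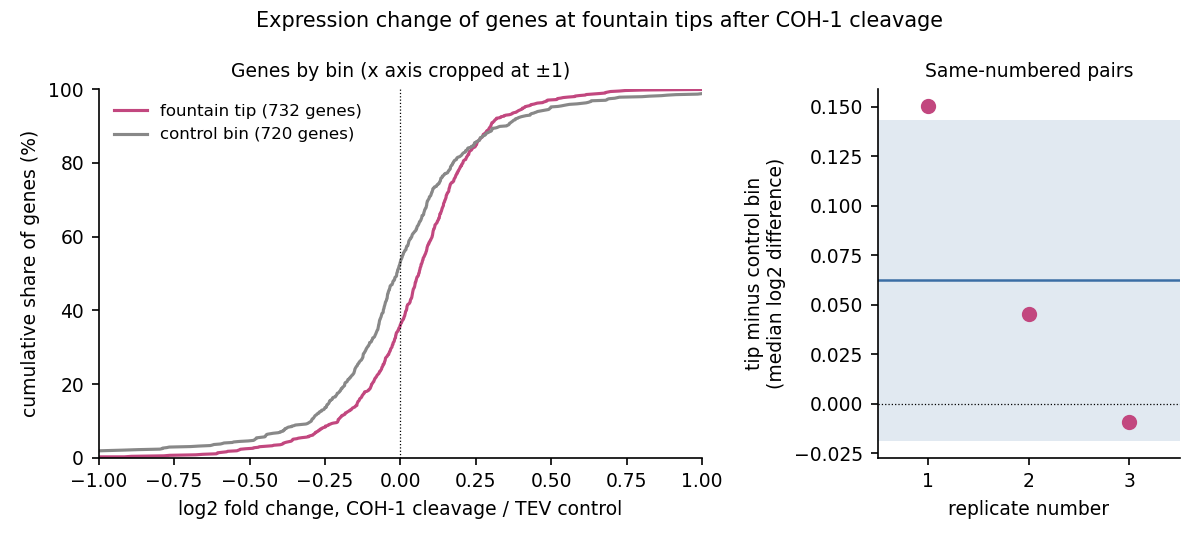
Log2 fold change of genes at fountain tips and in control bins after COH-1 cleavage. The left panel gives the cumulative share of genes (%) against the log2 fold change for 732 genes at fountain tips and 720 genes in control bins, with the axis ending at 1 in either direction, and the tip curve lies to the right of the control curve around 0. The right panel gives the median log2 difference between tip and control bin genes in each pair of same-numbered samples (points), their mean of 0.062 (line) and 1 SD around it (band), and the pair of replicate 1 is the highest at 0.151.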

Genes that overlap fountain tips were significantly biased towards upregulation whereas genes overlapping control bins were equally distributed between up- and down-regulation (Fig. 4d). As fountains are enriched for cohesin^COH-1^, gene upregulation upon COH-1 cleavage might be a consequence of cohesin^COH-1^ enrichment, independently of the fountains themselves. To disentangle cohesin^COH-1^ enrichment from fountain proximity, we compared gene expression changes in fountain tip bins (±2 kb) *versus* genomic bins with similar cohesin^COH-1^ enrichment to fountain tips that were located more than 30 kb away from these (Fig. S6a). Upon cohesin^COH-1^ cleavage, fountain tip genes were significantly upregulated whereas a sample of non-fountain bins, similarly enriched for cohesin^COH-1^ were not (Fig. S6b–d). Repeating a hundred times the same experiment by picking different fountain tips/non-fountain tip bins led to the same result (Fig. S6e). Together, this demonstrates that fountain ablation by COH-1 cleavage upregulates fountain tip-proximal genes in a way that is specific to these 3D structures. Therefore, cohesin’s repressive effect on fountain-tip proximal genes is not simply a consequence of high levels of cohesin randomly colliding with the transcriptional machinery.

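The expression around fountain tips was taken from the deposited TPM as the median of log2(TPM + 1) over genes whose 5′ end lies in the bin, separately for each sample. In the TEV control, the 303 genes that start in a tip bin had medians of 5.22, 4.41 and 4.65 in replicates 1, 2 and 3, against 3.49, 2.82 and 2.93 for the 7059 genes that start within 20 kb of a tip. The difference was 1.68 ± 0.07 (SD, n = 3) and above 0 in 3 of 3 samples. After COH-1 cleavage the tip medians were 5.32, 4.7 and 4.78 and the window medians 3.43, 2.98 and 3.10, a difference of 1.77 ± 0.11 (SD, n = 3), also above 0 in 3 of 3 samples. By replicate 1, 2 and 3, the difference was 1.73, 1.59 and 1.72 in the TEV control and 1.89, 1.72 and 1.69 after COH-1 cleavage, so it was higher after cleavage in 2 of 3 pairs. Widening the window to 40 kb on either side of a tip raised the difference most, to 2.05 in the TEV control and 2.13 after COH-1 cleavage. The paper's panels reach 20 kb on either side, which is the window of the main values here. With genes limited to those with TPM above 0 in every sample it was lowest, at 1.27 and 1.35.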

Interestingly, fountain tips and their neighboring bins contain genes more highly expressed than the average of all genes in the 40 kb surrounding the fountain tip (Fig. S7a–c). Asymmetric fountains show a slightly higher gene expression in the tip-adjacent bin on the side where the fountains are shortest (Fig. S8a), and fountain disappearance upon COH-1 cleavage did not affect this asymmetry in relative transcription levels (Fig. S8b), suggesting that highly expressed genes could block cohesin^COH-1^ loop extrusion and be the cause, not the consequence of fountain asymmetry. Changes in gene expression upon cohesin^COH-1^ cleavage had a limited correlation with the number of enhancers at the fountain tip: considering 6 kb regions overlapping fountain tips and their two neighboring bins, there is an increase in log2 fold change upon COH-1 cleavage as the number of enhancers in those bins increases from 0 to 1 to 2, however after that, the linear relationship breaks down (Fig. S7d, e). Additionally, genes overlapping fountain bins were more complex than genes overlapping control bins: they had a significantly greater number of transcripts, TSSs and Transcription End Sites (TES) per gene, a larger number of exons, and both their average and maximum transcript length was greater (Fig. 4e), indicating that fountains could be necessary for the regulation of complex transcriptional landscapes.

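Gene structures were counted over the 765 genes that overlap only fountain tip bins and the 978 that overlap only control bins, expressed or not. The files quantified 6.01 ± 9.76 transcripts per gene at tips and 2.26 ± 2.96 in control bins (SD over genes), with medians of 3 and 1. Of the transcripts in the Ensembl annotation, genes at tips had 3.58 and genes in control bins 1.85 on average. Annotated TSSs numbered 2.96 against 1.68 per gene, TESs 2.42 against 1.53, and exons 12.6 against 9.84. The longest transcript of a gene averaged 2514 bases at tips and 2065 in control bins. Each of these 6 differences had an adjusted p of 1.17e-05 (two-sided permutation tests of the gene labels with 100000 resamples, Benjamini-Hochberg over 7 measures). The mean transcript length of a gene was 2128 against 1897 bases (adjusted p = 0.00997 from the same permutation test and adjustment). From the larger number of transcripts, TSSs, TESs and exons at fountain tips, the paper proposes that fountains could be needed to regulate genes with complex transcription.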

### Fountain tips cluster in 3D hubs inside the nuclear space

Active enhancers exhibit a well-documented tendency to spatially cluster, forming regulatory hubs enriched in transcription factors, Mediator, and coactivators that cooperatively regulate gene expression^27,28^. To assess whether fountain tips harboring active enhancers similarly engage in higher-order clustering in *C. elegans*, we quantified average contact probabilities between cis-located fountain tips and corresponding control regions as outlined above (Fig. 4f). Our analysis revealed a marked and specific enrichment of contacts between fountain tip pairs, in contrast to control regions or to equidistant loci situated on the opposite flank of adjacent fountains (Fig. 4g). Notably, loci with matched A/B compartment scores and equidistant spacing relative to fountain tips exhibited only modest levels of interaction, consistent with weak chromatin state–driven clustering (Fig. 4g). These findings suggest that fountain tips cluster within the nuclear space, forming subnuclear fountain domains. To interrogate the role of cohesin in modulating fountain contacts, we examined changes in average contact frequencies following cleavage (Fig. 4g, cohesin^COH-1^ cleavage). Contact frequencies between fountain tips slightly decreased, whereas contacts between fountain trunks and neighboring loci increased, leading to a cross-like pattern on the differential contact frequencies map. This redistribution of contact patterns extended into regions flanking the fountain tip by approximately ±14 kb, indicating a localized architectural perturbation. The observed pattern strongly supports a model in which cohesin-mediated loop extrusion forms spatially insulated fountain domains, with tips acting as hubs for enhancer clustering. Upon cohesin cleavage, these looped architectures disassemble, leading to slight contact depletion at tips and ectopic interaction enrichment along the linear genome, consistent with loss of insulation and increased trunk promiscuity.

To better understand the effect of cohesin^COH-1^ cleavage, we analyzed enhancer-promoter contacts at the HiC fragment level in order to increase resolution. We ranked promoters based on their linear distance to the nearest active enhancer and then compared the contact frequency ratios between cohesin^COH-1^ cleavage and control conditions, alongside changes in transcriptional activity of the corresponding gene. Independent of the chosen set of active enhancers^6,7^, the contact ratios were centered around 1 for promoters closest to the active enhancer (rank 1), but slightly decreased for promoters at greater distances (ranks 2–5) (Fig. S9a, b). Gene expression changes following cohesin^COH-1^ cleavage mirrored the results obtained using binned Hi-C data. Genes with promoters closest to an active enhancer were upregulated, and upregulation decreased as the distance to the enhancer increased (Fig. S9c, d). Overall, we could find no simple association between changes in contact frequency and the direction of gene expression changes. This is likely due to the inherent limitations of whole-animal Hi-C and mRNA-seq data, which lacks the resolution to distinguish between different cell types and small changes in genomic distances. Future studies using higher resolution techniques could provide more insights into this relationship.

### Genes upregulated upon COH-1 cleavage are mostly neuronal

Enhancers are believed to drive cell-type specific expression, and indeed, putative nematode enhancers whose activity was individually tested in animals show cell-type specific expression^6,7^. We reasoned that if COH-1 cleavage led to mild upregulation of genes proximal to active enhancers, this might be due to cell-type-specific expression of the latter genes, as RNA-seq is performed on entire animals. Small overall changes would be observed even if transcription levels in individual cells experience major modulation if these genes are expressed only in a few cells per animal. To interrogate whether genes with changed expression levels would belong to a specific cell type, we used two different approaches to analyze the list of significantly up- and down-regulated genes^29^. First, we performed Tissue Enrichment Analysis (TEA) and GO term enrichment, which allows us to determine in which cell type a gene set is most likely expressed. 

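The tissue annotations behind the enrichment tools were not used here, and a list of 275 genes known from general knowledge to act in neurons (synaptic, neuropeptide and cilia genes) was followed instead. Of these, 264 were tested. Their median log2 fold change after COH-1 cleavage was 0.12, and 198 of them (75%) were above 0. This median was higher than that of every one of 10000 random lists of the same size matched on mean expression (percentile 100), and it was 0.12 with the replicate block, again at percentile 100. The median log2 difference in the pairs of replicates 1, 2 and 3 was 0.17, 0.13 and 0.06. With each sample left out in turn, the median stayed between 0.04 and 0.17. At an adjusted p under 0.05, 0 genes of the list were called, adjusted over all genes or over the list alone. At an unadjusted p under 0.05, 21 genes of the list (7.95%) were higher, against 3.64% of the other genes (Fisher's exact test, two-sided p = 0.00137). This test and the matched lists treat genes as independent and do not measure the spread between samples. A split of the same samples that mixes the conditions gave a median of 0.143 in size. The 4 genes of the list with the smallest p among those that rose were *che-3*, *osm-5*, *sbt-1* and *ifta-2*. *che-3* (WBGene00000485, chromosome I, 8062007 to 8081671) had 20.4 ± 1.91 CPM in the TEV control and 28.7 ± 1.53 CPM after COH-1 cleavage (SD, n = 3), a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.476 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.164 with the replicate block). *osm-5* (WBGene00003885, chromosome X, 2984263 to 2991478) rose from 7.60 ± 0.212 to 11.4 ± 1.30 CPM (SD, n = 3), a log2 fold change of 0.58 (standard error 0.14, adjusted p = 0.476 from the same edgeR test, and 0.184 with the block). With all 7 TEV controls and no batch covariate, the adjusted p from edgeR was 0.0386 for *che-3* and 0.0263 for *osm-5*. *sbt-1* (WBGene00011392, chromosome V, 20827715 to 20828881), which overlaps *grl-14*, had a log2 fold change of 0.45 (standard error 0.13, adjusted p = 0.617 from edgeR, 0.173 with the block, and 0.0489 from DESeq2 with the block). *ifta-2* (WBGene00012132, chromosome IV, 17300809 to 17302033), which overlaps *T28F3.5*, had one of 0.63 (standard error 0.19, adjusted p = 0.629 from edgeR, and 0.258 with the block). Reads of overlapping genes could have been divided between them, so the values of *sbt-1* and *ifta-2* are less certain. The 4 genes rose in 3 of 3 pairs.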

Genes upregulated upon COH-1 cleavage showed a striking enrichment for neuronal cell types, as well as GO terms and phenotypes associated with neurons (Fig. S10a, b). In contrast, downregulated genes were associated with a range of non-neuronal tissues, in particular germline cells and core cellular and metabolic processes (Fig. S10a, b). 

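Of 127 genes listed from general knowledge as active in the germline, 119 were tested. Their median log2 fold change after COH-1 cleavage was -0.20, lower than that of every one of 10000 expression-matched random lists (percentile 0), and 13 genes (10.9%) were above 0. With the replicate block the median was also -0.20, at percentile 0. The pairs of replicates 1, 2 and 3 had median log2 differences of -0.32, -0.17 and -0.06, and with each sample left out in turn the median of the list stayed between -0.31 and -0.11. No gene of the list passed an adjusted p of 0.05, over all genes or over the list alone. At an unadjusted p under 0.05, 4 genes (3.36%) were lower, against 2.54% of the other genes (Fisher's exact test, two-sided p = 0.549). The matched lists treat genes as independent, and a split of the same samples that mixes the conditions gave a median of 0.337 in size. The 4 with the smallest p among those that fell were *ppw-1*, *fog-3*, *puf-11* and *prde-1*. *ppw-1* (WBGene00004093, chromosome I, 4185174 to 4189956), for which 21 transcripts were quantified, had 63.6 ± 1.17 CPM in the TEV control and 51.6 ± 6.11 CPM after COH-1 cleavage (SD, n = 3), a log2 fold change of -0.30 (standard error 0.11, adjusted p = 0.750 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.267 with the replicate block). *fog-3* (WBGene00001483, chromosome I, 10016765 to 10018121) had one of -0.66 (standard error 0.27), *puf-11* (WBGene00022257, chromosome IV, 6421585 to 6423497) one of -0.52 (standard error 0.21) and *prde-1* (WBGene00008995, chromosome V, 15538244 to 15547086), which overlaps *glb-14* but shares 0 exon bases with it, one of -0.52 (standard error 0.22). Their adjusted p from the same edgeR test was 0.775, 0.779 and 0.784, and 0.245, 0.286 and 0.212 with the block. All 4 genes fell in each of the 3 pairs.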

Second, we asked in which cells genes significantly up- or down-regulated were expressed using previously published single-cell RNA-seq datasets^30^. To this aim, we plotted the percentage of genes in the lists of up- or down-regulated genes expressed in each cell type and overlaid this percentage as a color code to the scRNA-seq UMAP. As for TEA, we found that genes upregulated upon COH-1 cleavage were mostly expressed in neuronal cell types, while genes downregulated were mostly expressed in the germline (Fig. S10c–f). 

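The neuronal list was made of 3 shorter lists, and lists of muscle and intestine genes were followed beside it. The settings for these shorter lists were chosen after the data had been seen. Among 79 cilia genes, the median log2 fold change was 0.27 (percentile 100 of 10000 expression-matched lists, 0.27 with the replicate block), 69 genes (87.3%) were above 0, and the pairs of replicates 1, 2 and 3 had median log2 differences of 0.26, 0.28 and 0.27. At an unadjusted p under 0.05, 17 of the cilia genes (21.5%) were higher, against 3.63% of the other genes (Fisher's exact test, two-sided p = 3.73e-09). Fisher's tests and percentiles treat the genes of a list as independent, so they do not measure the spread between samples. Among 123 synaptic genes the median was 0.10 (percentile 100, 0.10 with the block), and 1 gene (0.813%) was higher and 3 genes (2.44%) were lower at an unadjusted p under 0.05. Without COH-1 cleavage replicate 1 the synaptic median was 0.0078, which did not stand apart from the matched lists (two-sided permutation p = 0.161 from their share). Among 62 neuropeptide genes the median was 0.09 (percentile 99.98, 0.09 with the block), the pairs had 0.18, -0.07 and 0.06, and without COH-1 cleavage replicate 1 the median was -0.0040. The median of 68 muscle genes was -0.0034 (percentile 97.1, -0.0032 with the block) and that of 72 intestine genes -0.05 (percentile 31.9, -0.05 with the block). Of the intestine genes, 9 (12.5%) were higher at an unadjusted p under 0.05, against 3.68% of the other genes (Fisher's exact test, two-sided p = 0.00136), and 7 (9.72%) were lower, against 2.51% (p = 0.00233 from the same exact test). In both of these lists the pair of replicate 1 was above 0, at 0.14 and 0.05, and the other two pairs were below it. The shift of the cilia genes was thus larger than the spread between its pairs, and those of the neuropeptide, muscle and intestine genes were not. The synaptic genes were above 0 in each pair, at 0.13, 0.13 and 0.01, but their median fell to 0.0078 without COH-1 cleavage replicate 1.

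**Figure D2:**
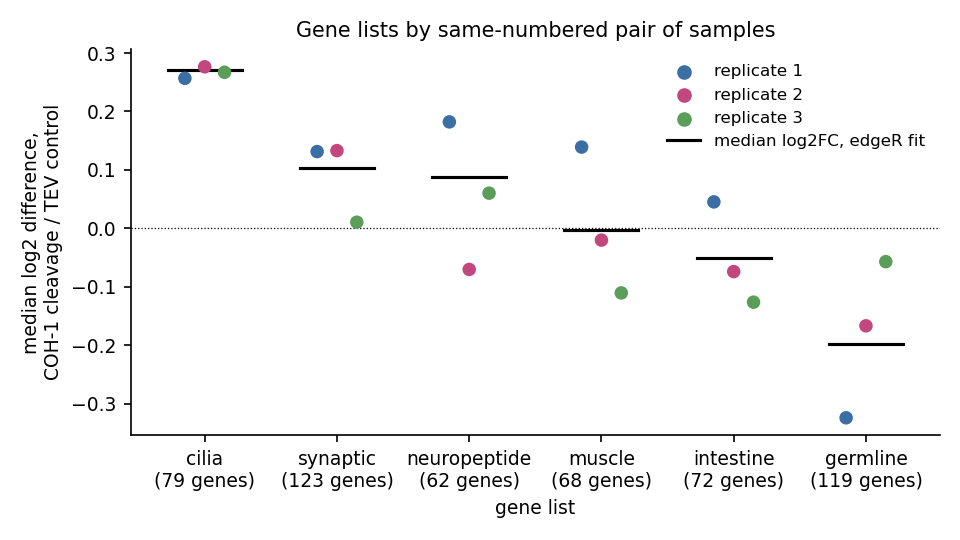
Median log2 difference between COH-1 cleavage and TEV control for 6 gene lists. Each point is a pair of same-numbered samples, colored by replicate number, and each line is the median log2 fold change of the list from edgeR. The pairs of the cilia list sit between 0.26 and 0.28, and the germline list is below 0 in 3 of 3 pairs.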

Altogether, both analyzes strongly suggest that genes upregulated upon COH-1 cleavage are expressed in neurons.

### Cohesin^COH-1^ cleavage leads to isoform switch of the nematode *Nrf* homolog *skn-1*

We next sought strains in which transcription factors were endogenously tagged and located either close or inside a fountain region, in particular, transcription factors expressed in neuronal cell types. *skn-1/Nrf* is such a gene, as its TSS lies between two very close fountains. 

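In the WBcel235 genome, *skn-1* (WBGene00004804) lies on chromosome IV from 5651039 to 5660384 on the minus strand, and *bec-1* (WBGene00000247) lies on the same strand from 5661141 to 5664425. They are 756 bp apart, with *bec-1* upstream. The fountain tip bin detected in this region spans 5656001 to 5658000. All 2000 bp of it fall in the first intron of *skn-1a* (5655909 to 5660255, 4347 bp). It is 2384 bp away from the *skn-1a* start at 5660384 and 2772 bp from the *skn-1b* start at 5653229. The tip bins listed next to it on either side span 5592001 to 5594000 and 5752001 to 5754000, so no other bin is listed within 20 kb of *skn-1*. The gene *clec-178* (WBGene00020585, 5653949 to 5655003, plus strand, 1055 bp) lies within *skn-1*, in the third intron of *skn-1a* (5653877 to 5655182).

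**Figure D3:**
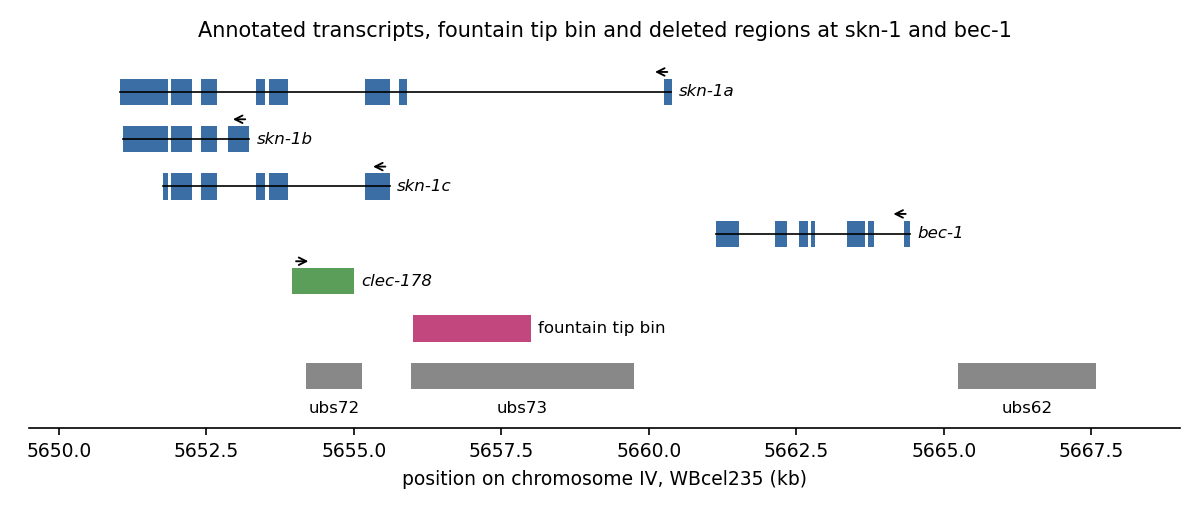
Map of *skn-1* and *bec-1* on chromosome IV, with position in kb of the WBcel235 genome. Boxes on lines are exons of the annotated transcripts, arrows give the direction of transcription, and bars are *clec-178*, the fountain tip bin and 3 of the regions deleted in the paper. The tip bin from 5656001 to 5658000 sits inside the first intron of *skn-1a*.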

The tip of one fountain lies within the gene body of *skn-1* whereas the other fountain lies about 5 kb upstream of the *skn-1* gene, in the *bec-1* enhancer region, and partially merges with the first one and could not be detected by our algorithm as a separate fountain due to their proximity (Figs. S2e, f, and 5a). 

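Summed over its 4 quantified transcripts, *skn-1* had 185 ± 11.1 CPM (SD, n = 3) in the TEV control and 200 ± 16.3 CPM (SD, n = 3) after COH-1 cleavage. The fold change was 1.08, a log2 fold change of 0.11 (standard error 0.11, adjusted p = 0.926 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.596 with the replicate block). The difference of the means was smaller than the SD after COH-1 cleavage (exact permutation test, two-sided p = 0.3, where 0.1 is the smallest p that 3 samples against 3 allow). It was above 0 in 3 of 3 pairs of same-numbered samples, at 0.06, 0.19 and 0.08 on the log2 scale. With each sample left out in turn, the log2 fold change of *skn-1* stayed between 0.06 and 0.16. The gene shares 41 exon bases with *csn-5*, and reads from there could have been divided between the genes. It also overlaps *clec-178*, but shares 0 exon bases with it. *clec-178* itself had 6.30 ± 1.60 CPM in the TEV control and 7.21 ± 0.496 CPM after COH-1 cleavage (SD, n = 3), a log2 fold change of 0.20 (standard error 0.22, adjusted p = 0.930 from the same edgeR test, and 0.530 with the block), which became -0.0083 without TEV control replicate 1.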

In RNA-seq data, *skn-1* shows a modest 1.04-fold upregulation upon COH-1 cleavage compared to TEV control. *skn-1* expression has been widely studied, due to its function in lifespan regulation (for review^31^). SKN-1 has three isoforms named A to C, arising as a result of the use of different TSS and alternative splicing (Fig. 5a). 

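The transcript *skn-1c* (T19E7.2c.1) had 0 estimated reads in all 6 samples of the TEV control and of COH-1 cleavage, and in all 25 samples of both batches. The total number of reads sets the smallest amount that could be seen. Taking 3 reads as that floor, it was, relative to the total of the sample, between 0.0602 CPM in TEV control replicate 1 and 0.127 in TEV control replicate 3. The floor covers counting error only, because reads copied by PCR are not independent molecules, and it does not cover how Salmon divided reads between isoforms that share exons. In the same samples *skn-1a* (T19E7.2a.1) had between 3620 and 8738 reads and *skn-1b* (T19E7.2b.1) between 405 and 935 reads. Another annotated transcript of the gene, T19E7.2d.1, had 522 reads in TEV control replicate 1 and 631 reads in COH-1 cleavage replicate 1, and 0 reads in the other 4 samples of these groups.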

At the third larval stage, the *skn-1c* isoform was undetectable by RNA-seq, hence, we focused on *skn-1a* and *skn-1b*. The SKN-1A transcription factor is present in intestinal cells and normally located in the cytoplasm due to its membrane targeting signal at the N-terminus of the protein. Upon stress, SKN-1A relocates to the nucleus for transcriptional gene regulation^32,33^. In contrast, SKN-1B is exclusively nuclear and solely expressed in two head neurons called ASI (named according to the *C*. *elegans* neuronal nomenclature: Amphid, Single (cell body position is unique), Type I (ciliated endings); Fig. 5b, TEV control^34^).

**Fig. 5:**
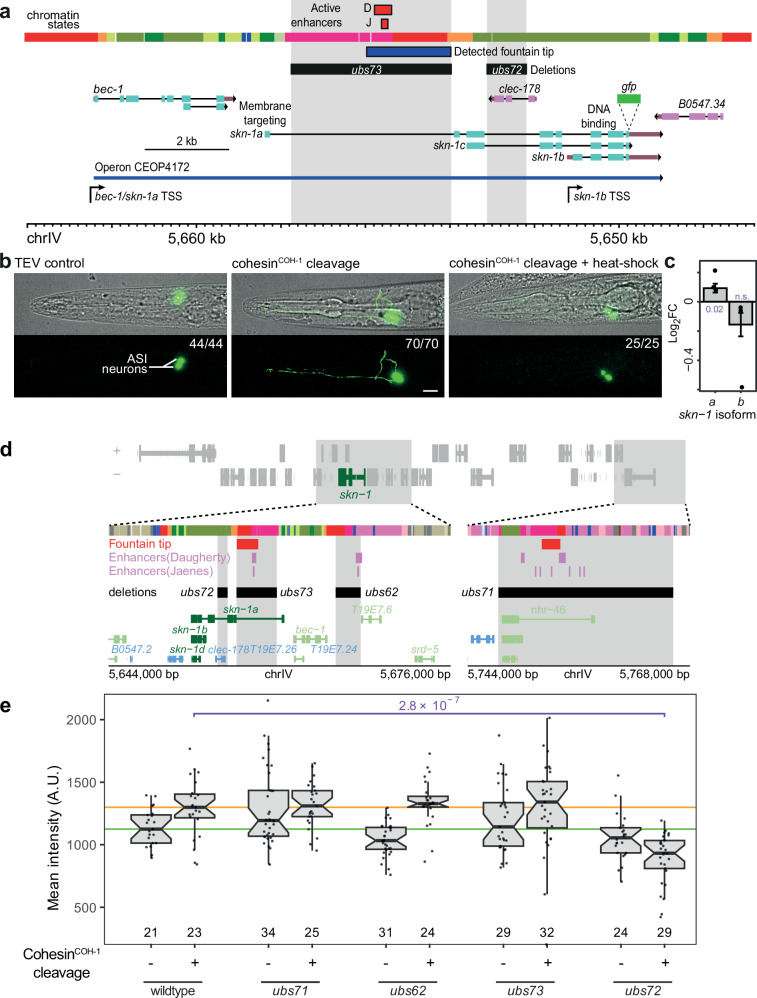
*skn-1*/*Nrf* switches isoform upon cohesin^COH-1^ cleavage. **a** Structure of the *skn-1* genomic region, highlighting the three canonical *skn-1* isoforms *a* to *c*, the location of the GFP transgene insertion used in b, the characterized active enhancer (organism-wide), the detected fountain location (organism-wide) and the location of two of the deletions used in (**e**). Active enhancers from Daugherty et al.^7^. (D) or Jaenes et al.^6^. (J). **b** Expression of *skn-1* in the head of control animals, upon COH-1 cleavage or upon COH-1 cleavage and heat stress 30’ prior to imaging. Scale bar: 10 µm. Numbers on the upper left corner of the lower panel indicate the number of animals in which the depicted phenotype has been observed (first number) and the number of animals imaged (second number). **c** Transcript level differential expression of *skn-1* isoforms upon COH-1 cleavage. Adjusted *p* values from a two-sided Wald test are shown next to the bars (n.s.: not significant). Log2FC of transcript levels from the three RNAseq biological replicate batches are shown with dots. **d** Structure of the larger *skn-1* locus, depicting chromatin states (colors as in Fig. 2g), detected fountain tips, active enhancers, as well as the putative active enhancer deletions. **e** Boxplots of mean fluorescence intensity in ASI nuclei/cell-bodies in control conditions (no cohesin^COH-1^ cleavage, −) and upon cohesin^COH-1^ cleavage (+) for the different deletion strains depicted in (**d**). The horizontal green and orange lines show the median of the average fluorescence intensity of the ASI nuclei for the wildtype locus without or with cohesin^COH-1^ cleavage, respectively. The number of nuclei/cell-bodies in each group is shown at the bottom of the boxplots. FDR adjusted *p*-values from a two-sided Wilcoxon rank sum test comparing wild-type and enhancer deletions strains in control (no TEV expression) and cohesin^COH-1^ cleavage conditions are shown in purple. Only significant *p* values are shown. The midline, boundaries and whiskers of the boxplots in **c**, **e** show the median, 25th and 75th percentiles, and the minimum/maximum value no further than ±1.5× the interquartile range, respectively. Notches (in **e**) indicate ±1.58 IQR/sqrt(*n*).

At the genomic level, *skn-1a* and *skn-1b* share several exons on the 3′ part of the transcripts, but transcription of the two isoforms is controlled by different promoters. 

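In the Ensembl annotation of WBcel235, *skn-1a* has 8 exons from its start at 5660384 to 5651039 on the minus strand of chromosome IV, and *skn-1b* has 4 exons from its start at 5653229 to 5651085. The start sites are 7155 bp apart. The 3 last exons of *skn-1a*, from exon 6 on, overlap exons of *skn-1b*. Exon 6 (5652414 to 5652672, 259 bp) and exon 7 (5651893 to 5652260, 368 bp) have the same ends in both transcripts, and the last exon is 802 bp long in *skn-1a* and 756 bp long in *skn-1b*. The first exon of *skn-1b* (5652867 to 5653229, 363 bp) lies within the fifth intron of *skn-1a* (5652673 to 5653348), so its reads can tell *skn-1b* from *skn-1a*. The transcript *skn-1c* has 6 exons and starts at 5655605, within exon 3 of *skn-1a*.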

The *skn-1b* isoform is transcribed from its own promoter while the *skn-1a* isoform is part of an operon whose promoter is located upstream of the *bec-1* gene (Fig. 5a). Several active enhancers around the *skn-1* gene have been independently identified in entire animals^6,7^ (Fig. 5a, d, detailed in S11). One of these enhancers is located between the first and the second exon of *skn-1a*, although it remains unclear in which cells this enhancer is active (Fig. 5a, red squares labeled D^7^ and J^6^). Using a C-terminally GFP-tagged construct which labels all SKN-1 isoforms, we observed that in control animals at the L3 stage, most fluorescence was indeed visible in the nuclei of the two ASI neurons, since the low, diffuse cytoplasmic expression in the intestine is not visible above the autofluorescence of the gut granules, as expected from previous studies (*n* = 44, Fig. 5b, TEV control; ref. ^35^). This exclusively nuclear fluorescence in ASI identifies SKN-1B as the expressed isoform. Upon COH-1 cleavage, a clear increase of the GFP signal was scored, in line with *skn-1a* upregulation observed by RNA-seq (Fig. 5c, fluorescence quantified in 5e, wildtype). Additionally, we detected in all imaged animals (*n* = 70) some degree of accumulation of the GFP-tagged protein in the neuronal cytoplasm, filling the entire cells in most animals, including the sensory dendrites located in front of the cell body as well as the laterally extending axons (Fig. 5b, cohesin^COH-1^ cleavage, fluorescence pattern quantified in S12b). This cytoplasmic localization required COH-1 cleavage as heat-shocked animals with TEV cleavage sites in COH-1 but no TEV expression transgene only showed nuclear fluorescence (*n* = 21, data not shown). The presence of cytoplasmic SKN-1 in ASI neurons has never been observed previously (pers. comm. K. Blackwell, HMS). To further assess the nature of the *skn-1* isoform, we took advantage of the stress-mediated nuclear relocation of SKN-1A. We heat-shocked the animals a first time at the L1 stage to induce COH-1 cleavage, and a second time at the L3 stage, 30 min before imaging. Under those conditions, all imaged animals (*n* = 25) showed no cytoplasmic ASI fluorescence anymore, as expected due to the relocation of SKN-1A to the nucleus upon stress activation (Fig. 5b, cohesin^COH-1^ cleavage + heat-shock). 

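Estimated reads of each transcript were compared in the same 3 samples per strain with edgeR, over the 21155 transcripts with at least 10 reads in 3 of the 6 samples. The bootstrap estimates that the paper's transcript test draws on were not used here, so the uncertainty of dividing reads between isoforms is not in these p-values. *skn-1a* (T19E7.2a.1) had 55.6 ± 17.9 TPM (SD, n = 3) in the TEV control and 62.6 ± 11.1 TPM (SD, n = 3) after COH-1 cleavage. By replicate 1, 2 and 3, the TEV control had 76.0, 43.0 and 47.6 TPM and COH-1 cleavage 75.3, 56.6 and 55.8 TPM. The log2 fold change of its normalized reads was 0.13 (standard error 0.12, unadjusted p = 0.317 and adjusted p = 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with the replicate block it was 0.13 (standard error 0.08, unadjusted p = 0.170 and adjusted p = 0.752 from edgeR). *skn-1b* (T19E7.2b.1) had 10.6 ± 2.39 TPM in the TEV control and 10.1 ± 4.48 TPM after COH-1 cleavage (SD, n = 3), a log2 fold change of -0.15 (standard error 0.49, unadjusted p = 0.767 and adjusted p = 1.00 from the same edgeR test). With the block it was -0.23 (standard error 0.18, unadjusted p = 0.275 and adjusted p = 0.785 from edgeR). With each sample left out in turn, the log2 fold change stayed between 0.10 and 0.19 for *skn-1a* and ran from -0.65 to 0.19 for *skn-1b*, above 0 without COH-1 cleavage replicate 1 or without TEV control replicate 2. Of the 21155 transcripts, 0 passed an adjusted p of 0.05, with or without the block, and 579 had an unadjusted p under 0.05. In simulated data of the same size and depth, this test recovered 0% of transcripts changed by 1 and 44.9% of those changed by 4 on the log2 scale. With the block it recovered 0% of those changed by 1, 2, 3 or 4. Unlike the real samples, the simulated ones had no deviations shared by replicate number. The simulation therefore cannot tell how much the 0 calls of the blocked fit mean.

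**Figure D4:**
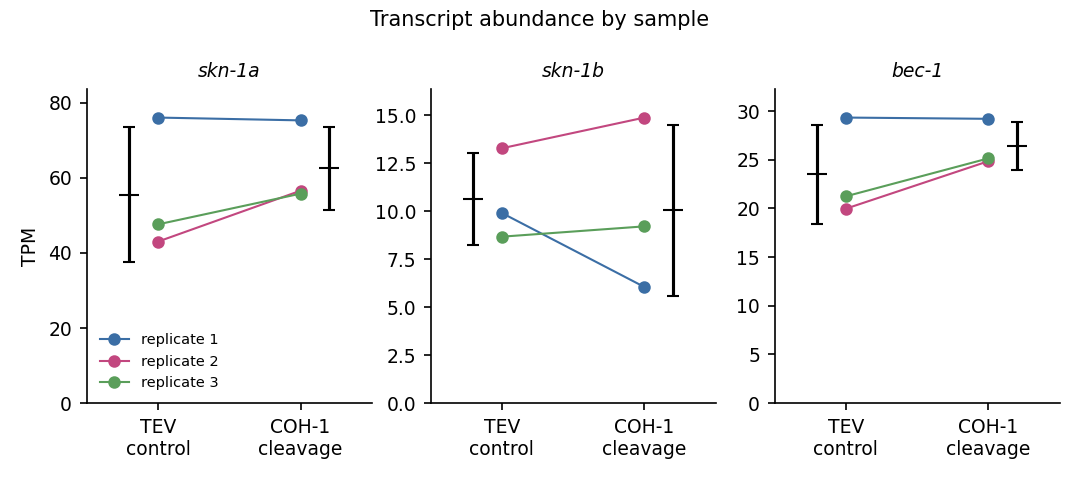
TPM of *skn-1a*, *skn-1b* and *bec-1* in the TEV control and after COH-1 cleavage. Points are samples, lines join same-numbered samples, and the bars give the mean and 1 SD (n = 3). *skn-1a* rises from 43.0 to 56.6 TPM and from 47.6 to 55.8 TPM in the pairs of replicates 2 and 3, and stays near its level in that of replicate 1 (76.0 and 75.3 TPM). *skn-1b* falls from 9.91 to 6.05 TPM in the pair of replicate 1 and rises from 13.3 to 14.9 TPM and from 8.68 to 9.22 TPM in those of replicates 2 and 3.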

Differential expression analysis of *skn-1* isoforms at the transcript level in entire animals showed that *skn-1a* was indeed upregulated upon COH-1 cleavage (Fig. 5c, *p* = 0.02), though the downregulation of the more lowly expressed *skn-1b* isoform was not significant. 

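The gene *bec-1* had 32.0 ± 2.59 CPM (SD, n = 3) in the TEV control and 34.6 ± 3.14 CPM (SD, n = 3) after COH-1 cleavage, a log2 fold change of 0.11 (standard error 0.12, adjusted p = 0.926 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.519 with the replicate block). The groups overlapped (exact permutation test, two-sided p = 0.4). The log2 difference was above 0 in 3 of 3 pairs of same-numbered samples, at 0.08, 0.11 and 0.14, and the log2 fold change stayed between 0.05 and 0.18 with each sample left out in turn. With all 7 TEV controls and no batch covariate it was -0.30. At the transcript level, T19E7.3a.1 of *bec-1* had 23.5 ± 5.08 TPM in the TEV control and 26.4 ± 2.43 TPM after COH-1 cleavage (SD, n = 3), and its log2 fold change was 0.11 (standard error 0.12, adjusted p = 1.00 from edgeR's quasi-likelihood test over all transcripts with Benjamini-Hochberg adjustment). The other annotated transcript, T19E7.3b.1, had 0 reads in these 6 samples.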

Additionally, after the cleavage of COH-1, we observe an increase in the expression of the *bec-1* gene to the same levels as *skn-1a*, as expected since both genes are part of the same operon (data not shown). We conclude that cleavage of cohesin^COH-1^ has dual effects: it upregulates *skn-1* expression and induces significant changes in the isoforms expressed. Specifically, there is a transition in promoter usage from *skn-1b* to the operon promoter of *bec-1* and *skn-1a*, resulting in the production of the non-neuronal protein SKN-1A. These findings suggest that the cohesin^COH-1^-mediated formation of fountains direct promoter use, most likely by restricting active enhancer activity.

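The share of *skn-1b* in the summed TPM of *skn-1a* and *skn-1b* was taken over entire animals, and was chosen as a measure after the data had been seen. The paper places SKN-1B in ASI neurons alone and SKN-1A in intestinal cells. The share therefore mixes tissues and cannot tell whether promoter use changes within ASI. It was 11.5%, 23.6% and 15.4% in TEV control replicates 1, 2 and 3, and 7.44%, 20.8% and 14.2% after COH-1 cleavage. The mean was 16.9% ± 6.16 (SD, n = 3) in the TEV control and 14.2% ± 6.70 (SD, n = 3) after COH-1 cleavage, a difference of -2.70 percentage points that is smaller than the SD of either group (exact permutation test, two-sided p = 0.6). The share was lower in 3 of 3 same-numbered pairs, by -4.09, -2.77 and -1.24 points, and an exact test within the pairs gave p = 0.25, the smallest that 3 pairs allow. The share leaves out T19E7.2d.1, which had 9.87 TPM in TEV control replicate 1 and 12.6 TPM in COH-1 cleavage replicate 1, and 0 elsewhere in these groups. Its exons lie within exons of both isoforms, so its reads could belong to either, and the value of the replicate 1 pair is less certain. Without COH-1 cleavage replicate 1 the difference was 0.656 points, and without TEV control replicate 2 it was 0.677. Leaving out 1 sample of a pair sets unequal replicate numbers against each other, and these 2 samples had the lowest and the highest share. After cleavage of COH-1 together with SCC-1 the share was 6.96%, 9.87% and 8.53%, below each of the same TEV controls. After KLE-2 cleavage it was 9.76%, 7.68%, 3.48% and 8.64%, also below each TEV control of its batch (9.81% to 13.9%). Neither fall was tested, and a low share was thus not particular to loss of COH-1. The paper concludes that transcription moves from the *skn-1b* promoter to the operon promoter. It draws on the rise of *skn-1a* in RNA-seq and on a rise of *bec-1* whose data it does not show. It also draws on a brighter SKN-1::GFP signal in ASI neurons and on its presence in their cytoplasm, which was lost after a later heat shock. In the paper's next section, deletion of the *clec-178* region reduced the switch.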

### *skn-1b* proximal sequences regulate *skn-1a* upon COH-1 cleavage

This model predicts that deletion of one or more active enhancer(s) should reduce transcriptional activity and/or hinder the switch from *skn-1b* to *skn-1a* upon COH-1 cleavage. We tested this by deleting putative regulatory active regions located close to or inside the *skn-1* gene, guided by gene activity or organism-wide mapping data^6–8,23,36^ (Fig. 5d, detailed in S11). One limitation here is that enhancers and fountains were identified in entire animals, hence their specific activity in ASI neurons could not be assessed using Hi-C or ATAC-seq data.

We first deleted two distal regions containing putative active enhancers: the entire *nhr-46* gene, located 100 kb upstream of the promoter of *bec-1/skn-1a* operon (Figs. 5d, and S11a, b; *ubs71*), and a large enhancer-rich region situated 5 kb upstream of the *bec-1* gene (Figs. 5d, and S11a, b, b; *ubs62*). In the *ubs71* deletion strain, *skn-1b* expression was modestly elevated in control animals, but GFP intensity remained comparable to the wild-type locus while the COH-1 cleavage-induced isoform switch was slightly reinforced (*n* > 20 animals for each deletion and condition, here and below, quantification in Figs. 5e and S12b). This indicates that this active enhancer is not required for *skn-1a* activation. The ASI-specific SKN-1::GFP mean intensity in the *ubs62* putative enhancer deletion strain was slightly lower in control conditions (~92% of the wildtype locus strain), but upon COH-1 cleavage, expression was restored to wild type levels (Fig. 5e, *ubs62*). Additionally, strong cytoplasmic GFP localization was fully penetrant in this strain upon COH-1 cleavage (Fig. S12b). These results suggest that neither region is essential for *skn-1b* expression or *skn-1* activation. However, the enhanced signal observed in both deletion strains (Fig. S12b) raises the possibility that these enhancer-containing regions may contribute to the insulation of the *bec-1/skn-1a* promoter from neighboring active enhancers.

Subsequently, we deleted the first intron of *skn-1a* located between the first exon of *skn-1a* and the *skn-1b* TSS, reducing its size from 4347 to 551 bp (Figs. 5d and S11a, b; *ubs73*). The switch from *skn-1b* to *skn-1a* upon COH-1 cleavage remained unchanged (Fig. S12b). However, expression of *skn-1b* as well as increased expression of *skn-1* upon COH-1 cleavage was more variable than in control strains (Fig. 5e). The first intron of *skn-1a* thereby appears to stabilize *skn-1a* and *skn-1b* expression, although it is not essential for their transcription. We next deleted a 959 bp region in the third intron of *skn-1a*, 955 bp 5′ of *skn-1b* TSS and 10 kb downstream of *bec-1/skn-1a* operon promoter, overlapping the *clec-178* gene (Figs. 5d, e, and S11a, b; *ubs72*). *clec-178* is exclusively expressed in coelomocytes, phagocytic cells located in the body cavity, yet DNase-I accessible region conformation capture (ARC-C)^8^ shows that the *clec-178* region harbors significant contacts with the *skn-1b* promoter and the first intron of *skn-1a*, suggesting the presence of an active enhancer in this region (Fig. S11a, b, ARC-C). Upon deletion of the *clec-178* region, *skn-1b* expression was marginally reduced in control animals (94% of wildtype locus, Fig. 5e, *ubs72*). However, and in contrast to the wildtype locus or all other deletions, COH-1 cleavage led to a significant downregulation of *skn-1* and reduced switching to *skn-1a* isoform (Figs. 5e, and S12b). Sequences in the deleted region, therefore, contain sequences marginally necessary for *skn-1b* expression in ASI in control animals, but these sequences are required for *skn-1* upregulation and the switch to the *bec-1/ skn-1a* operon transcription upon COH-1 cleavage. Our interpretation is that in ASI neurons, sequences in the *clec-178* gene behave as loading sites for cohesin, creating a fountain which insulates the inactive *bec-1/skn-1a* operon promoter from the transcriptionally active *skn-1b*. Upon COH-1 cleavage and fountain ablation, these regions, as well as other active enhancer regions nearby contact the operon promoter, leading to its activation. Deletion of *clec-178* sequences removes the closest highly active enhancer to *skn-1a* in ASI, leading to decreased use of the *bec-1/skn-1a* TSS upon COH-1 cleavage.

### COH-1 cleavage minimally delays animal growth and development

To further assess the function of cohesin^COH-1^, we measured the impact of COH-1 cleavage on animal growth during larval development with a time resolution of 10 min^37^ (Fig. S13a). COH-1 cleavage led to a very small difference in animal volume compared to TEV control (Fig. S13b, c). However, this difference was minor compared to previously characterized mutants (*eat-2*, *dbl1*, *raga-1;* ref. ^37^). We conclude that COH-1 cleavage and fountains disappearance have a minimal effect on animal growth.

### COH-1 cleavage has a broad impact on animal behavior

Since neuronal gene expression is disturbed by COH-1 cleavage (see above), we wanted to analyze its impact on nervous system function using computer-assisted high-content behavioral quantification of worm crawling behavior^38^. We compared 47 core postural and locomotion parameters in wild type (N2), TEV control and upon cohesin^COH-1^ cleavage. Animals either dwelled on food or were in search of food after 6 h of deprivation (Fig. 6). We found that COH-1 cleavage affected many behavioral parameters in both conditions, whereas the behavior of TEV control animals was indistinguishable from that of wild type (Fig. S14). Some behavioral differences were quite obvious (Fig. 6a and Supplementary Movie 1, 2). These broad behavioral differences caused animals with cleaved COH-1 to cluster separately in a principal component analysis (PCA) (PC1/PC2 space, Fig. 6b). Among the most salient features, COH-1 cleavage caused a striking increase in the body curvature of both fed and starved animals (Fig. 6a, e) and impaired the ability of worms to implement food search behavior upon food deprivation (Fig. 6c–g). In wild-type animals, the entry into the food search locomotion state involves multiple coordinated behavioral changes^39,40^. These include a marked elevation of animal speed and of the frequency of reorientation events called omega turns (Fig. 6c, d). As a consequence, worms produce relatively twisted trajectories (Fig. 6f) but disperse fast, dramatically increasing worm displacement as compared to fed animals (Fig. 6g). The upregulation of both speed and omega turn frequency upon food-deprivation was strongly reduced upon COH-1 cleavage (Fig. 6c, d), which impaired dispersal (Fig. 6f, g). In contrast, TEV control animals behaved essentially like wild-type ones (Fig. 6a–g). Collectively, these results demonstrate that the post-developmental cleavage of COH-1 produces a broad impact on animal locomotion and are in line with a model in which COH-1-dependent fountain formation is essential for normal neuronal gene expression and the ensuing proper function of the nervous system.

**Fig. 6:**
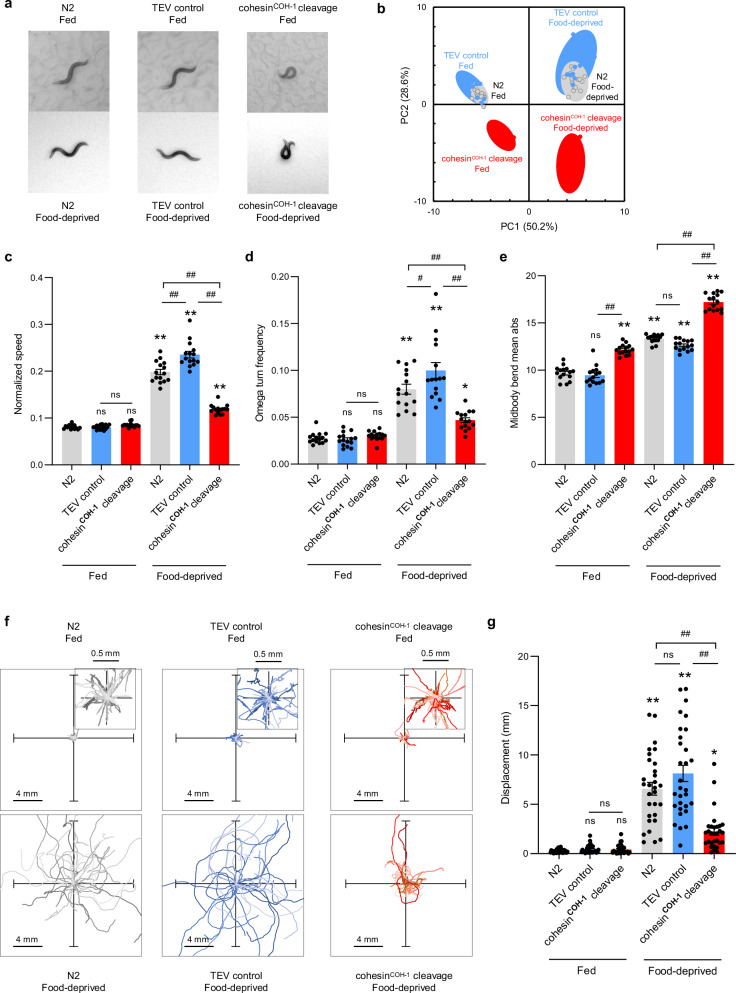
COH-1 cleavage affects the nervous system function. **a** Representative pictures of young adult *C. elegans* either dwelling on food (fed) or foraging off-food 6 h after food deprivation (food-deprived), illustrating postural differences between the indicated genotypes. **b** Multidimensional behavioral states of animals presented as projections over the two main principal components (PC1 and PC2) from a single principal component analysis (PCA) over 47 postural and motion parameters, and over all the conditions. The proportion of variance explained by each PC is indicated in the axis labels. Upper left and upper right quadrants correspond to the normal dwelling and food search behavioral states adopted by wild type or TEV control worms. The lower left and right quadrants correspond to markedly altered behavioral states caused by COH-1 cleavage. Averages positions of individual replicates as data marks, 95% CI as colored ellipses. Each replicate is a separate population with ≥40 animals. **c**–**e** Selected behavioral parameters reported as average ± s.e.m. of *n* = 15 independent replicates. Each replicate value (data points) corresponds to the average value of a separate population with ≥40 animals. Additional behavioral alterations are presented in Fig. S14. **f** One-minute worm trajectories (35 for each condition) plotted from a single starting (0,0) coordinate. Enlarged representations for fed worms in dwelling state (insets). **g** Dispersal quantification. Average ± s.e.m. and individual data points for animal displacement (corresponding to how far animals moved from their starting point). *n* = 30 animals. **c**–**e**, **g** ^*^p < 0.05 and ^**^p < 0.01 versus N2 fed condition, ^#^*p* < 0.05 and ^##^*p* < 0.01 versus the indicated control by Bonferroni post hoc tests (two-sided tests).

## Discussion

### At least three SMC complexes create looping domains on nematode chromosomes

In mammals, cohesin is the main loop extruder acting on interphasic chromosomes, and its removal leads to the disappearance of most 3D structures including loops and TADs^41–43^. This study, combined with our previous data, demonstrates that at least three different SMC complexes are at play on interphase nematode chromosomes^9^. On the one hand, large-scale chromosome looping is achieved by condensin I creating loops larger than 100 kilobases, while a variant of condensin I specifically targeted to the X chromosome creates specific loop domains resembling TADs on this chromosome^44^. On the other hand, cohesin^COH-1^ achieves short-patch loop extrusion in the tens of kilobases range centered on active enhancers, giving rise to fountains. This is markedly different from Vertebrates, in which different SMC complexes extrude loops during different cell cycle stages, with cohesins and condensins active during interphase and mitosis, respectively^45^. In nematodes, the presence of different interphasic structures maintained by cohesin^COH-1^ or condensin I variants is unique, suggesting the simultaneous activity of these complexes, which has not been previously observed in Metazoan species.

Peculiar to nematodes of the *Caenorhabditis* genus, two divergent copies of the cohesin kleisins are present in somatic cells (as well as three additional ones in the germline). Early reports suggest that the two somatic kleisins play different roles, as cohesin^COH-1^ is present in somatic cells independently of the cell cycle phase while cohesin^SCC-1^ is exclusively expressed in dividing cells^20,46^. Together with previous work in which we tested the mitotic function of the different SMC complexes, our data demonstrate a functional specialization of the two somatic cohesin complexes: cohesin^SCC-1^ holds sister chromatids together during mitosis, in line with the observed *scc-1* mutant phenotypes due to chromosome segregation defects in dividing cells^20^. In contrast, cohesin^COH-1^ only has a minor role in sister chromatid cohesion, although COH-1 is the most abundant somatic kleisin^9^. The function of cohesin^COH-1^ newly described in this report, is therefore small-scale chromatin loop extrusion during interphase, leading to the formation of enhancer fountains. This separation of function between the two cohesin complexes allows the untangling of the mitotic and interphasic functions of cohesin.

### Nematode enhancers correlate with fountain 3D structures

Enhancers play a critical role in transcriptional gene regulation by conferring cell type and developmental stage-specific gene expression. However, their activity must be tightly regulated to prevent unintended activation of non-target promoters^1^. In vertebrates, this regulation is largely mediated by the formation of TADs, established by the combined action of cohesin-mediated loop extrusion and CTCF-bound boundary elements. These 3D chromatin domains restrict enhancer-promoter contacts across domain boundaries^3^, thereby minimizing ectopic gene activation. In nematodes, however, high-resolution chromatin conformation capture studies failed to detect TAD structures on autosomes^24,44,47–49^, raising the question of how enhancer-promoter specificity is maintained in the absence of TADs. Here we present evidence for the presence of loose, tens-of-kilobase-sized 3D structures centered on active enhancers, which resemble previously described flares, hinges, plumes, or jets in other organisms^10–13^. During the preparation of this manuscript, an independent study identified the same cohesin-dependent structures at active enhancers in *C. elegans*, using an orthogonal degron-based acute degradation system targeting the cohesin subunit SMC-3 and the cohesin unloader WAPL-1^50^. Additional experiments will be required to clarify whether fountains at active enhancers arise from altered cohesin dynamics - such as covalent modification of cohesin subunits or regulation by auxiliary factors - or whether they can be explained solely by localized loading.

These structures appear to be evolutionarily conserved. Their focal points are marked by H3K27ac - a histone modification associated with enhancer activity - not only in nematodes but also in zebrafish sperm and during ZGA^15^, as well as in Wings apart-like (WAPL)/CTCF-depleted mouse embryonic stem cells and primary thymocytes^10^. As in nematodes, ZGA fountains in fishes colocalize with active enhancers^11,15^.

In thymocytes^10^, the projection angle of jets is modulated by the presence of proximity of CTCF boundaries, resulting in asymmetric loop extrusion. Similarly, nematode fountains can be asymmetrical (Fig. 2h). However, as *C. elegans* lacks a CTCF homolog, this suggests that alternative genomic or chromatin-based barriers may constrain directionality. Notably, genes located on the more-extruded side of asymmetric fountains exhibit lower expression compared to those on the opposite side (Fig. S8), indicating a possible impact of transcription. This difference between enhancer sides is more likely the cause of fountain asymmetry than a consequence of asymmetric fountain formation as removal of fountains by COH-1 cleavage did not change transcription level asymmetry (Fig. S8). Conversely, transcription inhibition did not significantly modify asymmetric fountains. Instead, chromatin states associated with enhancers are more enriched on the more-extruded side, suggesting that these states might be more permissive to loop extrusion. A similar interplay between transcription and loop extrusion has been observed in Bacteria and WAPL/CTCF-depleted mammalian cells, where loop extrusion is impeded by polymerases, while SMC complexes might be pushed by transcribing complexes^19,51–53^.

Our analysis of published RNA polymerase II and topoisomerases ChIP-seq data showed that active enhancers are enriched for these factors (Fig. 3b, c; ref. ^24^). RNA polymerase presence at fountain tips aligns with known bidirectional transcription at active enhancers, while topoisomerase enrichment suggests the accumulation of torsional stress and supercoiled DNA^6^. Indeed, bTMP mapping revealed specific enrichment of negatively supercoiled DNA at active enhancers as well as fountain tips. This implies that, in addition to forming chromatin loops, cohesin may generate supercoils of plectonemes during fountain formation, as observed in vitro^25^. Fountains may also act to locally restrict the dissipation of torsional stress generated by enhancer transcription or by the loop extrusion activity of cohesin loaded onto enhancers^22^. Degron-mediated degradation of topoisomerases I or II only slightly modified fountain strength (Fig. 3e). Topoisomerase I depletion resulted in increased contact frequencies at the fountain tip (the active enhancer locus) and generally stronger fountains, suggesting that topoisomerase I reduces local compaction. Conversely, topoisomerase II depletion led to reduced contact frequencies along the fountain trunk, consistent with a more relaxed or extended fountain structure. Transcription inhibition using **α**-amanitin generally slightly weakened fountains, but did not ablate them. Fountain maintenance, therefore, appears to be largely independent of topoisomerase activity or transcription, suggesting that once set up, fountains no longer need transcription to remain stable.

### Fountains as potential repressors of active enhancer-proximal gene activity

Our results provide correlative evidence for a link between fountain structures and enhancer-mediated transcriptional regulation. Cleavage of cohesin^COH-1^, leading to the disappearance of fountains, is accompanied by transcriptional upregulation of genes located near fountain tips and active enhancers as well as by changes in transcript isoform usage (Figs. 4 and 5). This transcriptional change was not observed in a previous study employing acute SMC-3 degradation^14^, likely due to the shorter timeframe between cohesin depletion and sample collection in that study (1-h degradation versus 19-h induction of cohesin^COH-1^ cleavage in our system). Given the inherent stochastic nature of enhancer-promoter contacts and transcriptional activation (for review, see ref. ^54^), it is plausible that changes resulting from fountain loss require more time to manifest at the transcriptional level. Our findings would support the notion that fountains act as repressors of active enhancer function. Upregulation of genes at fountain tips may result from multiple, spatially distinct mechanisms. Locally, the loss of cohesin may alleviate physical interference with the transcriptional machinery, reducing collisions between elongating RNA polymerases and cohesin complexes^19,55^. This model is supported by previous work showing transcriptional repression caused by repeated cohesin passage in mammalian cells following artificial targeted cohesin loading^4,56^, and may be especially relevant at fountain tips, where RNA polymerase II density is high (Fig. 3). Such a mechanism could represent a form of enhancer self-regulation: by recruiting cohesin to fountain tips, active enhancers may impose a feedback constraint on their own activity through increased polymerase collisions.

Alternatively, upregulation of the nearest gene could result from enhancer mistargeting. Given the compact nature of the nematode genome, enhancers are often assumed to primarily regulate the closest gene. However, the observed loss of active enhancer-promoter contacts for promoters ranked 2–5 by distance (Fig. S9) suggests that these may represent the actual target promoters. In this scenario, cohesin facilitates longer-range enhancer-promoter contacts, as observed in mammalian cells^4^, and when cohesin is lost, polymer dynamics may redirect enhancers to the physically closest promoters. This is particularly intriguing given the enrichment of neuronal genes at fountain tips, which are known for their isoform expansion^57^, where choosing between different promoters of the same gene in different cell-types may require cohesin-fountains, as appears to be the case for *skn-1* (Fig. 5).

Beyond local interference, more global changes in chromatin architecture may also contribute to transcriptional upregulation upon cohesin removal. In mammalian systems, cohesin depletion has been shown to increase spatial mixing between accessible chromatin domains^58^. Similarly, in *C. elegans*, fountains collapse following cohesin^COH-1^ cleavage, with fountain trunks forming fewer contacts with the enhancers at fountain tips (Fig. S9) and increased contacts with surrounding genomic regions (Fig. 4g). In this context, active enhancer-containing fountain tips may become more mobile, gaining the ability to form new regulatory interactions. This could enhance transcription by promoter trans-acting enhancer-promoter contacts and increasing regulatory crosstalk.

### Cohesin-mediated gene regulation is evolutionarily conserved

Our data reveal that genes overlapping fountain tips exhibit greater structural complexity, characterized by multiple TSS, TES and/or alternative exons - hallmarks of greater regulatory complexity typically associated with enhancers. The integrity of cohesin^COH-1^ thus emerges as a critical factor in regulating such complex genes, as illustrated by the isoform switch observed for *skn-1* (Fig. 5). Remarkably, our investigation revealed a noteworthy upregulation of genes associated with neuronal function following cohesin^COH-1^ cleavage (Fig. S10). This conserved role of cohesin in interphase neuronal gene regulation transcends species boundaries. In *Drosophila*, cleavage of the cohesin kleisin in post-mitotic neurons results in impaired axonal and dendritic pruning, as well as abnormal larval locomotion^59^. Similarly, in humans, mutations in cohesin or cohesin-associated genes have been implicated in cohesinopathies, a group of neurodevelopmental disorders^60^. The most well-known of these conditions is Cornelia de Lange syndrome (CdLS), associated with mutations in cohesin subunit NIPBL or other SMC complex subunits^61,62^.

In nematodes, cleavage of COH-1 and subsequent loss of cohesin^COH-1^ produced a spectrum of behavioral phenotypes (Figs. 6, and S14). Notably, in the absence of food, the animals exhibited altered foraging behavior, displaying sluggish movement instead of active foraging (Fig. 6). This finding is reminiscent of genetic screens in nematodes that identified mutations in the *mau-2* gene (MAternally affected Uncoordination (*mau*)). *mau-2* mutants display defects in axon guidance leading to behavioral phenotypes^63^, and the gene gave its name to the mice and human Scc4/MAU2 gene necessary for cohesin function. Our study strongly suggests that the observed *mau-2* phenotypes in nematodes are a consequence of cohesin^COH-1^ malfunction in neurons. Similarly, the global dysregulation of genes observed in human CdLS patients further supports the connection to cohesinopathies^64^. Comparison of genes modulated in post-mortem brain neurons of CdLS patients with transcripts modulated upon cohesin^COH-1^ cleavage in nematodes using gene set enrichment analysis, revealed a significant overlap for upregulated genes between the two species (Fig. S15; ref. ^64^). The nematode orthologs of genes upregulated in CdLS were significantly enriched among genes upregulated upon COH-1 cleavage (Fig. S15c), whereas the orthologs of downregulated transcripts in CdLS patients did not display the same pattern (Fig. S15b). Collectively, these similarities strongly indicate that cohesin plays a role in regulating gene expression levels in neurons, most likely through the formation of 3D insulating structures. Further comprehensive studies are required to systematically characterize dysregulated neuronal genes and assess neuronal function upon cohesin^COH-1^ cleavage in *C. elegans*.

In summary, our study provides compelling evidence establishing cohesin^COH-1^ as the key interphase cohesin in *C. elegans*, with a crucial involvement in neuronal function through the formation of insulating 3D structures at active enhancers. Leveraging the extensive repertoire of genetic tools available in nematodes, further exploration of cohesin^COH-1^ holds great promise as a genetically tractable model for investigating human cohesinopathies.

## Methods

### General worm growth and collection

A large unsynchronized worm population of the genotype of interest was grown on four 140 mm peptone-rich plates for about 3 days to get gravid adults. The worms were bleached, and the eggs hatched overnight in the M9 buffer without food. The synchronized L1s were plated on four 140 mm NGM plates (80,000–100,000 worms per plate) and left to grow at 22 °C for 24 h. For specific conditions requiring TEV expression, synchronized L1 animals were left on NGM food for 3 h, before heat-shocking them at 34 °C for 30 min. After 19 h, the L3s were washed from the plates using M9 and did a couple of washes to remove bacteria before proceeding with downstream experiments. For the genomic DNA experiments, the L3s were resuspended in 20 ml of ice-cold M9 and 20 ml of ice-cold 60% sucrose, shaken vigorously, and gently layered 4 ml of ice-cold M9 on top. 30 ml of the supernatant (on top of the sucrose), now containing floating worms, is aspirated and distributed into 50 ml Falcon tubes that were subsequently filled to 50 ml with ice-cold M9. Spun at 200 g for 1 min at room temperature, discarded the liquid, and washed the worms with ice-cold M9 and once with room-temperature M9. The worms were left at room temperature for 25 min for the remaining bacteria in the worms’ gut to get digested, washed once with M9, and removed liquid before proceeding to DNA isolation. For Hi-C, RNA-seq and behavioral data presented here (Figs. 1, 2, 3f, 4, 5, and 6), we used heat-shocked animals expressing the TEV protease in the absence of TEV cleavage site as controls (labeled TEV control).

### RNA-seq

RNA sequencing libraries were made by Novogene before sequencing using Illumina NovaSeq (paired-end (PE), 150 bp read length). Reads were aligned to the WS285 transcriptome with Salmon (v.1.9.0) in quant mode with the flags --validateMappings --seqBias --gcBias. Counts per gene were compared with DESeq2 (v1.36.0). GO term enrichment was performed using command line versions of the Wormbase TEA tool^29^ and WormCat^65^. The COH-1^cs^ RNAseq data were taken from ref. ^9^ but reanalyzed on its own comparing just the COH-1^cs^ (PMW828) strain to the TEV-only control strain (PMW366), aligned to the WS285 transcriptome and pre-filtered before DESeq2 analysis to only include samples with at least 10 reads in half the samples. The different pipeline yielded slightly different results tables, but correlation of the shrunken log2 fold change was 0.97. Of a total 9180 genes left after filtering out genes that oscillate during development^66,67^, 895 were significantly upregulated and 993 downregulated (adj*P*<0.05), but as noted previously^9^, most of the log2 fold changes were extremely small, with only 98 genes having a LFC > 0.5 and 52 genes with a LFC < −0.5. Transcript level quantification was carried out by mapping reads to transcripts using Salmon as described above, but adding 100 bootstrap samples. The counts were converted to hd5 format with Wasabi (version 1.0.1), and differential expression was carried out with Sleuth (version 0.30.1), filtering out low count transcripts with the default basic_filter, and also removing transcripts from oscillating and non-protein-coding genes by their ids. Scripts used for mapping the RNAseq data can be found at https://github.com/CellFateNucOrg/Bolaji_Luthi_RNAseq/releases/tag/v1.0 [10.5281/zenodo.17582094] and scripts used to produce some of the plots for this paper can be found at https://github.com/CellFateNucOrg/Luthi_etal/releases/tag/v1.0 [10.5281/zenodo.17582103].

### Nuclei Isolation

400,000 L3s worms were washed with cold nuclear isolation buffer (NIB) (250 mM sucrose, 10 mM Tris-HCl (pH 7.9), 10 mM MgCl_2_, 1 mM EGTA, 0.25% NP-40, 1 mM DTT, and protease inhibitors). Spun for 1 min in a microcentrifuge, discarded the supernatant, and then snap-freeze the reaction tube in liquid nitrogen. The frozen worm pellet was squeezed into a pre-chilled mortar, placed in a ceramic bowl, put the pestle in it, and hit five times with a hammer. Removed the pestle and ground it into powder form with an electric drill. The powder was scraped from the mortar into a new tube. An equal volume of NIB was added to the powder, and the fully thawed mixture was transferred into a Kontes™ 2 ml glass dounce on ice and centrifuged at 4 °C. Dounced the ground-up worms ten times with the “loose” pestle, then ten times with the “tight” pestle, after which it was transferred to a 1.5 ml Eppendorf tube and centrifuged for 5  min at 100 × *g* in a microcentrifuge. The supernatant was transferred to a new Eppendorf tube, making sure not to take up any worm debris. Added an equal volume of NIB again and repeated the douncing and spinning four more times till all nuclei were collected. The nuclei are then counted using a hemocytometer and fluorescent microscope.

### bTMP-Seq

bTMP was synthesized as described^26^ and supplied by Nick Gilbert’s research group. Washed nuclei with wash buffer (WB) (10 mM Tris (pH 7.4), 10 mM NaCl, 3 mM MgCl_2,_ and 0.1 mM EDTA) to remove leftover NIB. Centrifuged for 5 min at 845 × *g* at 4 °C in a microcentrifuge and discarded the supernatant. Making sure to work with 10 million nuclei per 200 µl volume wash buffer, added 4 µl of 30 mg/ml stock solution of bTMP (i.e., 600 µg/ml final concentration) to the sample. The reaction mixture was incubated in the dark at room temperature for 30 min in an Eppendorf tube on a rotator. Transferred the sample into a 96-well plate to increase the surface area and crosslinked for 10 min (8000 energy). Transferred nuclei to a 1.5 ml Eppendorf tube and spun down at 845 × *g* at 4 °C in a microcentrifuge for 5 min. The supernatant was discarded, and the volume was made up to 600 µl with WB and incubated with 200 µg/ml proteinase K (12 µl of 20 mg/ml stock) at 55 °C for 16 h (overnight). DNA was purified by phenol:chloroform extraction and isopropanol precipitation as follows: Added an equal volume of phenol:chloroform to the sample and transferred it to a 2 ml PLG tube and mixed thoroughly by inversion for 1 min. Spun in a microcentrifuge at room temperature to separate the phases at maximum speed and transferred the top aqueous phase to a new 1.5 ml Eppendorf tube. The phenol:chloroform extraction was repeated once. Added 0.6 volumes of 2-Propanol, mixed by inverting the tube once, and spun at maximum speed for 30 min at room temperature in a microcentrifuge. All the 2-Propanol was discarded by decanting, washed the pellet twice with freshly prepared 70% ethanol, and spun for 1 min at room temperature at maximum speed between the washes. After the last wash, removed all traces of ethanol by inverting the tube and allowed to dry for ~10 min. DNA was resuspended in 41 µl 1× TE buffer (10 mM Tris (pH7.4), 1 mM EDTA) and quantified by QuantiFluor® dsDNA System (Promega). The DNA (1−2 µg DNA / 100 µl volume) was fragmented into ~400 bp fragments using the Bioruptor® sonication system (diagenode) at 30 s ON and 90 s OFF at low power setting for 12 min. For the immunoprecipitation (IP), 20 ng of the DNA sample was collected as input and stored at −20 °C. The rest of the sample was made up to 1 ml with 1× TE buffer. In a 1.5 ml Eppendorf, 1 ml 1× TE buffer and 50 µl avidin conjugated to magnetic beads (Dynabeads™ MyOne™ Streptavidin C1) were added. The mix was rotated at room temperature for 5 min and separated from the beads from the wash on a magnetic stand, after which the clear liquid was discarded; this wash step was repeated twice with 1× TE buffer. Added the 1 ml DNA sample to the washed beads and rotated overnight at 4 °C. Placed the reaction tube on a magnetic stand and removed and discarded the clear liquid. Washed the DNA-bound beads with 1 ml of TSE I (20 mM Tris-HCl pH 8.1, 2 mM EDTA, 150 mM NaCl, 1% Triton X-100, and 0.1% SDS) and mixed by rotating at room temperature for 5 min, separated the beads from the wash on a magnetic stand after which the clear liquid was discarded. Subsequent washes were done with TSE II (20 mM Tris-HCl pH 8.1, 2 mM EDTA, 500 mM NaCl, 1% Triton X-100, and 0.1% SDS), TSE III (20 mM Tris, pH 8.1, 0.25 M LiCl, 1 mM EDTA, 1% NP-40 and 1% deoxycholate (DOC)) and 1× TE buffer as done for TSE I. The IP DNA was eluted by adding a 50 µl elution mix (10 mM EDTA and 95% formamide) and heated at 95 °C for 10 min, vortexing the sample every 2 to 3 min. Placed the reaction tube on a magnetic stand and transferred the clear elute to a new 1.5 Eppendorf tube. Added 150 µl Milli-Q water to make up to 200 µl and purified the DNA according to the SPRIselect User Guide for SPRI-based size selection. 20 µl of Milli-Q water preheated to 70 °C was used for the final DNA elution, and transferred the elute to a new tube and quantified the DNA by Qubit. The Illumina library was then made according to the NEBNext® Ultra™ II DNA library Prep kit for illumina® instruction manual and followed the standard protocol. The libraries were then sequenced at the Next Generation Sequencing platform of the University of Bern on Illumina NovaSeq 6000 (single end (SE) 50 bp read length). The sequence data can be found at the European Nucleotide Archive under accession PRJEB102574 (ERP183965).

### bTMP-seq data analysis

The data generated were preprocessed as follows: Adapter was trimmed using Trim Galore! Version 0.6.6, after which the reads were aligned to the *C. elegans* reference genome version ce11 using Burrows-Wheeler Aligner version 0.7.17. The aligned reads were then sorted based on their genomic coordinates using Samtools version 1.8. Sequencing duplicate reads were removed using Picard version 2.21.8, after which blacklisted genes regions and multi-mapping reads were removed using Samtools. For each control and treatment replicates per experiment, the reads were subsampled to the lowest number of reads (≥5 million reads), after which the read length was elongated to fragment length by extending reads to 200 bp from the start. The coverage was normalized to the number of million reads (RPM) by adding mean coverage. The IP data was then normalized to input data using the ratio operation in deepTools version 3.5.1. Next, the input normalized data were normalized to input normalized genomic DNA data using the subtract operation in deepTools. To make a direct comparison across all experiments, the data were Z-Score normalized using a custom R script (R version 3.6.1). Replicates were averaged using WiggleTools version 1.2.2. The profile plots were then made using deepTools.

### Public datasets analysis (ChIP-seq, ATAC-seq, enhancer types)

All normalized publicly available ChIP-seq and ChIP-chip data sets were lifted to the *C. elegans* reference genome version ce11, after which the replicates were averaged, and profiles were plotted using deepTools. For the segmentation of enhancer types from Jänes et al., 2018 into active or repressed enhancers and H3K27me3-enriched regions, we used the ChromHMM chromatin states from Daugherty et al. 2017.

### Hi-C analysis

Data from refs. ^24,49^ was processed using HiC-Pro at 2 kb resolution and converted into balanced cool and mcool formats using cooler^68^. Hi-C data pileups and corresponding figures were created using the ARA function of GENOVA in R^69^. To account for the difference in resolution between Hi-C data (2 kb) and enhancer/TSS/HOT sites mappings (1 bp), the genome was tiled into 2 kb bins. Enhancer locations with their annotation (active/repressed/H3K27me3-covered) were taken from refs. ^6,7^, lifted to ce11 and mapped to 2 kb bins. Consecutive or overlapping bins of the same type were merged before performing pileups. The overlap between non-identical type enhancers was minimal, with only 8, 98 and 34 active/H3K27me3-covered, active/repressed and repressed/H3K27me3-covered bins, respectively, out of 2130, 1586 and 1483 active, H3K27me3-covered and repressed bins, respectively. The same approach was taken for the ref. ^6^ enhancer list, except that the enhancer type was determined by mapping the enhancer locations to the ChromHMM chromatin states from ref. ^23^. To calculate an expected value for the average contact frequency maps, the pileups were calculated with a shift of 20,000 kb (10 bins) compared to the bin of interest containing the enhancer, and removal of the first and last percentile (0.01–0.99) of the observed/expected ratio values. Pileups were displayed using the “visualize” function of GENOVA. For genome-wide Hi-C data, contact maps were loaded onto HiGlass for data exploration and ratio map creation^70^.

### Hi-C fragment analysis of enhancer promoter contacts

Hi-C fragment pairs that were no more than 30 kb apart were extracted from the allValidPairs files produced by the HiC-Pro pipeline. Only fragments that overlapped enhancers or promoters (TSS+ -100bp) were retained and counted. GenomicRanges were constructed from HiC fragments that overlapped each set of enhancers and promoters. If enhancers or promoters overlapped more than one HiC fragment they were expanded to include neighboring HiC fragments. A Bioconductor GenomicInteractions object was created with fragment pairs overlapping the constructed GenomicRanges for enhancers and their 10 closest promoters. Counts were normalized by the Hi-C library sizes, and the ratio of COH-1 cleavage / TEV only control counts was calculated. Gene-level RNAseq log2FoldChange values were assigned to all TSSs of that gene, as transcript level estimates were not always well defined. For plotting, only enhancer-promoter pairs that had >10 counts in both the TEV control and COH-1 cleavage conditions were considered. Custom scripts are available at https://github.com/CellFateNucOrg/Luthi_etal/tree/main/fragmentMapping [10.5281/zenodo.17582094].

### Inferring fountain positions, lengths and asymmetries

We base our fountain detection algorithm on a standard method used in computer vision: a mask representing an idealized version of the object or motif to detect inside an image is locally convoluted to the image. To each pixel of the image a score of object localization is assigned and maxima or peak detection algorithm is then applied to find the pixels where the motifs are localized. In the context of fountain detection, the image is a Hi-C related matrix and the mask is representing a fountain.

More concretely, to focus on cohesin-dependent fountains (i.e., to exclude other motifs that may generate false positive detection and to detect fountains that may be hindered inside other strong cohesin-independent motifs), we used the matrix *M* of log10 ratio between the TEV control and cohesin^COH-1^-cleaved Hi-C maps as an input image (Fig. 2F). Based on a simple polymer model of loop extrusion, we defined an idealized fountain mask *F(α*_*-*_*,α*_*+*_*)* where *α*_*-*_ and *α*_*+*_ are related to the left and right extrusion speeds respectively and control the extent and asymmetry of the fountain (Fig. S3). First, we considered a symmetric mask *α*_*-*_ = *α*_*+*_ = *α*_*0*_ and chose *α*_*0*_ = 0.35 to have a similar fountain size than those observed around enhancers (Fig. 1). This would correspond to an average extrusion speed of ~4.6/T kbp/min, with T the average residence time in minutes of extruding cohesins on chromatin. We then compute for each position *i* along the genome the element-wise product matrix *fm(i)* between *F(α*_*0*_*,α*_*0*_*)* and *M* centered around *i*. We define the fountain score *S(i)* as the mean value of the *fm(i)* elements (Fig. S1a–c). We used the *find_peak* function of python package *scipy* to detect the peaks in the *S(i)* profile and compute their prominence *P(i)*. These peaks represent putative fountain positions. To select statistically significant peaks, we generate a null model for each chromosome by computing several random matrices by randomly shuffling the subdiagonals of the original matrix *M*. By repeating the fountain score and peak detection operations on these matrices, we obtain a list of ‘random’ prominences as an empirical null model. Peaks obtained from *M* with a prominence *P(i)* larger corresponding to a *p*-value of the null model lower than 0.05 were then selected as significant. To detect for possible asymmetry in fountain shapes that may alter the inference of the exact fountain position, we finally scanned around the approximated fountain position for the presence of asymmetric fountains by computing fountain scores for various asymmetric binarized masks *F(α*_*-*_*, 2α*_*0*_ *- α*_*-*_*)* with *α*_*-*_ ∊ [0.05:0.05:2α_0_ - 0.05] ranging from left- to right-handed shapes (Fig. S3). From this, we estimate an asymmetry score (∊ [-1,1]) representing the degree of asymmetry of the fountain (<0: left-handed fountain corresponding to faster extrusion upstream of the fountain tip (5′ side of the tip), >0: right-handed fountain corresponding to faster extrusion downstream of the fountain tip (3′ side of the tip), Figs. 2H, and S1). For example, the first and fifth quintiles of asymmetry score (Fig. 2H) have a median score of ~±0.4, respectively, corresponding to a difference in extrusion speed of ~2/T kbp/min between the upstream and downstream regions around the fountain origin. To estimate the length of each fountain, we consider the average value <*M*(*d*)> of the log-ratio matrix in a band of width *w* and size *d* perpendicular to the main diagonal and centered around the fountain origin. The fountain length *l* is then defined as (*2d*_*opt*_ + *1)x2 kb* with *d*_*opt*_ the size *d* for which the difference between <*M*(*d*)> and the average value of M at distances larger than *d* is maximal (Fig. S1). Note that similar mask-based strategies are also employed by other Hi-C-motif-detection methods such as ChromoSight^71^ or fontanka^15^. Results from our method and those obtained with fontanka are very consistent (Fig. S1d–f). All the details about mask definition, computation of fountain and asymmetry scores as well as estimation of the null model are given in a python *jupyter* notebook given in Supplementary Data 1 and available at https://github.com/physical-biology-of-chromatin.

### Transcription inhibition experiments

Starting with 400,000 L3s in 10 ml M9 in a 50 ml falcon tube, added 200 µg/ml **α**-amanitin (Sigma-Aldrich) and OP50 that had been inactivated by heating at 65 °C for 30 min. As a control, incubated the same amount of worms and inactivated OP-50 in the same volume with an equal volume of Milli-Q water. The reaction mixtures were incubated, rotating at room temperature in the dark for 5 h. Spun the worms at 201 × *g* for 1 min; the liquid was discarded, then washed the worms once with M9 and spun down at 201 × *g* for 1 min. Resuspended the worms in 100 µl M9 with 200 µg/ml **α**-amanitin (for control, added Milli-Q water instead).

### Fluorescent imaging of nematodes

Bleach-synchronized L1s were grown on OP-50 for 3 h at 22 °C and then heat-shocked at 34 °C for 30 min to induce TEV expression and COH-1 cleavage. L3 animals were collected 19 h post induction and anesthetized using 200 µl of 0.25 M levamisole. Alternatively, worms were grown at 20 °C, heat shocked 3 h after seeding L1s, and L3s collected 24 h post induction. No difference in phenotype was observed between these two regimes. Worms were transferred on a 2% agarose pad and imaged with a Nikon Ti2 microscope equipped with a Yokogawa spinning disk at 25 °C. Z-stacks spaced by 0.3 µm covering 15 µm were acquired for GFP (488 nm), and the brightfield channel and maximum projections were merged in Fiji^72^.

To evaluate the ectopic expression of *skn-1a* in ASI cells, a custom script in python was used to perform a maximum intensity projection of the Z-stacks and determine the 0.5 and 99.5th quantiles of the GFP signal in each of the SKN-1::GFP images without any enhancer deletion. The average of these values was then used as lower and upper bounds of the signal for all the Z-projected images in the data set. Files were saved with randomly assigned anonymous names and scored blindly by two separate individuals (see scoring scheme in Fig. S11a). The average of the two scores for each worm was used. To quantitatively assess the SKN-1::GFP signal in ASI nuclei and cell-bodies proximal to the nucleus, the fluorescence signal was segmented using otsu thresholding. Segmented objects were size selected (min = 500, max = 6000) to remove fluorescence from gut granules or other objects. One image with more than 4 objects (expect to see 1-2 ASI from 1-2 worms) was removed due to excessive background signal. The quality of segmentation was confirmed by manual inspection. The binary segmentation was used to measure mean fluorescence of the ASI nuclei/cells.

### Microchambers preparation and growth analysis

Eggs from bleach synchronized parental culture were transferred into agarose-based arrayed 600 × 600 × 20 μm microchambers^37^, mounted onto a 3.5 cm gas permeable polymer dish (ibidi). Dishes were placed in a custom-made stage holder of a 22 °C temperature-controlled Nikon Ti2 epifluorescence microscope equipped with a Hamamatsu ORCA Flash 4 sCMOS camera. Images were acquired with a 10 × 0.45 NA objective every 10 min with 10 ms exposure time to minimize motion blur^73^, refocusing using Nikon’s NIS software autofocus. Three hours after the start of time lapse imaging, the dish holder was removed from the microscope and dishes were subjected to a 30 min heat shock at 34 °C to activate TEV expression. The dish holder was then mounted back onto the microscope and time lapse imaging restarted 75 min after dish removal. For the analysis, animals were selected which had hatched at least 150 min before heat-shock induction. Volume trajectories were determined using automated image analysis^73^ and manually curated for mistakes in molt annotation.

### Behavioral analysis

Behavioral analysis was conducted at 22 °C in young adult animals, as previously described^40^. Briefly, animals were synchronized and, except for N2 controls, submitted to a heat-shock to induce TEV expression as described above. Fed animals were maintained on 6-cm NGM plates with a lawn of OP50 bacteria. Food-deprived animals were deposited on unseeded NGM plates after 3 washes with distilled water. Several hours prior to experiments, plates were transferred into a custom-designed temperature- and vibration-controlled recording system. High resolution (2448 × 2048 pixels) 3-min movies of worm behavior (~50 animals/movie) were acquired with a DMK33UX250 camera (The Imaging Source), at 10 frames per second using IC Capture software (The Imaging Source). Movies were analyzed with the Tierpsy tracker (v1.4^38^; and we focused on a subset of 47 interpretable parameters, the choice of which was previously discussed^40^. PCA and hierarchical clustering were performed with Clustvis webtool by default SVDimpute algorithm^74^. Each condition and genotype were recorded on at least 3 separate days with multiple replicates per day.

### Comparative gene set enrichment analysis

Human-nematode orthologous genes were downloaded from Ortholist2^75^. Only orthologs that were detected by at least two programs were used in the analysis. A table of genes differentially expressed in CdLS neurons compared to control neurons^64^ was kindly provided by Matthias Merkenschlager. Genes were ranked by their Log2 fold change after COH-1 cleavage, and their ranks used to test for enrichment of worm orthologs of significantly up and downregulated genes (*p*adj<0.05) in CdLS patients using the fgsea package in R.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Movie 1

Supplementary Movie 2

Reporting Summary

Transparent Peer Review file

## Data Availability

The Hi-C and RNA-seq data generated in this study have been deposited in the GEO and ENA databases under accession code GSE199723 and PRJEB102574 (ERP183965). Processed Hi-C and bTMP data is available on Zenodo 10.5281/zenodo.17582193.

# Supplementary material for: Cohesin forms fountains at active enhancers in C. elegans
**Source:** Nat Commun. 2025 Dec 11;17:681. doi: 10.1038/s41467-025-67302-6
**Supplement:** Supplementary file 1 — Supplementary Information

## Supplementary information

# Supplementary tables

**Supplementary Table 1: *C. elegans* strains**

| Strain name | Genotype                                                                                                                                           |
|-------------|----------------------------------------------------------------------------------------------------------------------------------------------------|
| PMW366      | <i>ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbr-unc-119(+)] II; unc-119(ed3) III</i>                                                                  |
| PMW828      | <i>ubsSi20[hsp-16.2p::TEV] II; unc-119(?) III; coh-1(ubs26[1xFLAG TEVcs]) X</i>                                                                    |
| PMW836      | <i>scc-1(ubs19[1xFLAG TEVcs]) ubsSi20[hsp-16.2p::TEV] II; unc-119(?) III; wls54[scm::gfp] V</i>                                                    |
| PMW844      | <i>scc-1(ubs19[1xFLAG TEVcs]) ubsSi20[hsp-16.2p::TEV] II; unc-119(?) III; coh-1(ubs26[1xFLAG TEVcs]) X</i>                                         |
| PMW1116     | <i>coh-1(ubs26[TEVcs]) X; ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbunc-119] II; ujls113 II; skn-1(hq82([skn-1::gfp]) IV</i>                         |
| PMW1117     | <i>coh-1(ubs26[TEVcs]) X; ujls113 II; skn-1(hq82([skn-1::gfp]) IV</i>                                                                              |
| PMW1063     | <i>ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbunc-119]II; xeSi301[Peft-3::luc::gfp::unc-54 3'UTR, unc-119(+)]III; coh-1(ubs26[TEVcs])X</i>            |
| PMW1064     | <i>ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbunc-119]II; xeSi301[Peft-3::luc::gfp::unc-54 3'UTR, unc-119(+)]III</i>                                  |
| PMW1182     | <i>ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbunc-119] II; skn-1(hq82(skn-1::gfp)) ubs62(bec-1 enhancer long deletion) IV; coh-1(ubs26[TEVcs]) X.</i> |
| PMW1217     | <i>ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbunc-119] II; skn-1(hq82([skn-1::gfp]) nhr-46(ubs71[deletion]) IV; coh-1(ubs26[TEVcs]) X</i>             |

|         |                                                                                                                                                                       |
|---------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| PMW1218 | <i>ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbunc-119] II;</i><br><i>skn-1(hq82([skn-1::gfp]) clec-178(ubs72[deletion]) IV;</i><br><i>coh-1(ubs26[TEVcs]) X</i>          |
| PMW1219 | <i>ubsSi20[hsp-16.2p::TEV::unc-54 3'UTR; Cbunc-119] II;</i><br><i>skn-1(hq82([skn-1::gfp] ubs73[very large intron deletion]) IV ;</i><br><i>coh-1(ubs26[TEVcs]) X</i> |

All primers and guides were purchased from IDT.

**Supplementary Table 2: *skn-1* enhancer deletion location (ce11)**

| <b>Deletion</b> | <b>Chromosome number</b> | <b>Start</b> | <b>End</b> |
|-----------------|--------------------------|--------------|------------|
| ubs62 deletion  | chrIV                    | 5665244      | 5667587    |
| ubs71 deletion  | chrIV                    | 5747318      | 5766196    |
| ubs72 deletion  | chrIV                    | 5654185      | 5655138    |
| ubs73 deletion  | chrIV                    | 5655970      | 5659745    |

**Supplementary Table 3: Guide RNAs/primers used for deletion**

| Deletion       | Guide RNA 1              | Guide RNA 2              | Stitching primer                                                                                                         |
|----------------|--------------------------|--------------------------|--------------------------------------------------------------------------------------------------------------------------|
| ubs62 deletion | ttaaaaaatgtataacagca     | tAATCAATAAAACA<br>TTGTGG | ATGAATAACTAATGCACG<br>TCTCTTGTCTGTACCCTC<br>CTCAATTTGCACgCtgctgtt<br>atacatTTTTaattaaaaattaatgtc<br>aaaatatagaa          |
| ubs71 deletion | ttttGAAACGAAG<br>TCACAC  | ACTGGTTGTTTT<br>TATTACG  | tttAGGGCTATGTTGCAAA<br>CTTAGTTAGCTTGCCAAT<br>TTTATCGAAACCCCGTAA<br>TAAAAACAACCAGTTTT<br>CAAATTATGAAGAACAAG<br>ATAAT      |
| ubs72 deletion | tagacagggacgaact<br>cttt | aaccctgctgcagatact<br>gt | TGTACTTACGCAATAGGT<br>ATATTCCCTAAAGTAGGA<br>TAGGTTTTACTGTCAGAA<br>GCTTCG                                                 |
| ubs73 deletion | TTAACAGGGTG<br>GAAAAAGCA | TTCAAAGTAAATAT<br>GTTACG | AAACATTTTTTCTTATTTA<br>CACCCGGTTATAGATCAT<br>TTCTCAAAGACCGTGCT<br>TTTTCCACCCTGTTAATA<br>TTATTTTCGATATTCCCAA<br>AAATAATTC |

**Supplementary Table 4: Public datasets**

| <b>Data set</b>                           | <b>Larval stage</b> | <b>GEO Accession code</b> | <b>Reference</b> |
|-------------------------------------------|---------------------|---------------------------|------------------|
| RNAP II ChIP-seq                          | L3                  | GSE188851                 | 24               |
| TOP-1 ChIP-seq                            | L3                  | GSE188851                 | 24               |
| TOP-2 ChIP-seq                            | L3                  | GSE188851                 | 24               |
| COH-1 ChIP-seq                            | Young adult         | modENCODE project         | PMID 25164756    |
| cohesin <sup>COH-1</sup> cleavage Hi-C    | L3                  | GSE199723                 | 9                |
| Cohesin <sup>SCC-1</sup> cleavage Hi-C    | L3                  | GSE199723                 | 9                |
| TIR1 control Hi-C                         | L3                  | GSE188851                 | 24               |
| TOP-1 Hi-C                                | L3                  | GSE188851                 | 24               |
| TOP-2 Hi-C                                | L3                  | GSE188851                 | 24               |
| cohesin <sup>COH-1</sup> cleavage RNA-seq | L3                  | GSE199723                 | 9                |
| Cohesin <sup>SCC-1</sup> cleavage RNA-seq | L3                  | GSE199723                 | 9                |
| Enhancers                                 | L3                  | GSE114494                 | 6                |
| Enhancers                                 | L3                  | GSE89608                  | 7                |
| HOT regions                               | Late embryo         | GSE49870                  | 16               |

## Supplementary figures and legends

**a** Polymer-based symmetric mask

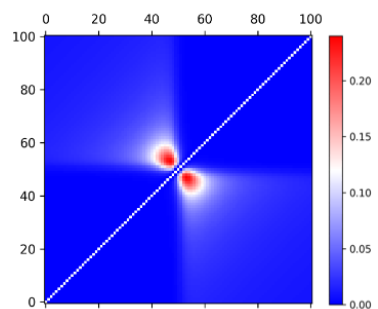

**b**

Log-ratio Hi-C map

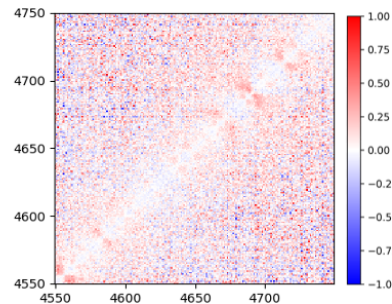

**c**

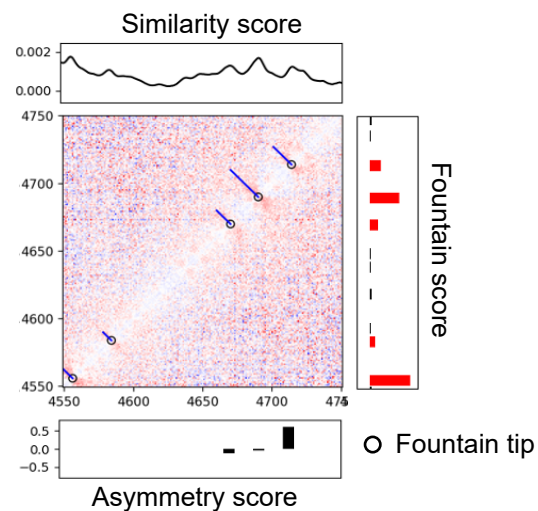

**d**

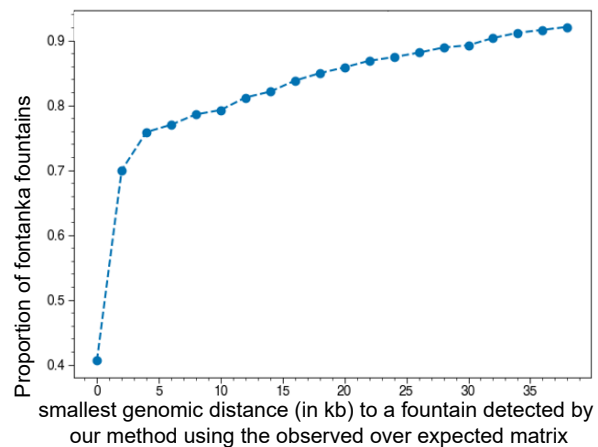

**e**

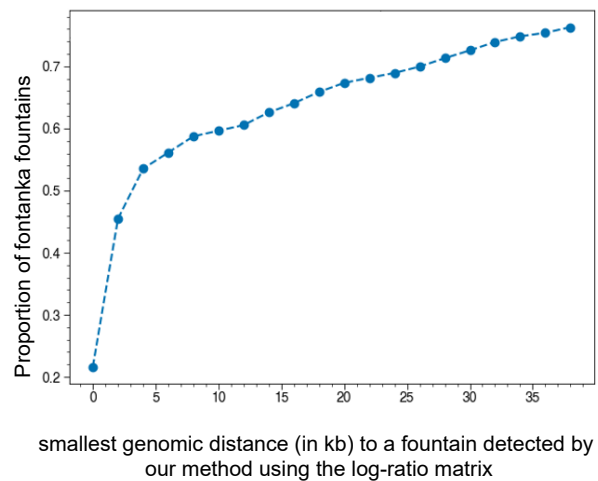

**f**

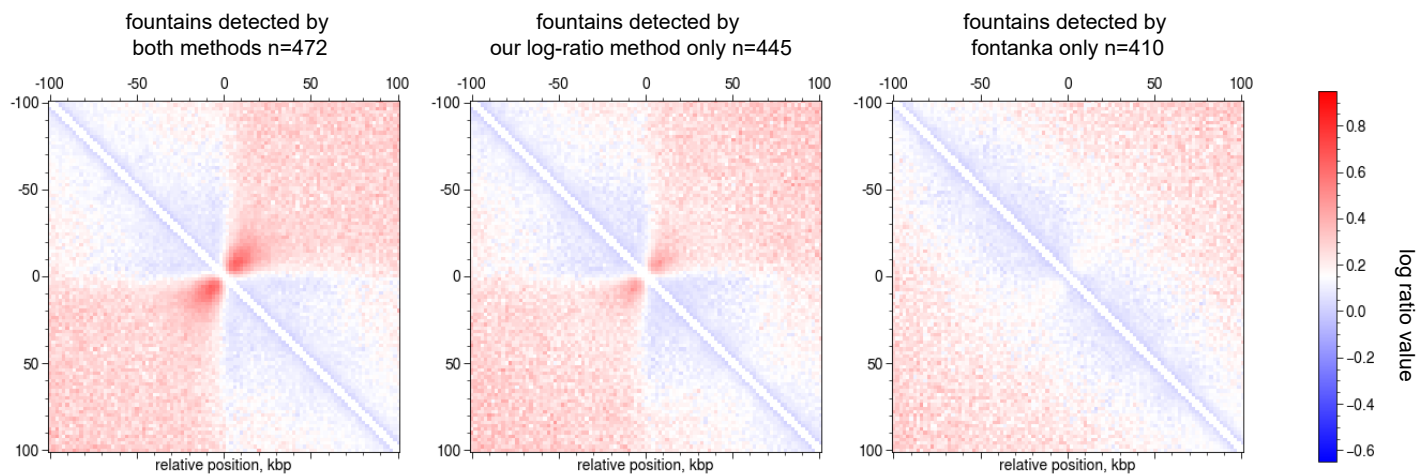

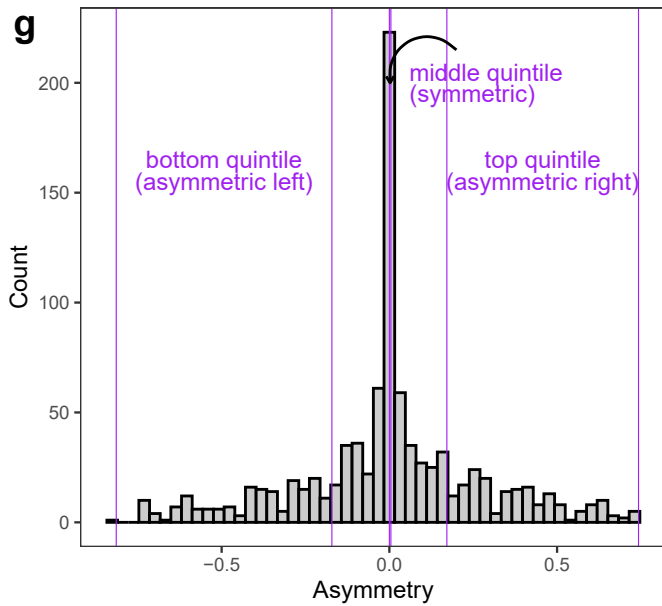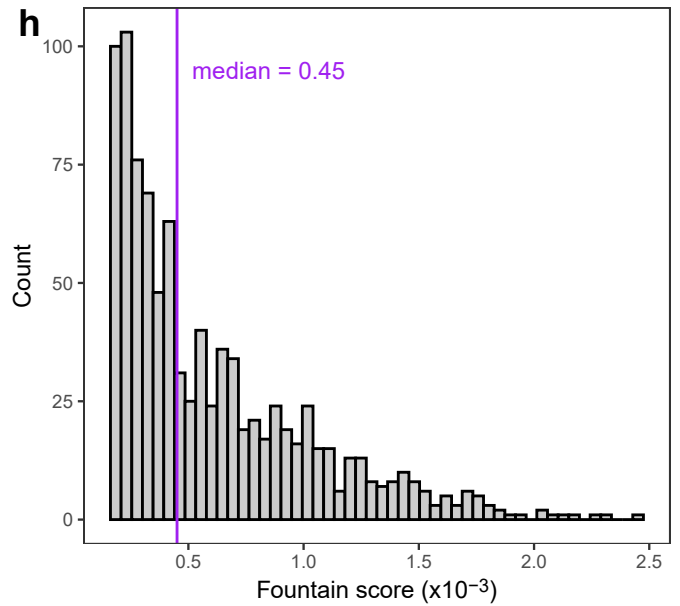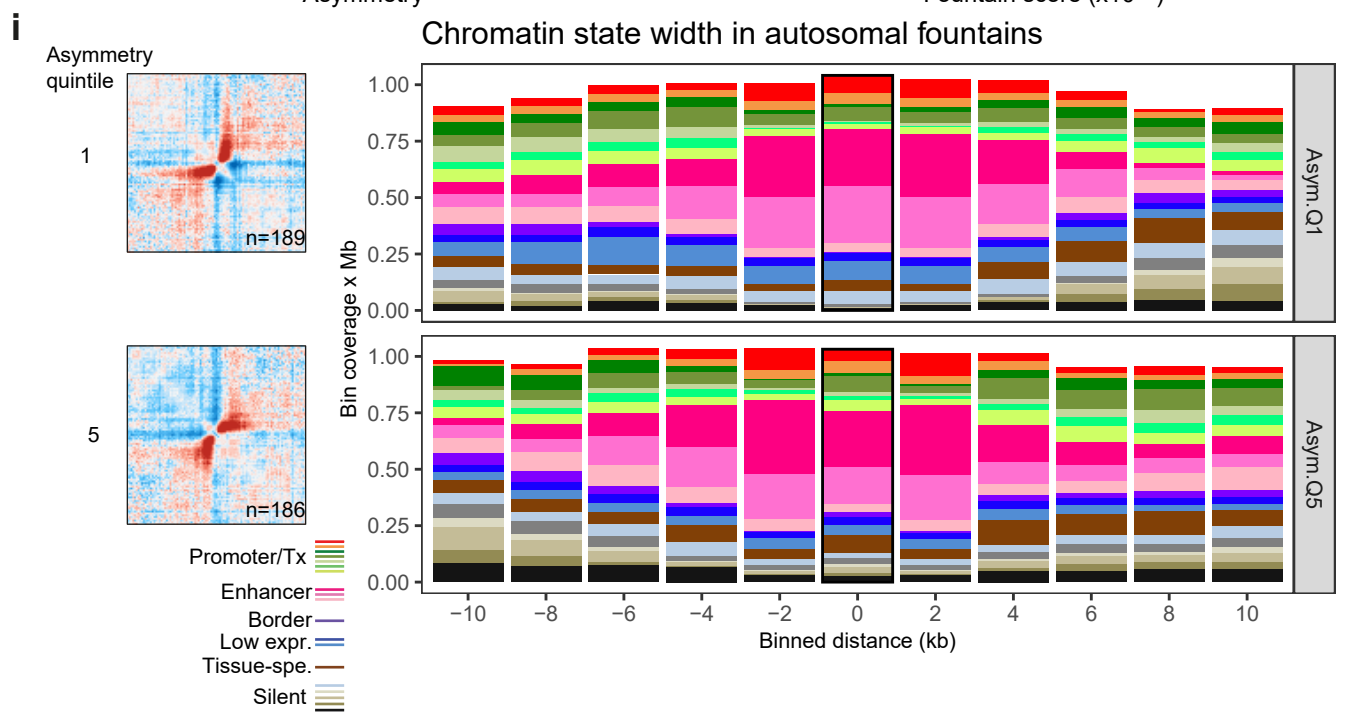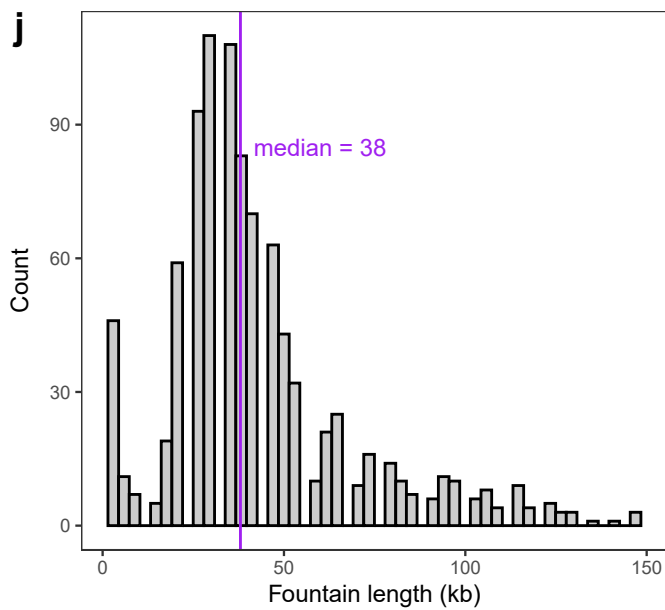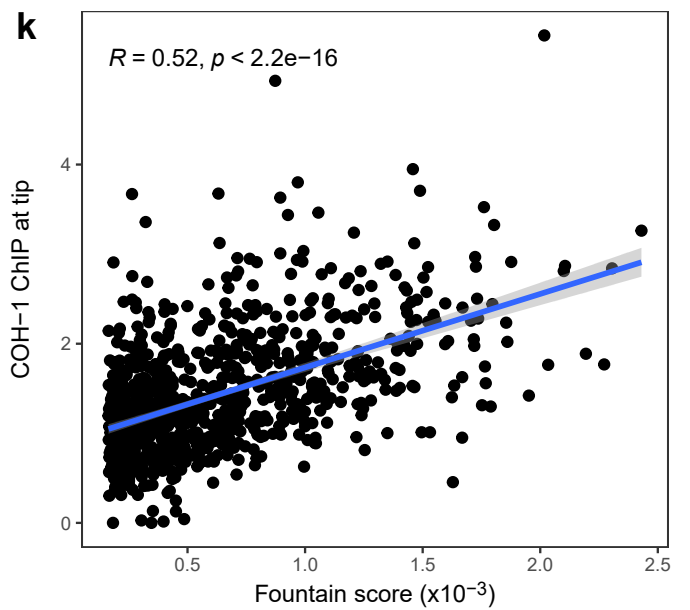

## Supplementary Figure 1

### Inferring fountain tip positions and asymmetries

**a.** A polymer-model-based mask of a symmetric fountain is convoluted along the diagonal of the **b.** log-ratio matrix (TEV control divided by cohesin-depleted) to compute a local fountain score. **c.** Maxima of the profile of fountain score (black line in top panel) along the genome with significant prominence (red bars in right panel) are assigned as fountain tips (black circles). Asymmetry in fountain shapes is measured using asymmetric binarized masks around the position of the fountain tip determined previously ( $<0$ : left-handed fountain,  $>0$ : right-handed fountain, top panel). Fountain lengths (blue segments) are estimated by considering the average value of the log-ratio matrix perpendicular to the main diagonal around fountain origin. **d.** Comparison between our fountain detection method and fontanka<sup>15</sup>. Fountains were detected using fontanka on the TEV control dataset using default parameters and the same symmetric polymer-model-based mask that we developed. Note that fontanka works on the observed-over-expected matrix of a single input Hi-C dataset and thus cannot be run over the log-ratio matrix (TEV control divided by cohesin<sup>COH-1</sup> cleavage) that we are using to detect fountains. To allow fair comparison with our method, we therefore applied our strategy on the observed-over-expected matrix of the TEV control dataset and compared the inferred positions of fountains. **d.** Percentage of fountains detected by fontanka that are closer than the distance on the x axis from a fountain detected by our method. About 75% of fontanka-detected fountains are also detected (genomic distance less than 5 kbp) by applying our approach to the observed-over-expected TEV control Hi-C map. **e.** Comparison of fontanka-inferred fountains on observed-over-expected TEV control Hi-C map with the positions of the fountains detected by applying our method to the log-ratio matrix (TEV control over cohesin<sup>COH-1</sup>-cleavage). About 55% of fontanka-detected fountains colocalized with log-ratio matrix-fountains. **f.** Average contact frequency maps of the log ratio matrix around fountains detected by both methods (left), only by our approach (center) and only by fontanka (right). Interestingly, fountains detected only by fontanka do not exhibit a clear signature over the log-ratio matrix (right) suggesting that they may represent cohesin-independent motifs, while fountains detected by our method only have a clear signature on the log-ratio matrix (center). **g.** Histogram of fountain asymmetry score. The score was divided into 5 equally sized groups with the lowest and highest quintiles corresponding to asymmetric fountains oriented left and right respectively, and the central quintile (values all around 0) representing symmetric fountains. **h.** Histogram of the fountain prominence score with the median score marked in purple. **i.** Fountain asymmetry is associated with asymmetric enhancer states. Fountain asymmetry scores were divided into five equally sized bins as in g. Left panel: average contact frequency maps in regions around

asymmetric fountains from the first and fifth quintiles. Right panel: width in bp of each chromatin states in fountain regions from the highest and lowest asymmetry quintiles (up to 10 kb upstream and downstream of fountain tips. **j.** Histogram of fountains length in kb with the median length marked in purple. **k.** Pearson correlation of the fountain prominence score with the COH-1 ChIP-seq signal measured at the 2 kb fountain tip bin.

Lüthi et al., Figure S2

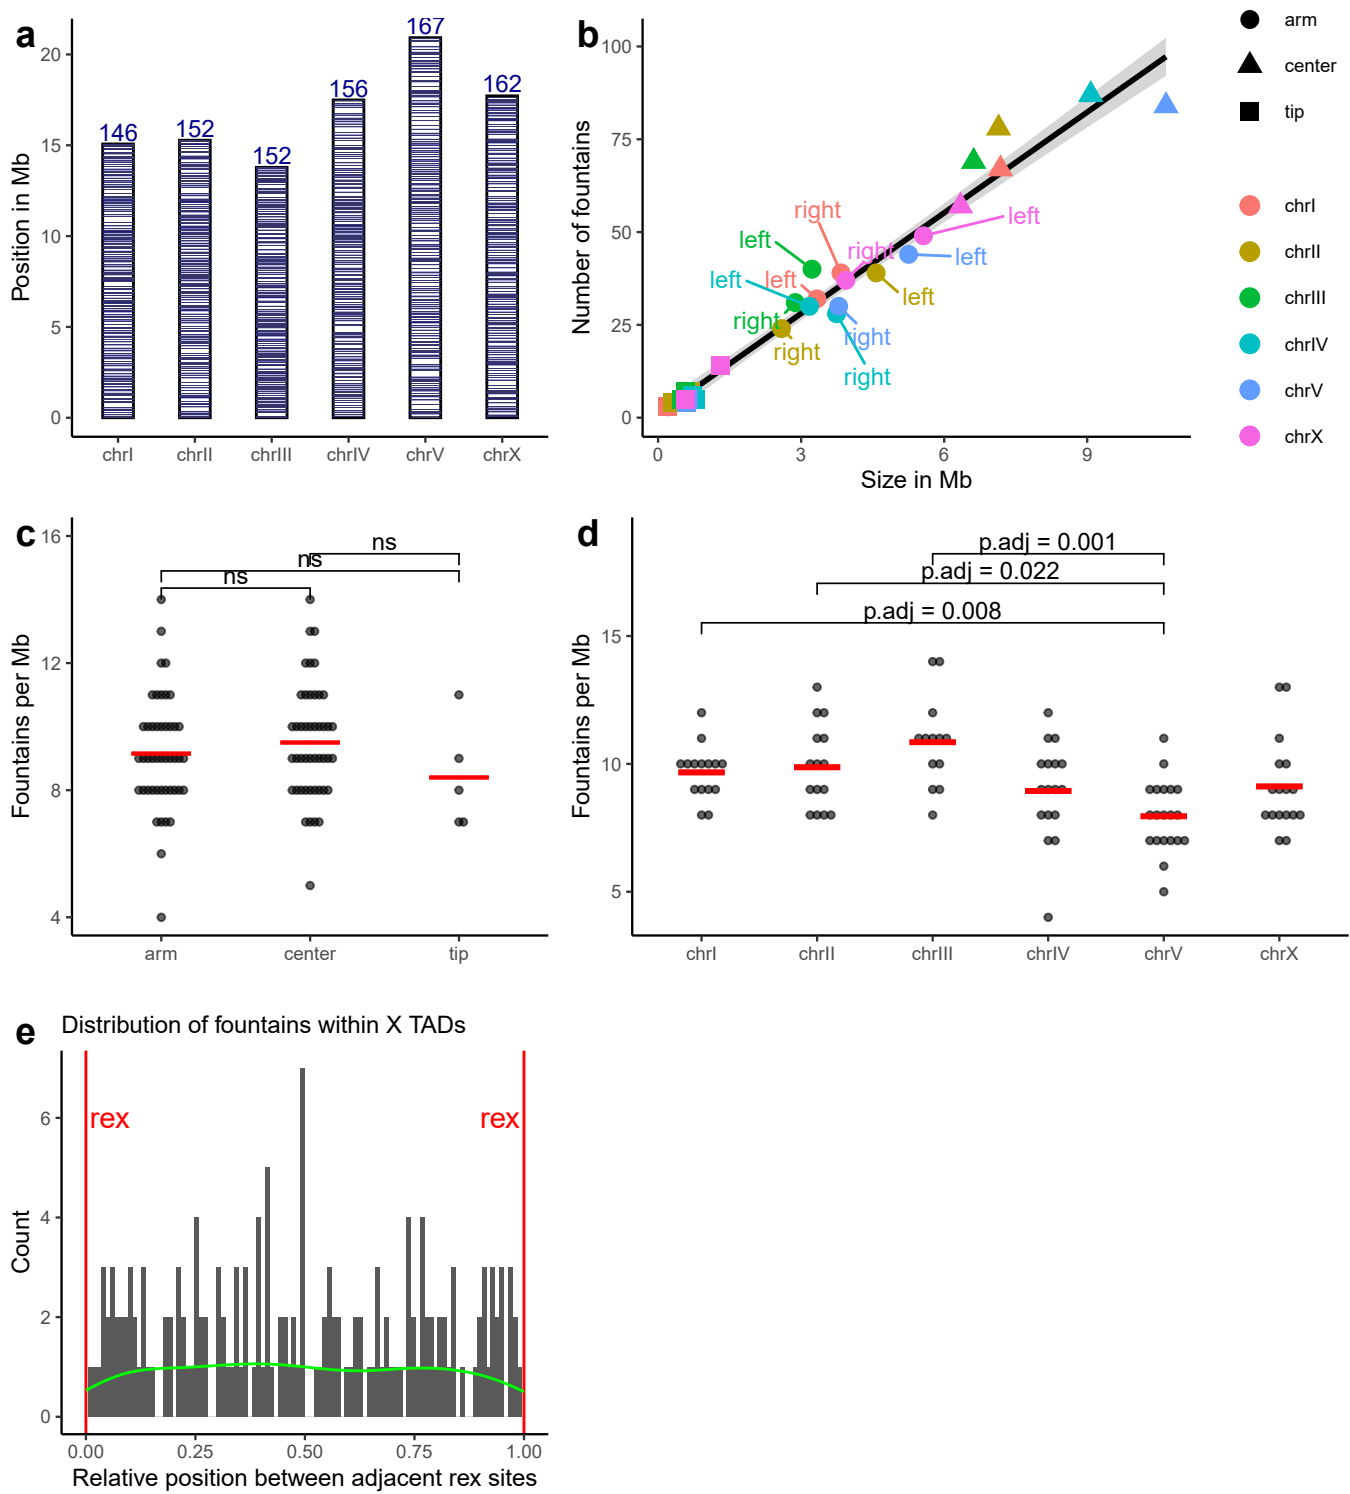

**Supplementary Figure 2. Analysis of the genome-wide distribution of identified fountains.**

**a.** Location of all the fountains plotted as horizontal blue lines (with transparency) on the chromosomes to provide a visual representation of their distribution. The total number of fountains per chromosome is indicated above the bars **b.** The number of fountains identified per chromosomal region (see PMID19283065) as a function of the region length. A fitted linear regression line is shown in black. **c. d.** Fountains per 1Mb bin plotted by region type or by chromosome. The mean number of fountains per Mb per group is shown with horizontal red lines. A two sided Wilcoxon rank sum test was used to compare the groups. For clarity, only statistically significant comparisons are indicated with their FDR adjusted p-values in d, while in c the differences were all non-significant (ns). **e.** Histogram of relative position of fountains in-between adjacent *rex* sites (red) shown in gray and their density as a green line.

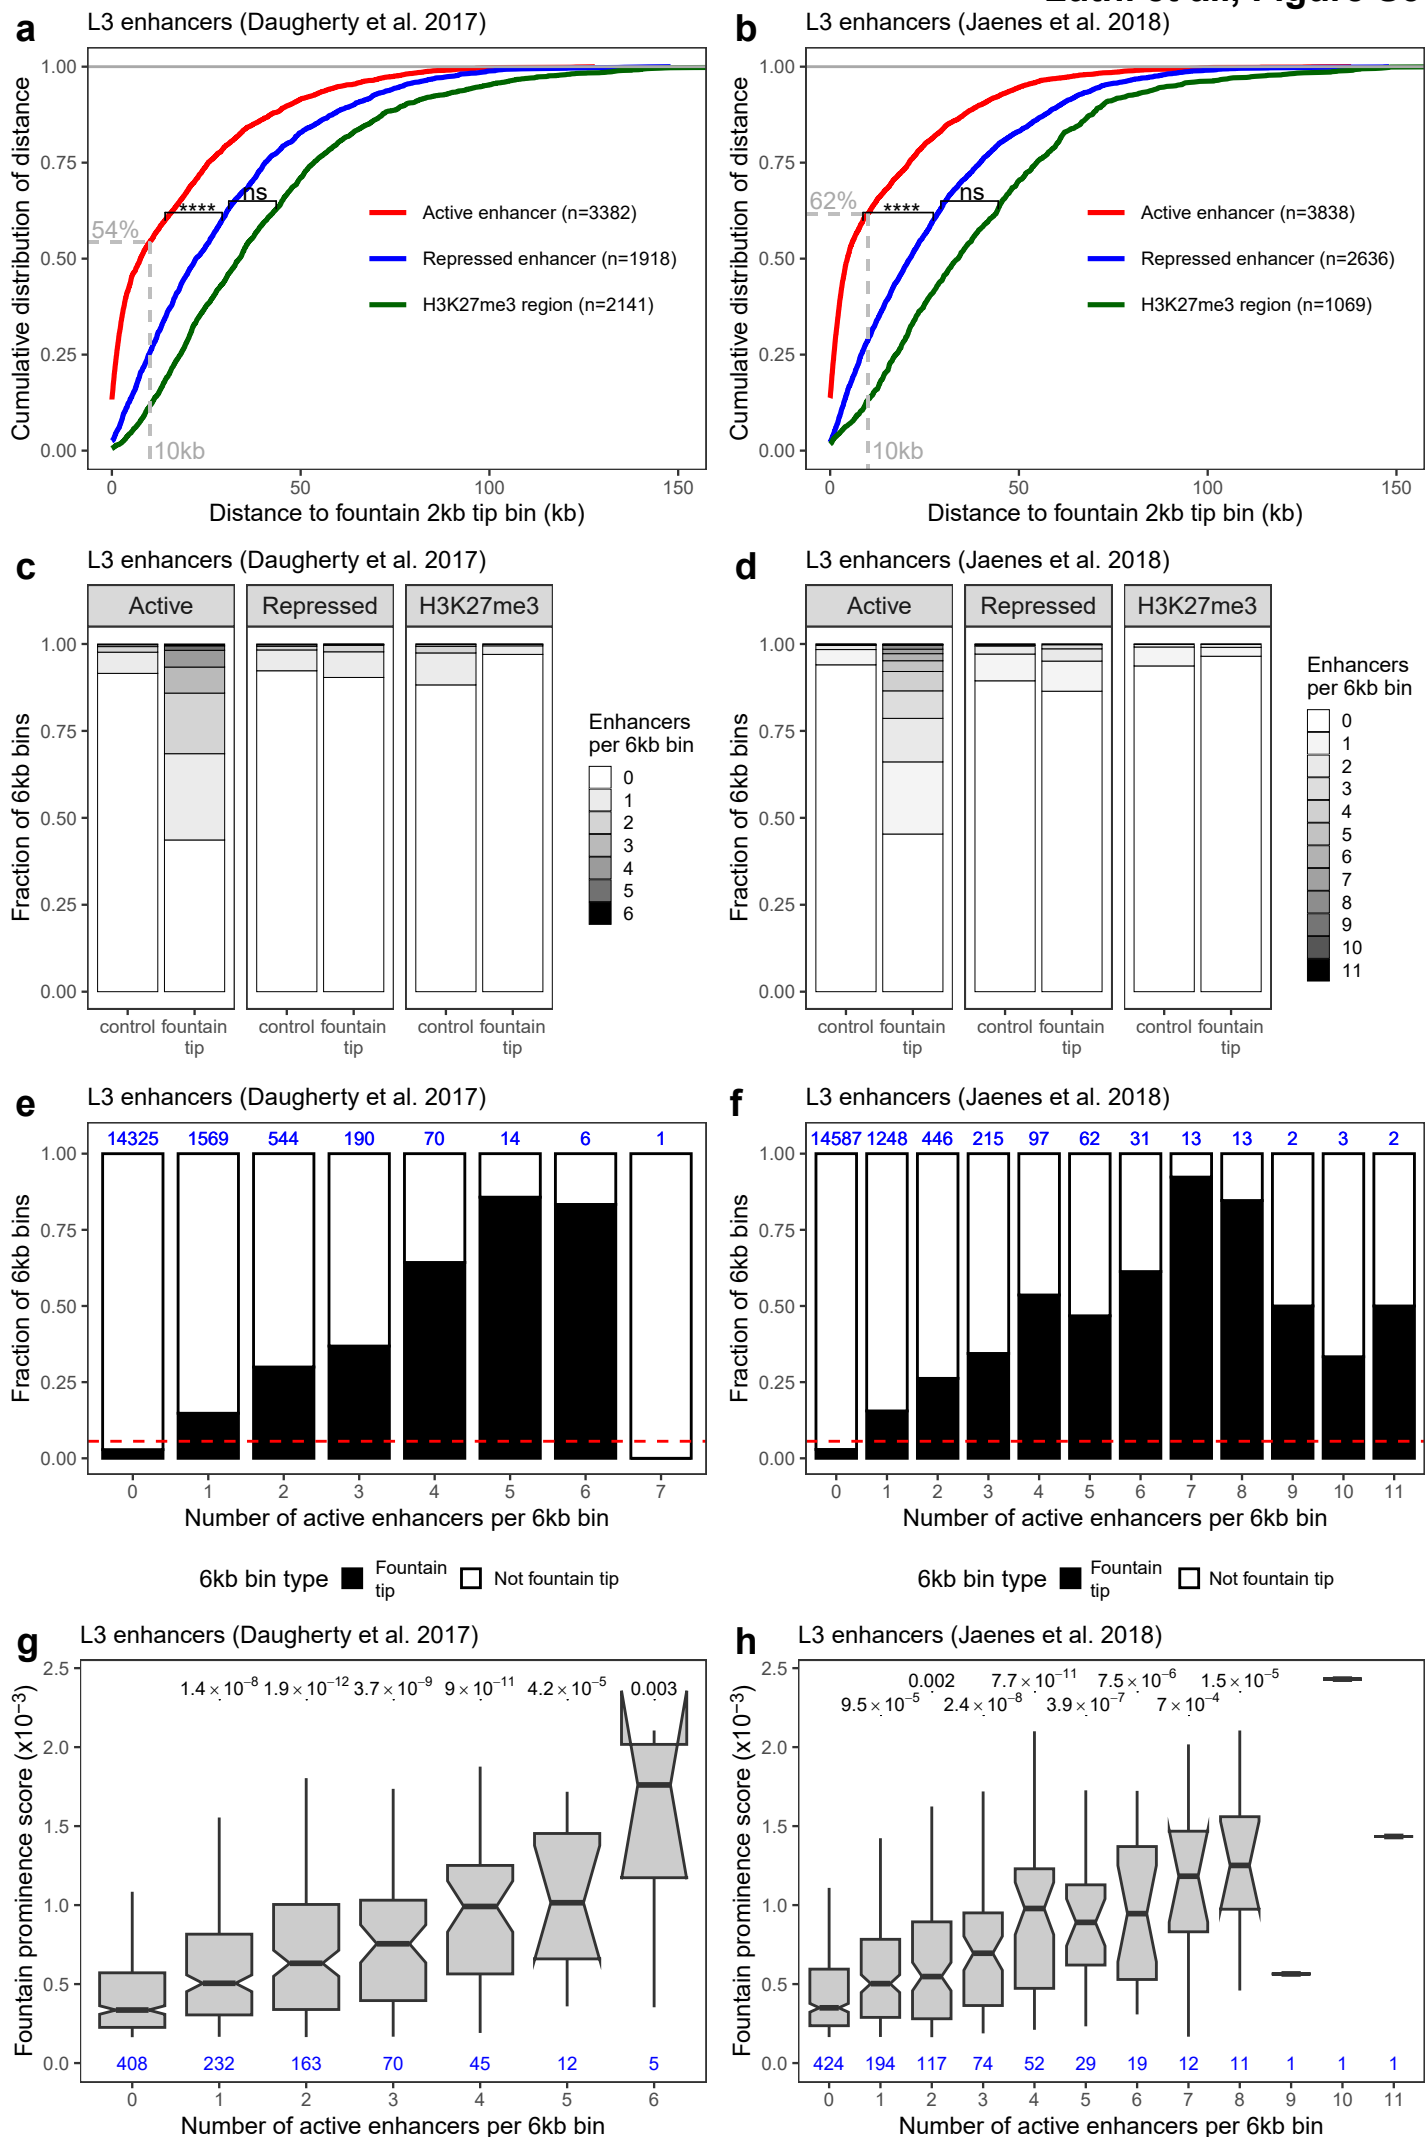

### Supplementary Figure 3

#### Enhancer location and clustering at fountain tips

**a,b.** Cumulative distribution of the distance of enhancers from the 2 kb fountain tip bin for the different types of enhancers. The percentage of enhancers found within 10 kb of the fountain tip is shown in gray. A one-sided Kolmogorov-Smirnov test was used to compare the curves (\*\*\*\* p value < 0.0001, ns: not significant). **c,d.** Fountain tip bins were resized to 6 kb to include the neighboring bins and the number of enhancers of each type that overlapped these bins was counted. Six kilobase regions located midway between neighboring fountains were used as controls (Fig. 4c). **e,f.** Fountain tips are enriched for clustered active enhancers. The entire genome was divided into 6 kb bins and the number of active enhancers in each bin was counted. The number of 6 kb fountain tip bins containing a given number of active enhancers is shown as a fraction of all genomic 6 kb regions with the indicated number of enhancers (x axis). The total number of genomic 6 kb bins with a given number of enhancers is shown in blue on top. The red line depicts the ratio between the total number of fountain 6 kb bins and the total number of genomic 6kb bins. **g,h** Boxplots of the fountain prominence score of fountain-tip 6kb bins according to the number of enhancers present in that bin. FDR adjusted p-values from a two sided Wilcoxon rank sum test comparing each group to the fountains bins without any enhancers, are shown above the boxplots. **a,c,e,g** plots are for ref. <sup>7</sup> L3 enhancers and **b,d,f,h** plots are for ref. <sup>6</sup> L3 enhancers where the enhancer type was determined by finding the longest overlap with ChromHMM states from ref. <sup>7</sup>.

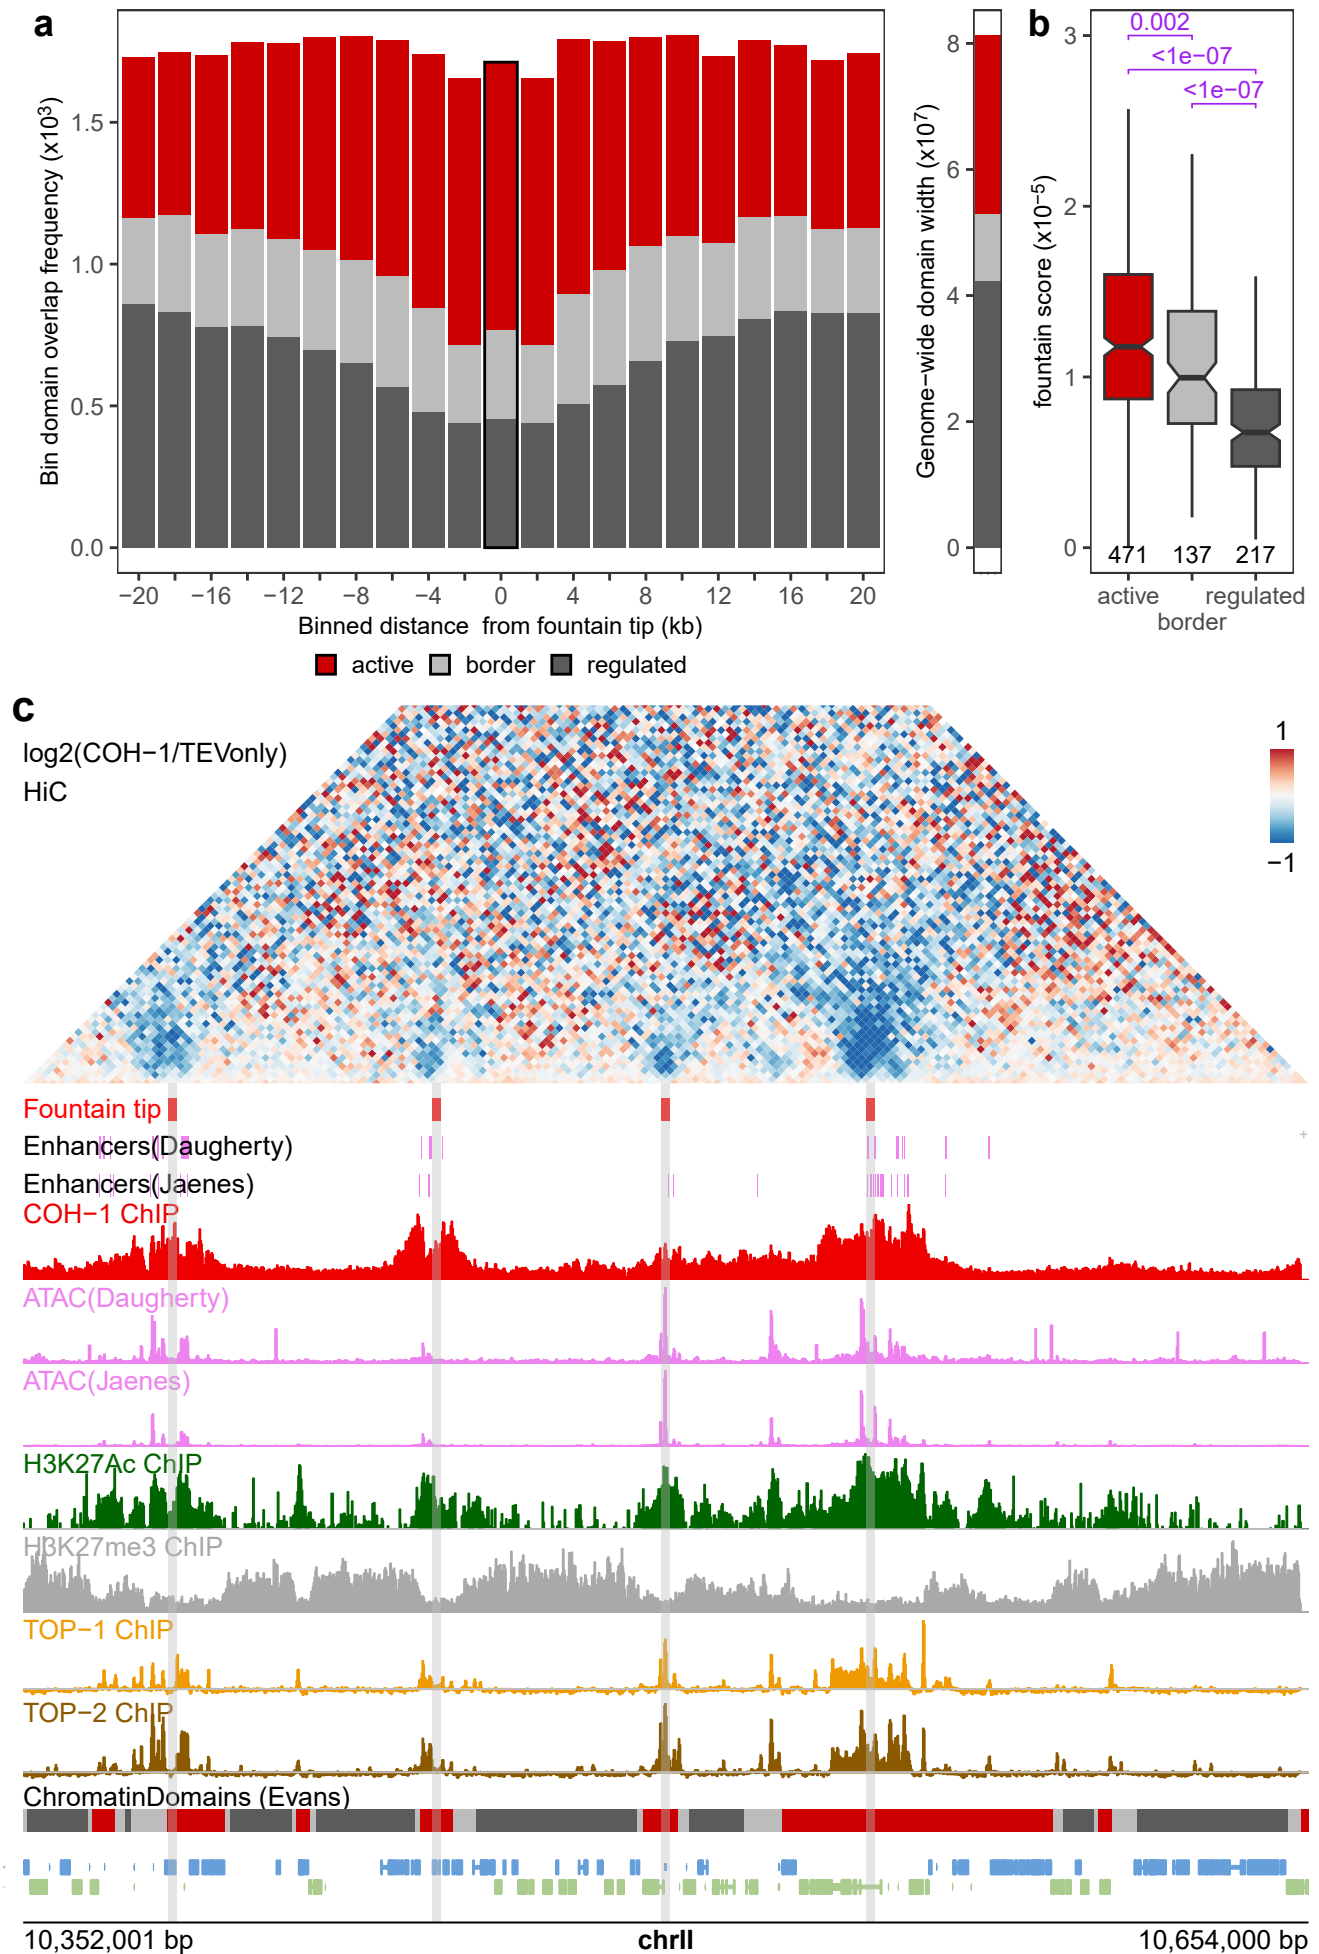

## Supplementary Figure 4

### Fountain overlap with chromatin domain types

**a.** Frequency of overlap of different autosomal chromatin domain types<sup>23</sup> with fountain tip bins and 2 kb bins up to 20 kb upstream and downstream of the fountain tips (left panel), compared to the cumulative genome wide width of these domain types (right panel). **b.** Comparison of the fountain score for fountains that overlap different types of domains. The number of fountains in each group is indicated below the boxplots. Adjusted p-values from Wilcoxon rank sum test are shown in purple. **c.** Example of a 0.3 Mb region on chromosome II containing several fountains that fall within active chromatin domains. Only L3 active enhancers from <sup>7</sup> and <sup>6</sup> are shown in the enhancer tracks. Chromatin IP data: COH-1 in young adults (GSE50324), H3K27 acetylation (GSM624432) and H3K27me3 in L3 larvae (GSM1206310), TOP-1 (GSM5686806 & GSM5686807) and TOP-2 in L2-L3 larvae (GSM5686812 & GSM5686813), bottom track: gene locations.

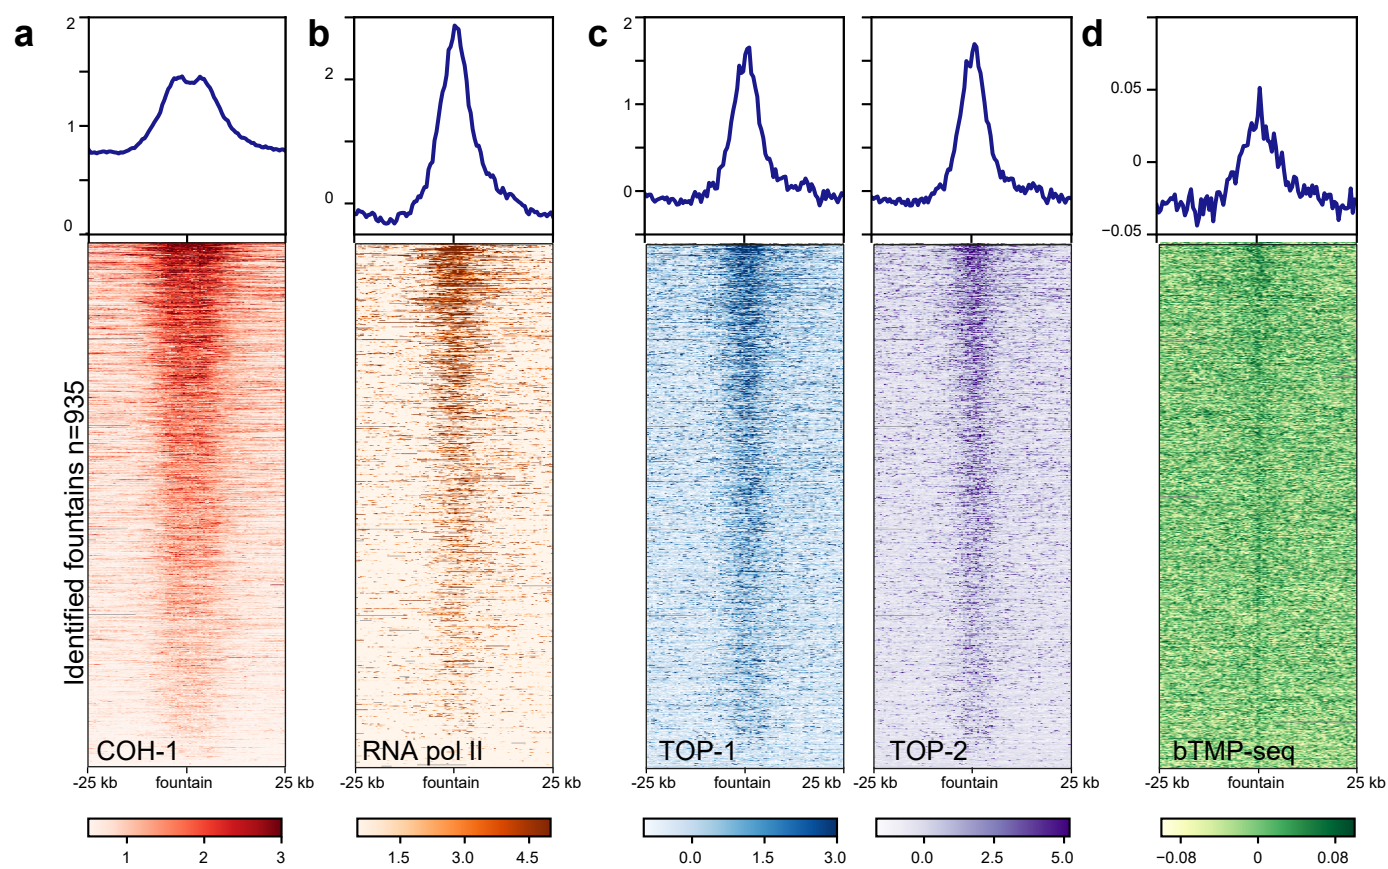

**Supplementary Figure 5.**

**Fountain tips are enriched for COH-1/topoisomerases and bTMP, similar to active enhancers.**

(top) Average ChIP-seq profiles at fountains as in Fig. 3a-d for **a.** COH-1 (young adults). **b.** RNA pol II (L3), **c.** (left) TOP-1 (L3) and (right) TOP-2 (L3) **d.** bTMP (L3). (bottom) Heatmap of **a.** COH-1, **b.** RNA pol II, **c.** (left) TOP-1 and (right) TOP-2 **d.** bTMP enrichment centered on fountain tips, sorted by COH-1 ChIP-seq enrichment.

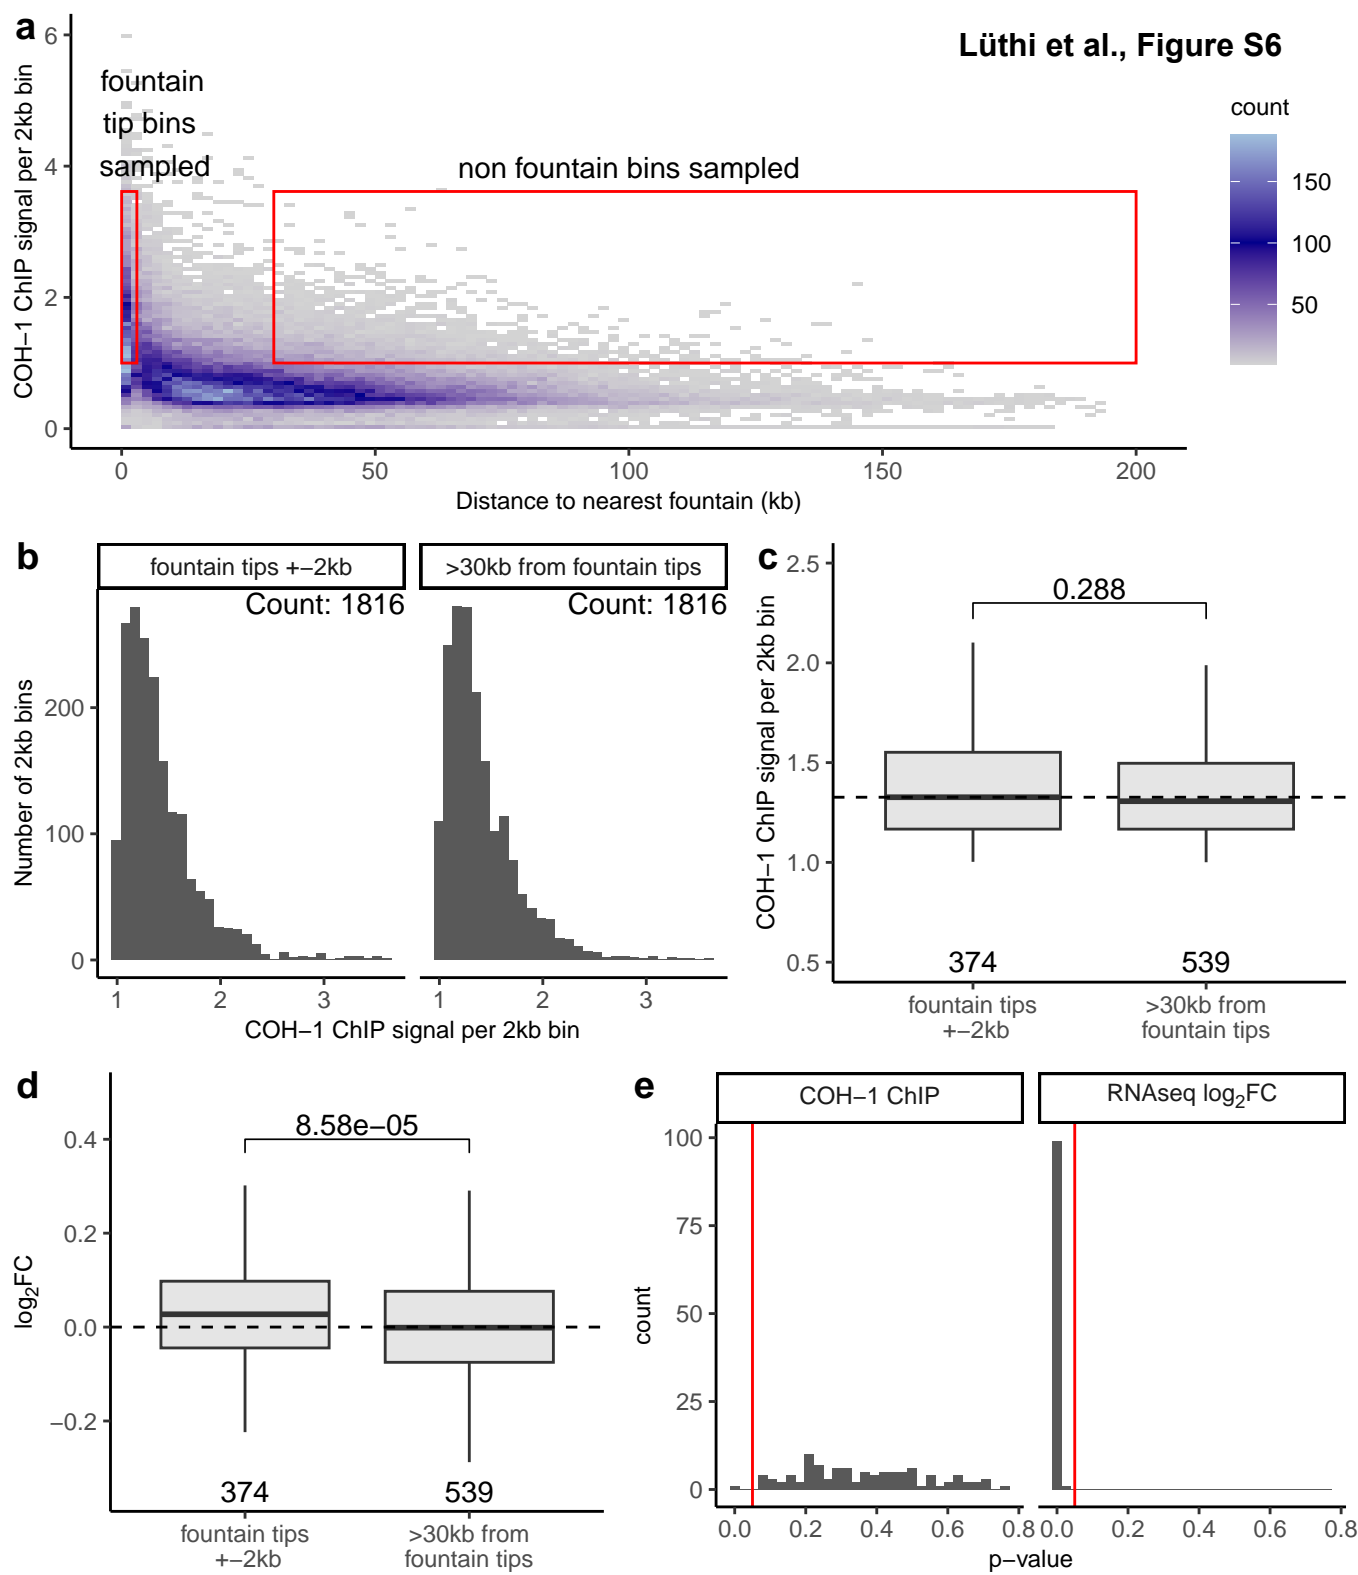

## Supplementary Figure 6

### Gene upregulation is specific to fountains and not COH-1 enrichment.

**a.** Binned density map of COH-1 ChIP signal by distance from the nearest fountain for all 2kb bins in the genome. To identify bins with matched COH-1 levels, we sampled from fountain tip bins and their immediate neighbours and compared them to bins that were at least 30 kb from the nearest fountain as indicated by the regions enclosed in red boxes. **b.** Histograms of the ChIP signal from two examples COH-1-matched, equally-sized sets of bins from fountain tips and distal regions. The matched sets were created by sampling without replacement from quantiles of COH-1 ChIP signal of the bins indicated in panel a. **c.** Boxplot of the COH-1 ChIP signal of all bins from the matched sets in b, that overlapped a TSS of an expressed gene in the COH-1 cleavage RNAseq dataset. For c and d, the p-value from a one-sided Wilcoxon rank sum test is shown above the boxplots and the number of bins in each group are shown below. **d.** Boxplot of the log2 fold change in gene expression upon COH-1 cleavage of genes whose TSS overlaps bins from the COH-1 matched sets of 2kb bins shown in c. **e.** Histograms of the p-values from one-sided Wilcoxon rank sum tests comparing the COH-1 ChIP signal and RNAseq log2 fold change between fountain tips and regions at least 30 kb from fountains, obtained by repeating 100 times the sampling procedure from the regions shown in panel a, to create matched COH-1 subsets as shown for one example in panels b-d. The vertical red line shows the statistical significance threshold of 0.05.

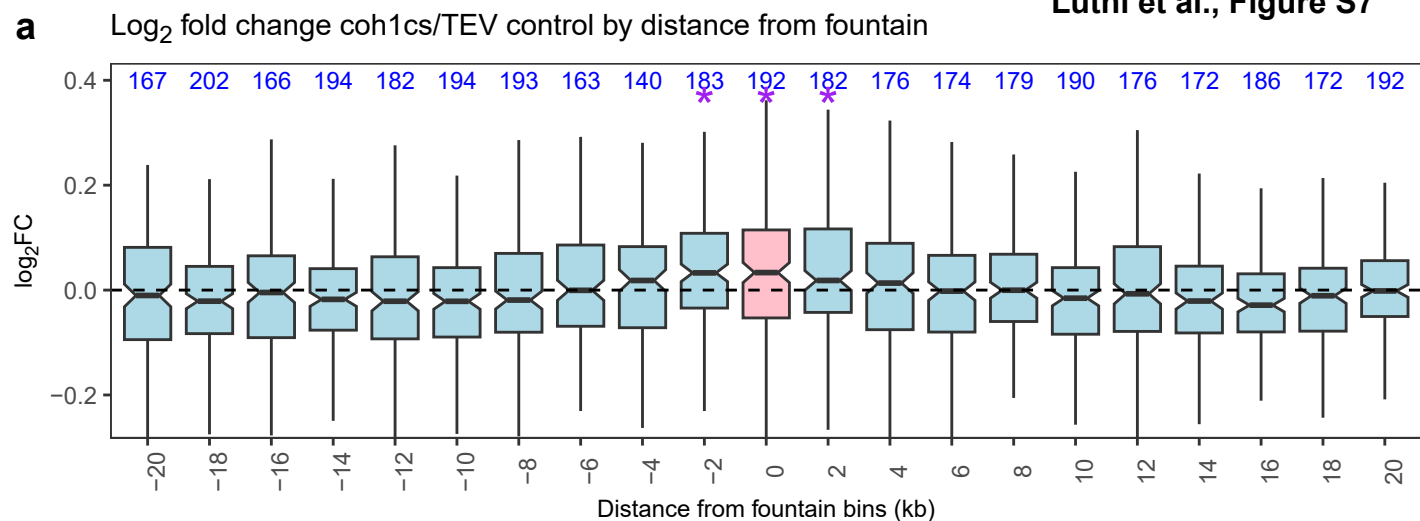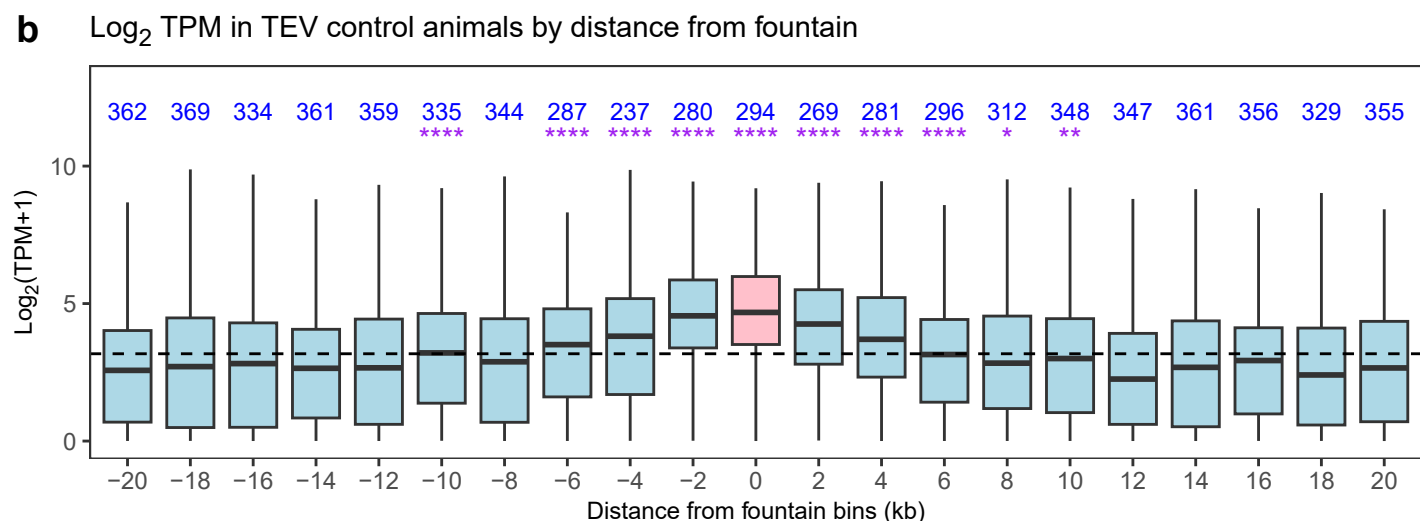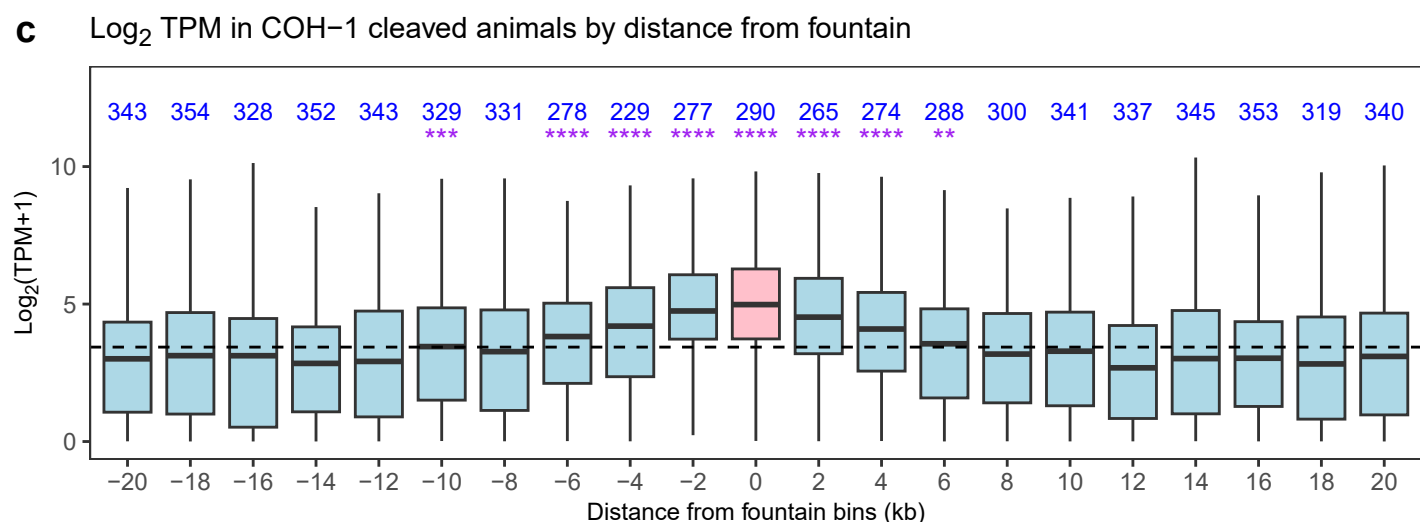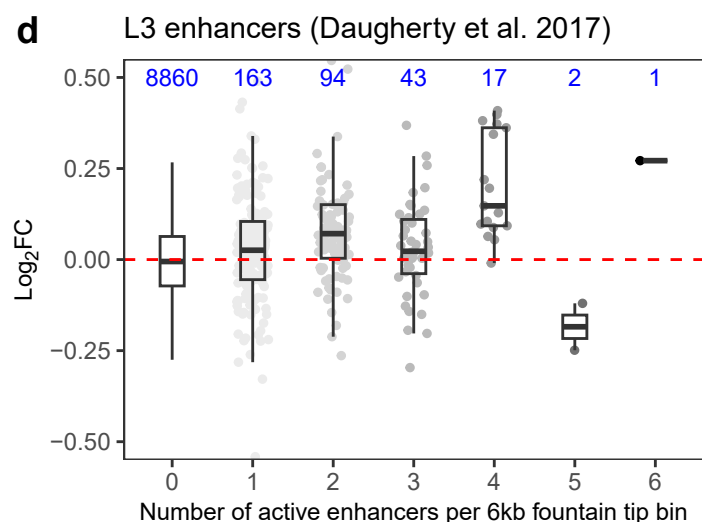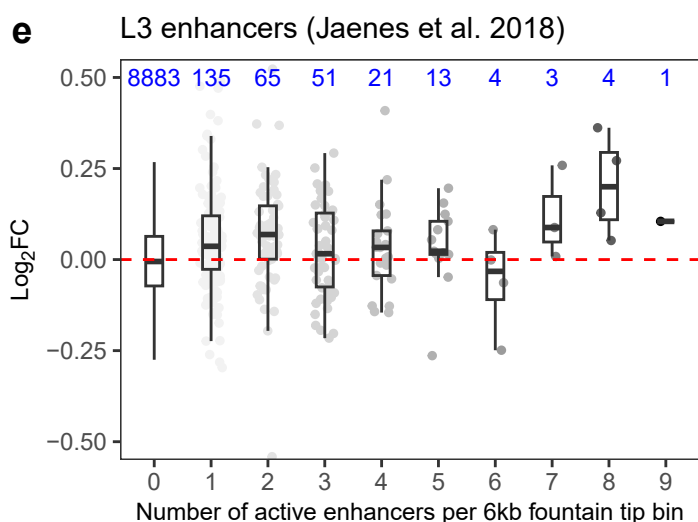

## Supplementary Figure 7

### Gene expression around fountain tips.

**a-c** 2 kb bins overlapping fountain tips (pink) and up to 20 kb upstream and downstream (light blue), were used to quantify log2 fold change (**a**) and transcript abundance in control (**b**) and upon cohesin<sup>COH-1</sup> cleavage (**c**) for genes whose TSS overlaps them. **d,e**. 

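The bins of these panels were rebuilt from the tip positions listed in the supplement and the 5′ ends of genes in the Ensembl annotation, with every 2 kb bin up to 20 kb on either side of a tip. In the tip bin, the median log2 fold change of the 282 genes tested was 0.05. It was 0.06 in the bin at -2 kb and 0.04 in the bin at 2 kb, and between -0.05 and -0.01 in the bins from -20 to -8 kb. In the bins from 10 to 20 kb on the other side it was between -0.04 and -0.01. The median of log2(TPM + 1) in the tip bin was 4.76 ± 0.41 (SD, n = 3) in the TEV control and 4.93 ± 0.34 (SD, n = 3) after COH-1 cleavage. In the TEV control it was 4.44 in the bin at -2 kb and 4.28 in the bin at 2 kb, and it fell to 2.53 at -20 kb and 2.66 at 20 kb. After COH-1 cleavage the corresponding medians were 4.58 and 4.40 next to the tip and 2.63 and 2.70 at the outer ends.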

Effect of active enhancer clustering on gene expression: Log2 fold change of genes whose TSS overlaps 6kb bins at the fountain tips with different numbers of active enhancers. The number of genes in each group is shown in blue. Individual data points are shaded in gray.

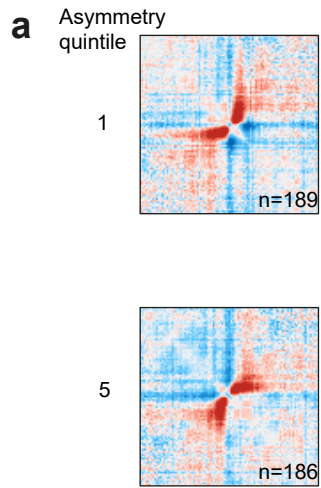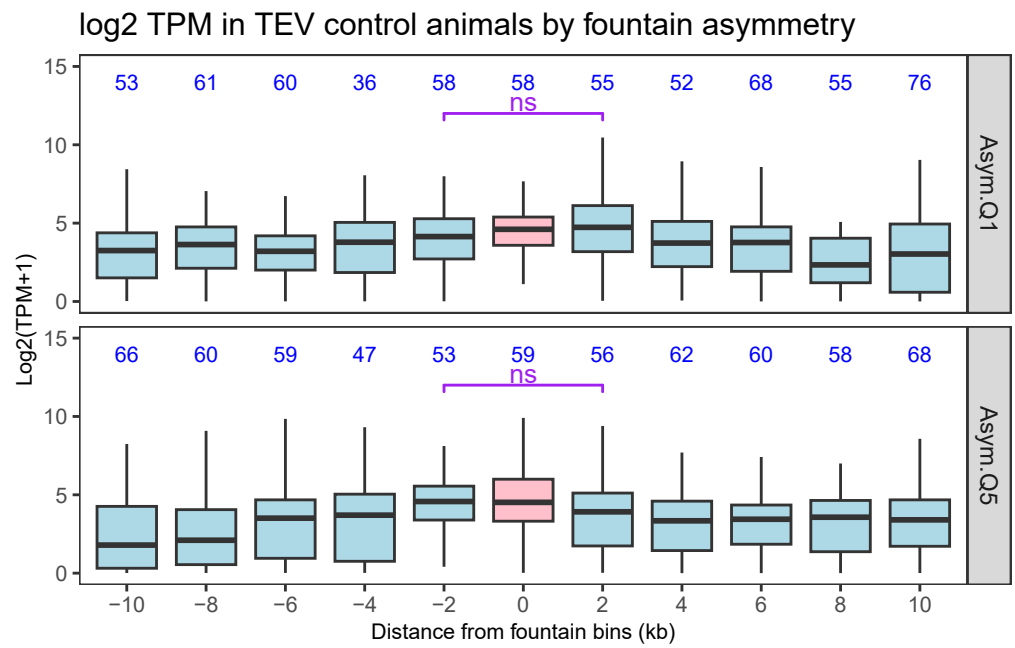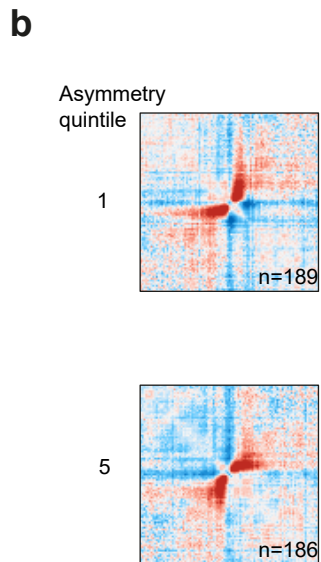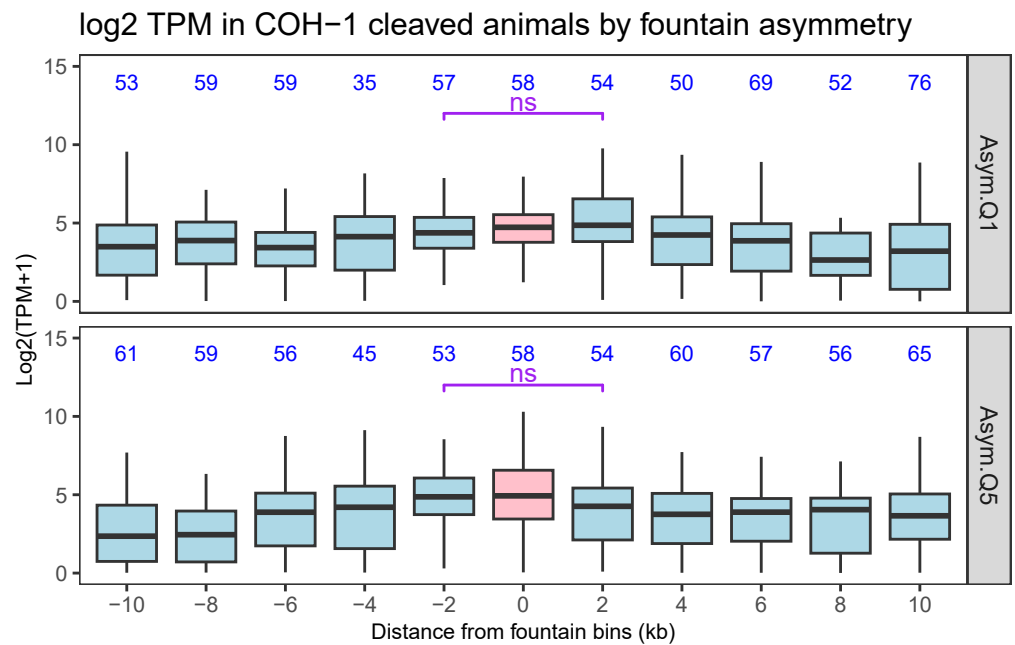

## Supplementary Figure 8

### Fountain asymmetry is associated with asymmetry in expression levels

Fountain asymmetry scores were divided into five equally sized bins (quintiles, see Fig S1g). 2 kb bins overlapping the fountain-tips (pink) from the highest and lowest quintiles, and up to 10 kb upstream and downstream (light blue), were used to quantify transcript abundance for genes whose TSS overlaps them. **a.** Left panel: average contact frequency maps in regions around asymmetric fountains from the first and fifth quintiles. Right panel: Boxplot of gene expression (TPM) in TEV-only control samples of genes whose TSSs overlap the respective 2 kb bins around fountain tips. **b.** Left panel as in a. Right panel: Boxplot of gene expression (TPM) in COH-1 cleavage samples of genes whose TSSs overlap the respective 2 kb bins around fountain tips. In both a and b the purple line indicates that a two sided Wilcoxon rank sum test was carried out to compare the expression of bins immediately upstream and downstream of the fountain tip (ns, not significant). The number of genes in each bin are indicated in blue.

**Lüthi et al.**  
**Figure S9**

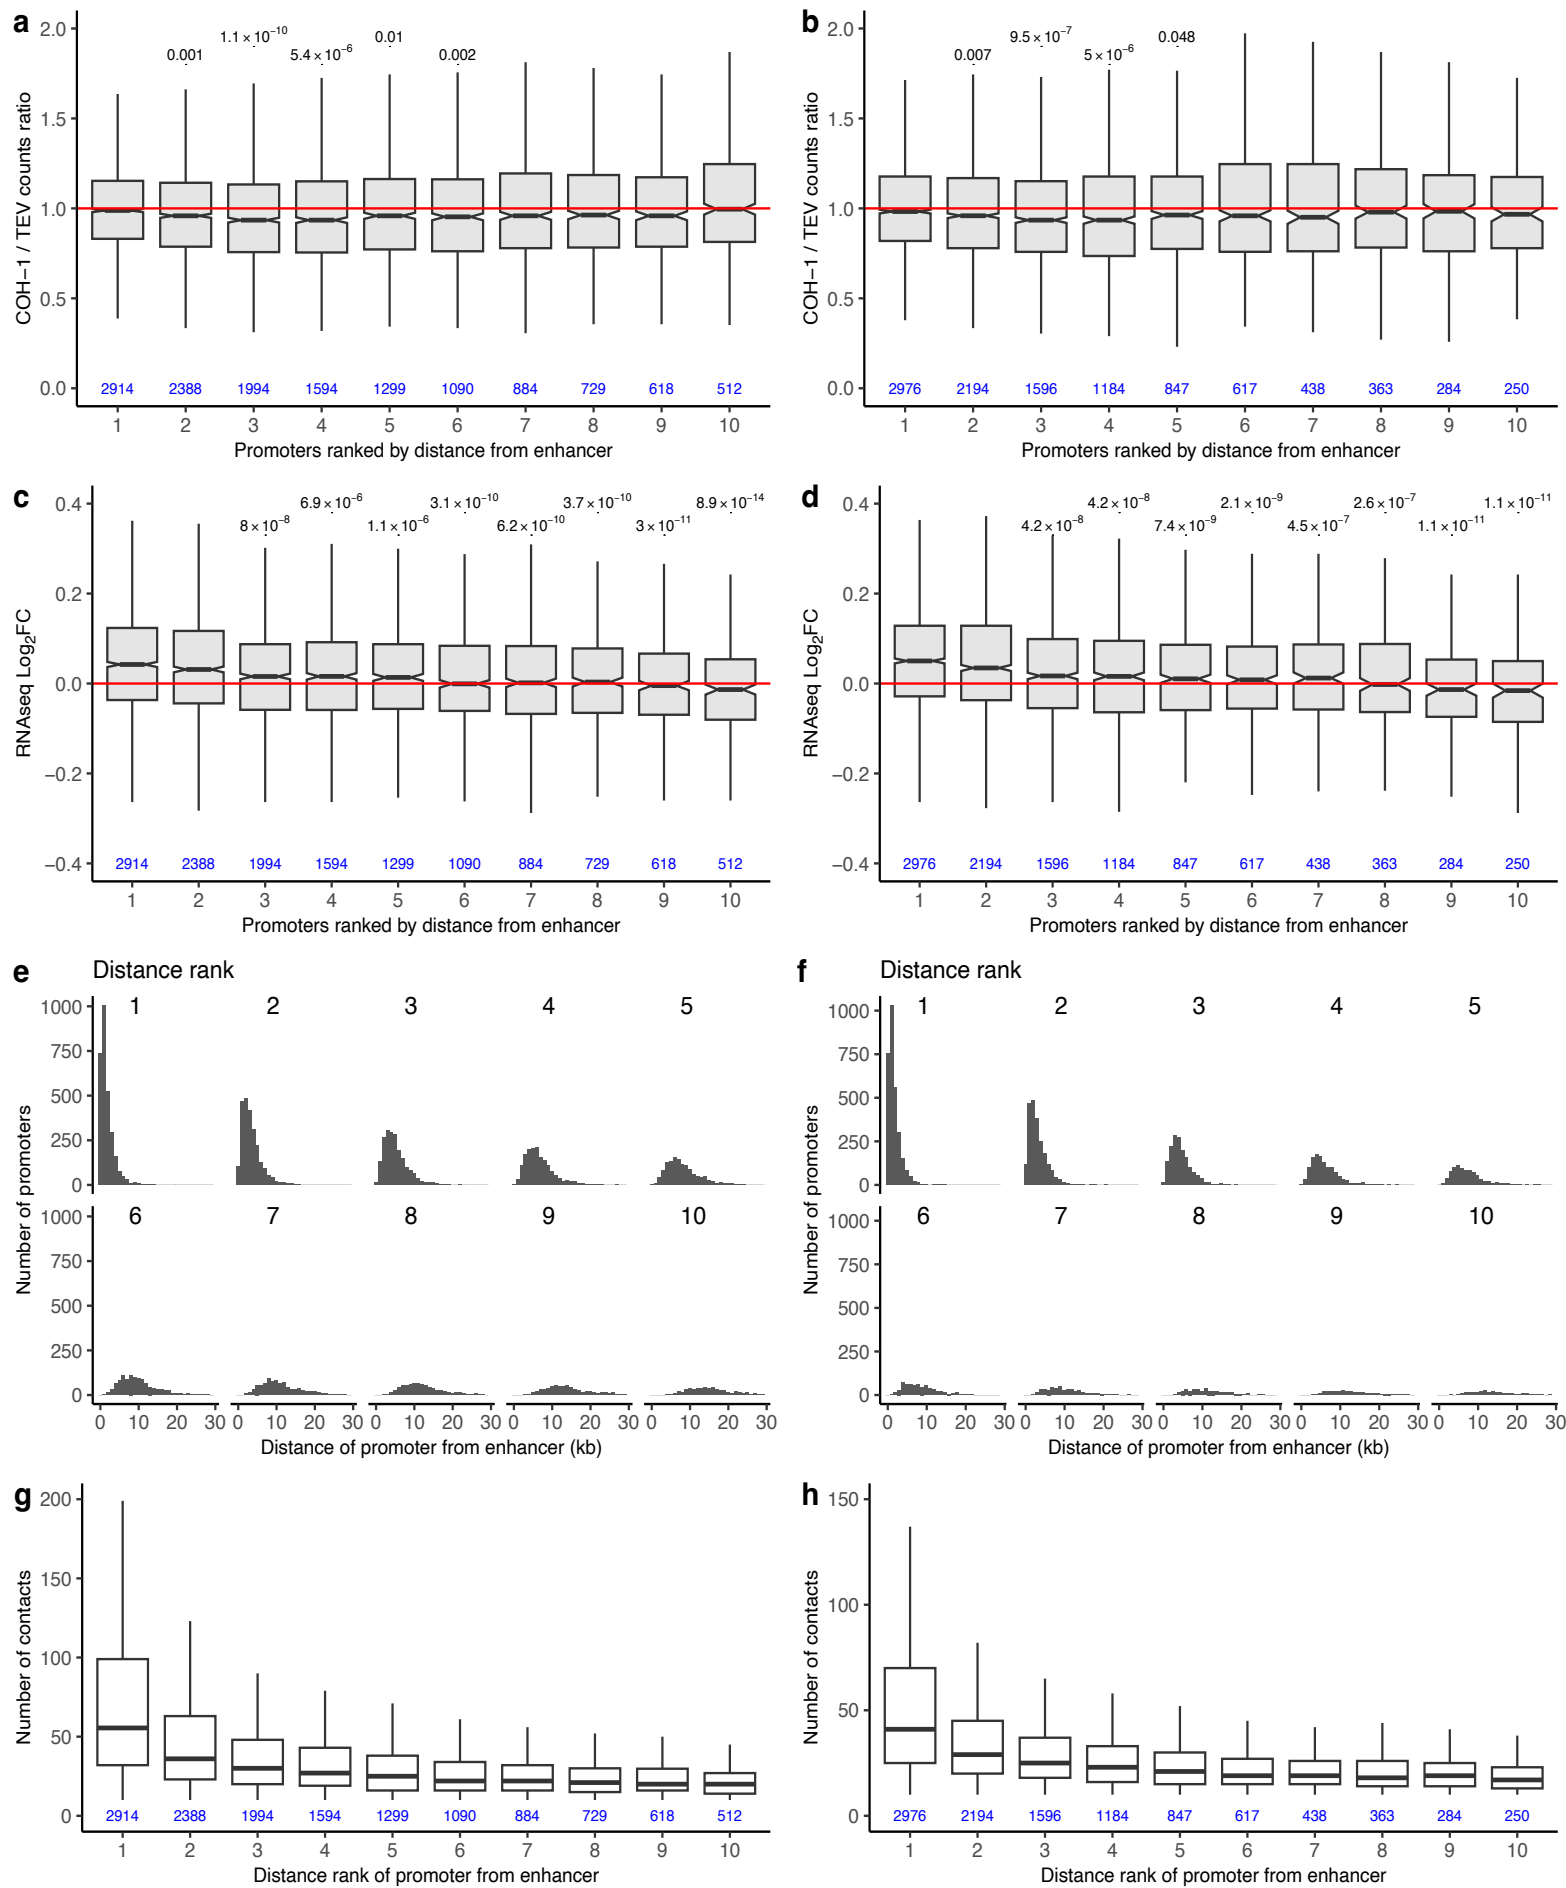

### **Supplementary Figure 9**

#### **Changes in active enhancer promoter contacts upon COH-1 cleavage and transcriptional modifications on target genes.**

**a, b.** Ratio of Hi-C fragment contacts from COH-1 cleavage and TEV-only control data for each L3 active enhancer with its closest 10 transcript promoters up to a maximum distance of 30 kb. Promoters were ranked by the genomic distance from the active enhancer **c, d.** RNA-seq log2 fold change between COH-1 cleavage and TEV control for promoters ranked by their genomic distance from the active enhancer. **e, f.** Histogram of the genomic distances of the closest 10 promoters to the active enhancer grouped by distance rank. **g, h.** Boxplot of the number of active enhancer-promoter contacts grouped by the distance rank of the promoter from the enhancer in TEV control Hi-C data. For a-d, g & h the number of active enhancer-promoter pairs in each ranked group is shown in blue below the boxplot. For a-d the significant FDR adjusted p-values for a two-sided Wilcoxon rank sum test comparing each group to the first are shown at the top. a,c,e,g panels are for L3 active enhancers from Daugherty et al. (2017) and b,d,f,h panels are for L3 active enhancers from Jaenes et al. (2018).

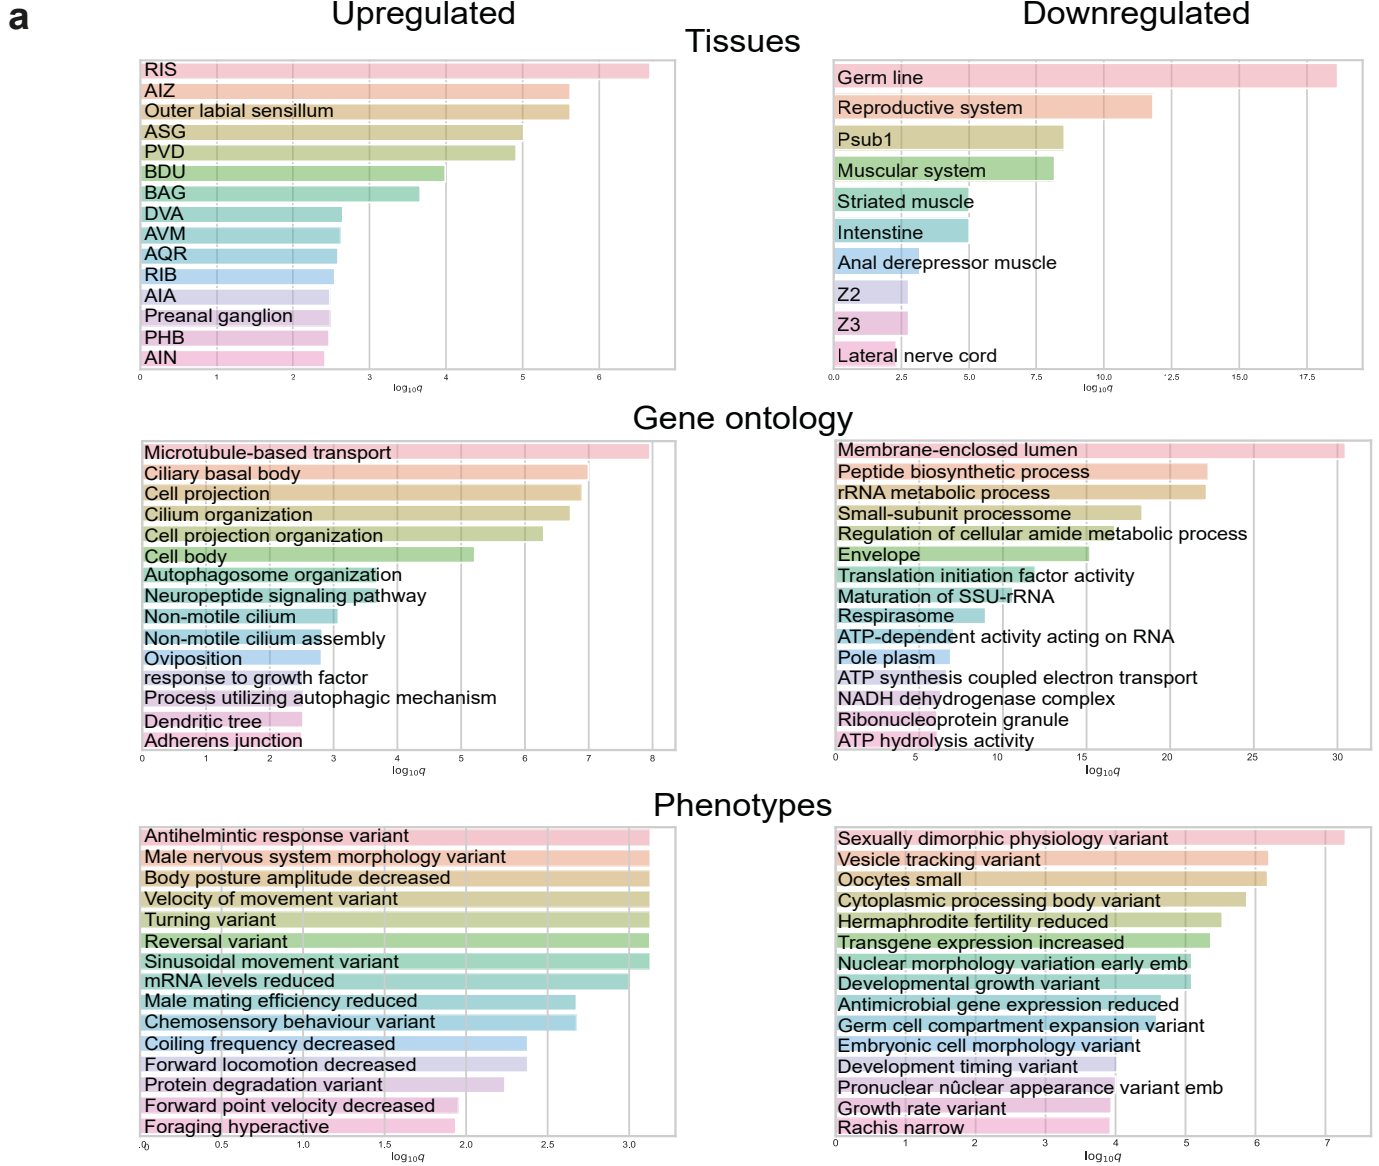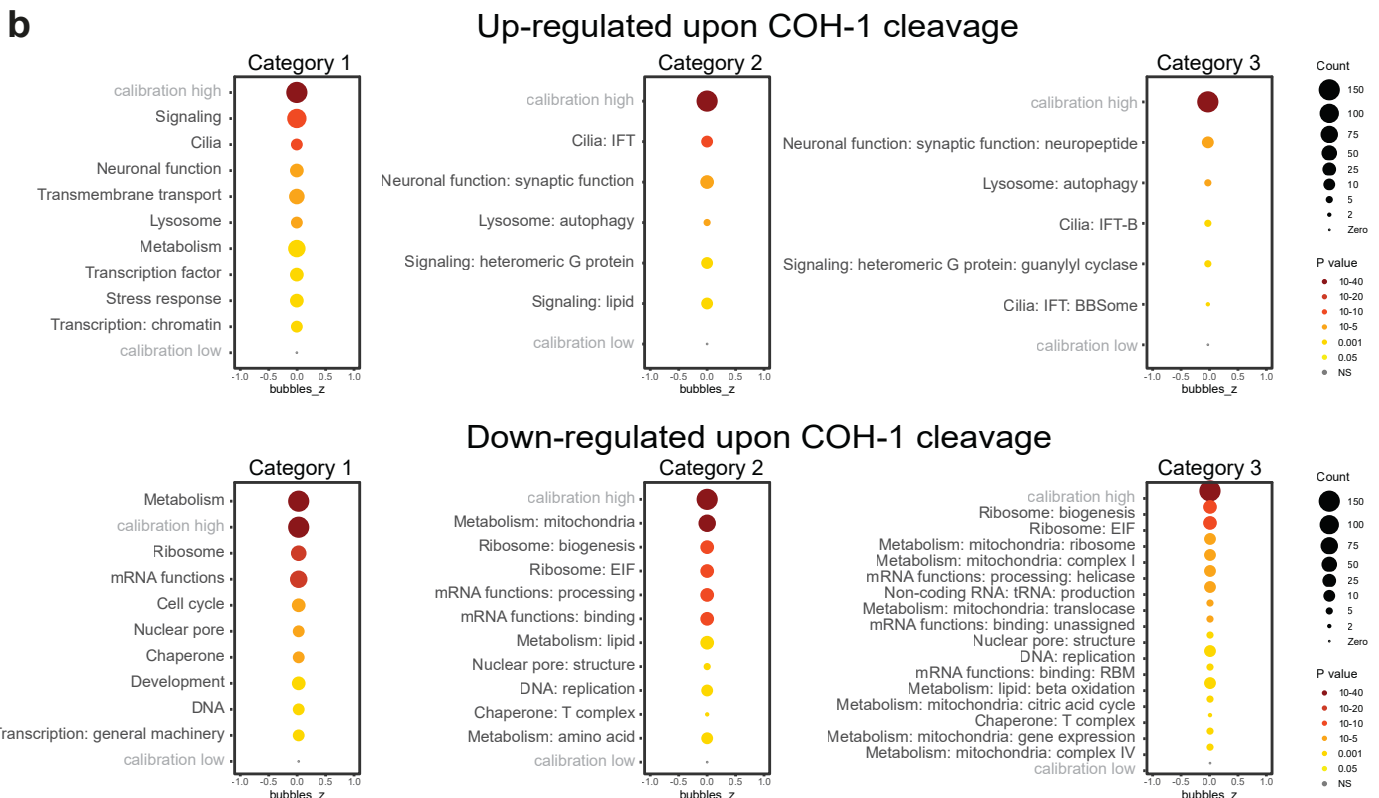

**c** Tissue type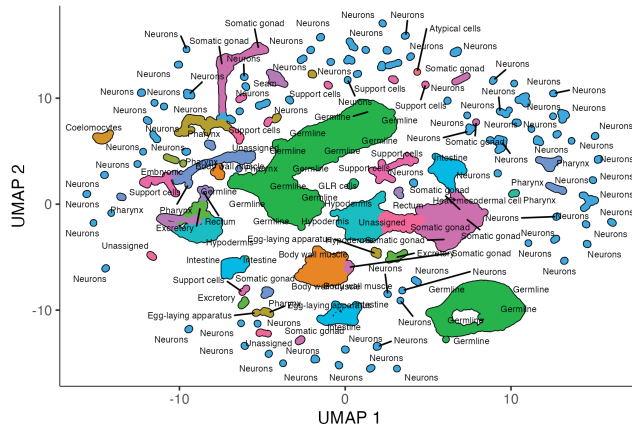**d** Cell type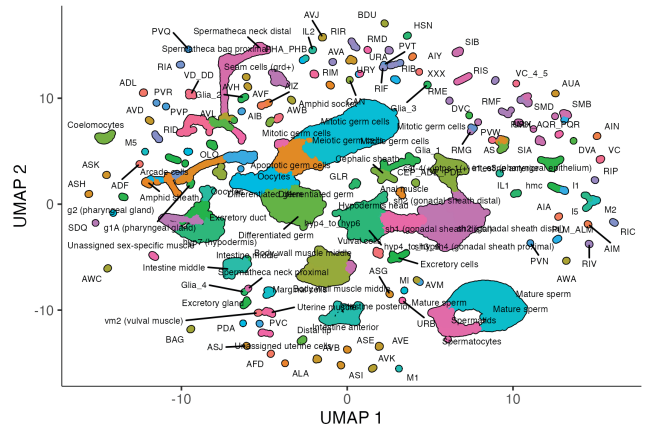**e** Genes up-regulated upon COH-1 cleavage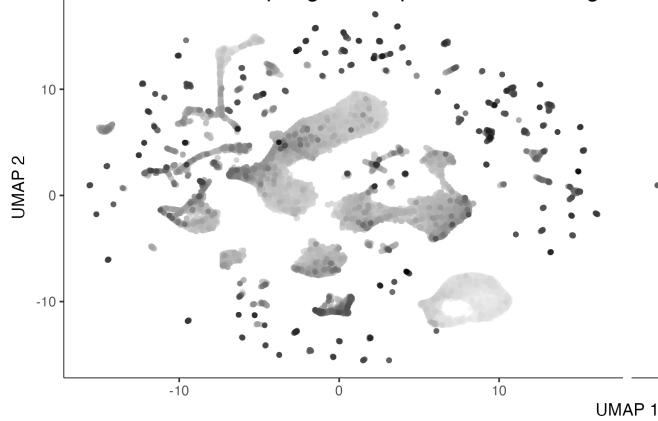**f** Genes down-regulated upon COH-1 cleavage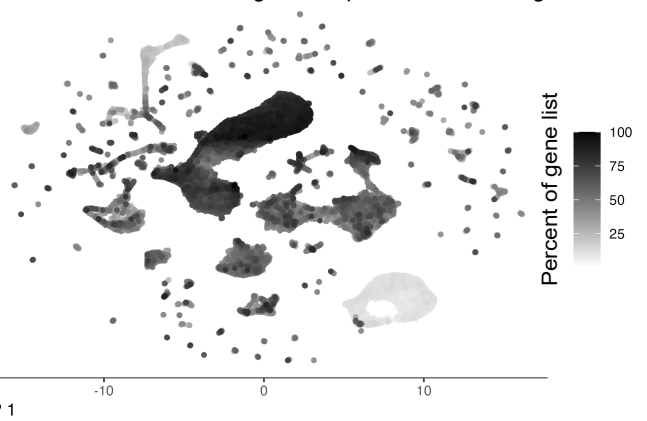

**Supplementary Figure 10. GO term, tissue, cell and phenotype enrichment for genes changing upon COH-1 cleavage.**

**a.** Tissue Enrichment Analysis for genes significantly up and down regulated upon COH-1<sup>cs</sup> cleavage ( $P_{adj} < 0.05$ ), using tissues, Gene Ontology and Phenotypes annotations<sup>29</sup>. **b.** WormCat enrichment analysis for genes significantly up and down regulated upon COH-1<sup>cs</sup> cleavage ( $adjP < 0.05$ ; ref. <sup>66</sup>). **c.** UMAP visualization of the 180 identified cell types as in ref. <sup>30</sup>, annotated according to tissue type. **d.** Same map as in c with individual cell types annotated. **e.** Same map as in c with individual cells colored according to the percentage of genes up-regulated upon COH-1 cleavage expressed in those cells (scale in f). **f.** Same map as in c, with individual cells colored according to the percentage of genes down-regulated upon COH-1 cleavage expressed in those cells.

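Tissue Enrichment Analysis and WormCat count how many genes of a list carry an annotation, such as a tissue, and compare that number with the number drawn from all annotated genes. The maps overlay, for each cell type of a single-cell data set, the share of the listed genes that it expresses. These outputs therefore depend on which genes are called. At the gene level used here, the call sets had 1 gene from edgeR without a block, 9 genes from edgeR with the replicate block and 120 genes from DESeq2. Neither tool was run here, and medians over fixed gene lists were compared instead.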

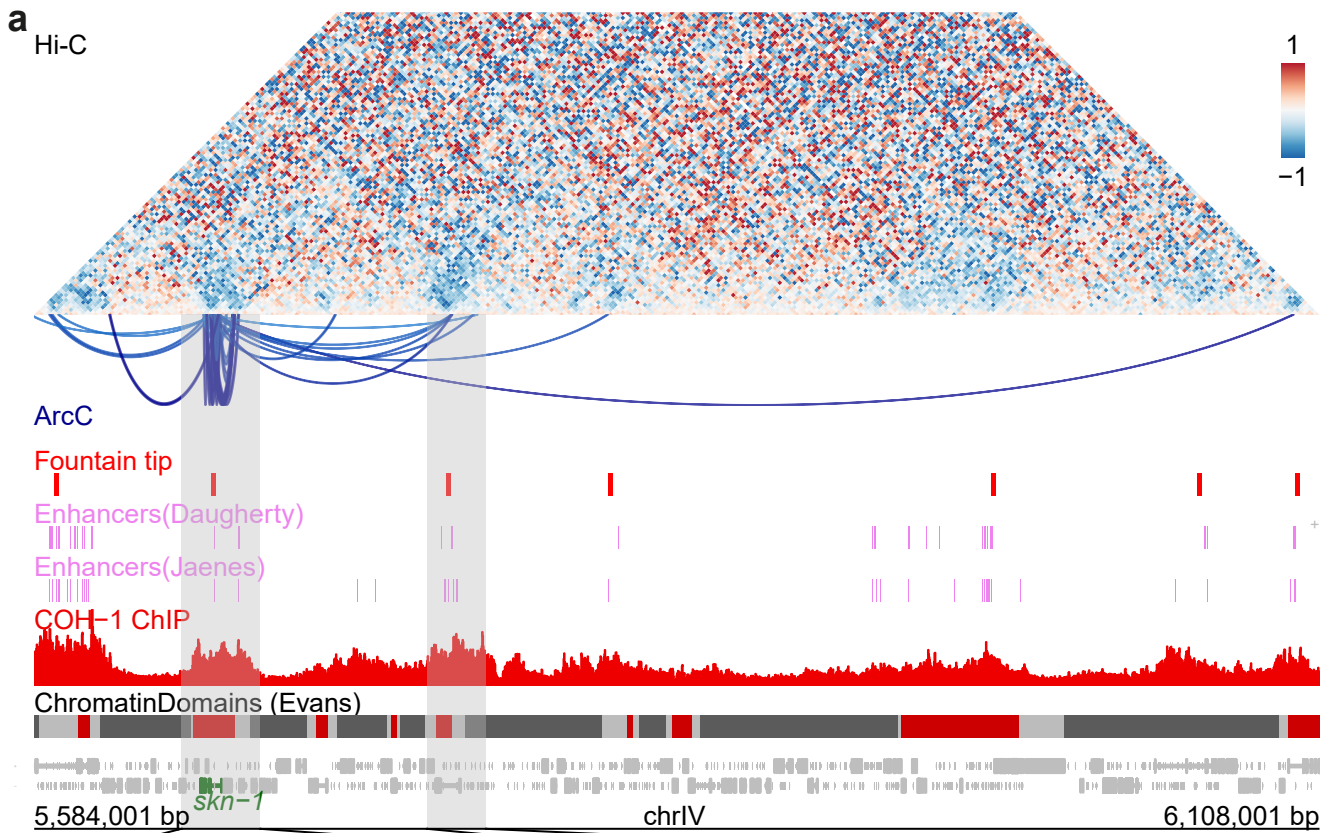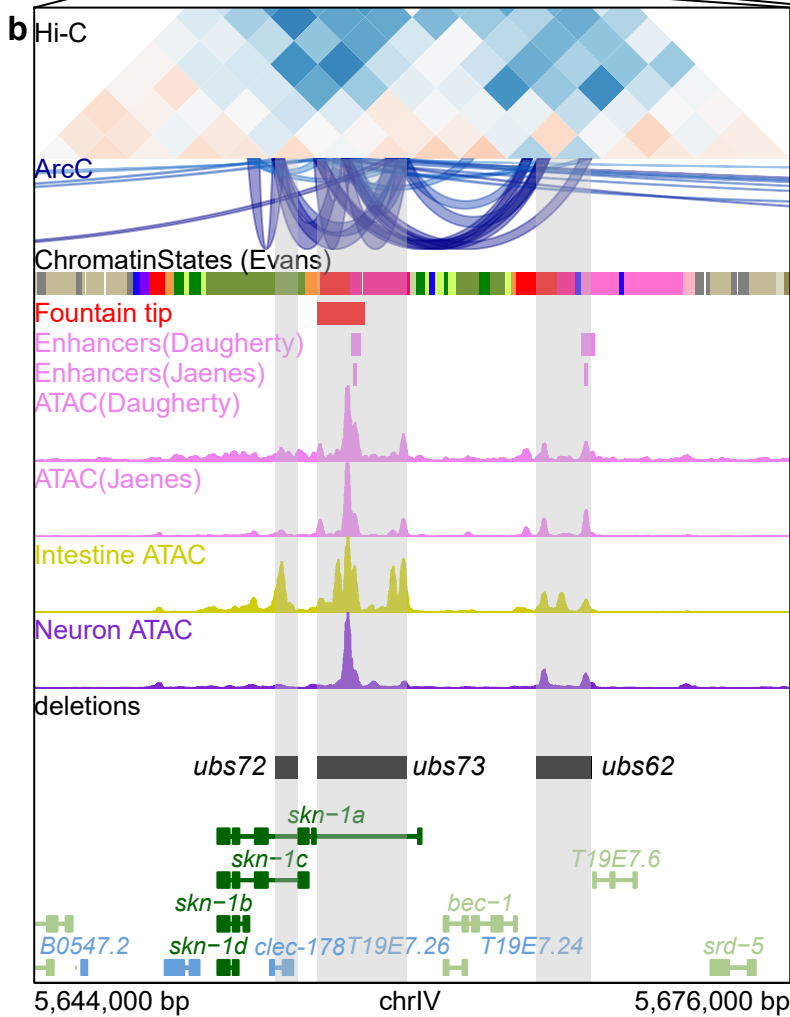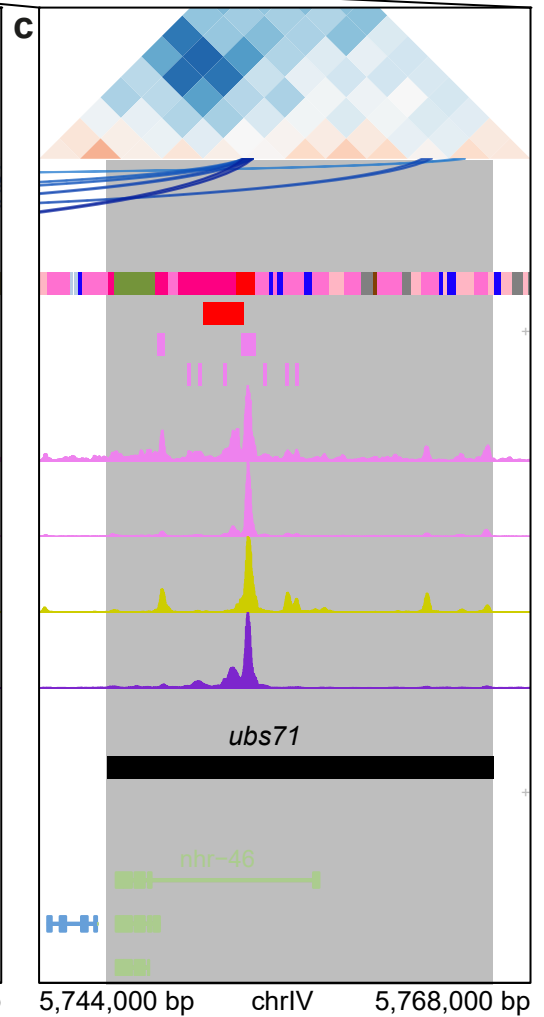

### Supplementary Figure 11. Deletion of putative *skn-1* enhancers

**a.** View of a 524 kb region around the *skn-1* gene (highlighted in green in the gene track). The region was chosen by finding all significant ARC-C cis interactions<sup>8</sup> with at least one anchor in the *skn-1* gene and its flanking intergenic regions. Grey highlights in the top panel indicate regions shown in detail below: **b.** a 32 kb region around the *skn-1* and *bec-1* genes and **c.** a distal 24 kb region around the *nhr-46* gene. 

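The deletion coordinates given in Supplementary Table 2 can be set against the annotation of chromosome IV. The *ubs62* deletion (5665244 to 5667587) is 2344 bp long and begins 818 bp upstream of *bec-1*. The *ubs71* deletion (5747318 to 5766196) is 18879 bp long and removes all 10500 bp of *nhr-46* (WBGene00003636, 5747363 to 5757862, minus strand), which lies 82937 bp from *bec-1*. The *ubs72* deletion (5654185 to 5655138) spans 954 bp, and 955 bp separate it from the *skn-1b* start. The *ubs73* deletion (5655970 to 5659745) spans 3776 bp and leaves 571 bp of the first *skn-1a* intron. In the RNA-seq samples, whose strains carry none of these deletions, *nhr-46* had 66.8 ± 10.4 CPM in the TEV control and 64.4 ± 7.38 CPM after COH-1 cleavage (SD, n = 3). Its log2 fold change was -0.05 (standard error 0.15, adjusted p = 0.971 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 0.807 with the replicate block), and it was 0.23 with all 7 TEV controls and no batch covariate.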

The regions highlighted in the bottom panels correspond to the regions targeted by the deletions. Hi-C: log2 of the ratio of cohesin COH-1 cleavage and TEV control Hi-C maps at 2 kb resolution. Fountain tip: 2 kb bin found at the tip of fountains. Enhancers(Daugherty): L3 active enhancers from <sup>7</sup>. Enhancers(Jaenes): L3 active enhancers from <sup>6</sup>. COH-1 ChIP: from young adults (GSE50324). ChromatinDomains (Evans): active (red), regulated (dark grey) and border (light grey) domains as per <sup>23</sup>. Chromatin states (Evans): see previous reference, red-pink colors indicate enhancer/promoter chromatin states. Intestinal and neuronal ATAC: tissue-specific ATAC in L2 larvae from <sup>36</sup>. Deletions: CRISPR deletions carried out in this study. The refgene transcript track labeled by gene name is shown on the bottom with transcripts coloured by strand (forward - blue, reverse - green) and *skn-1* transcripts highlighted in dark green.

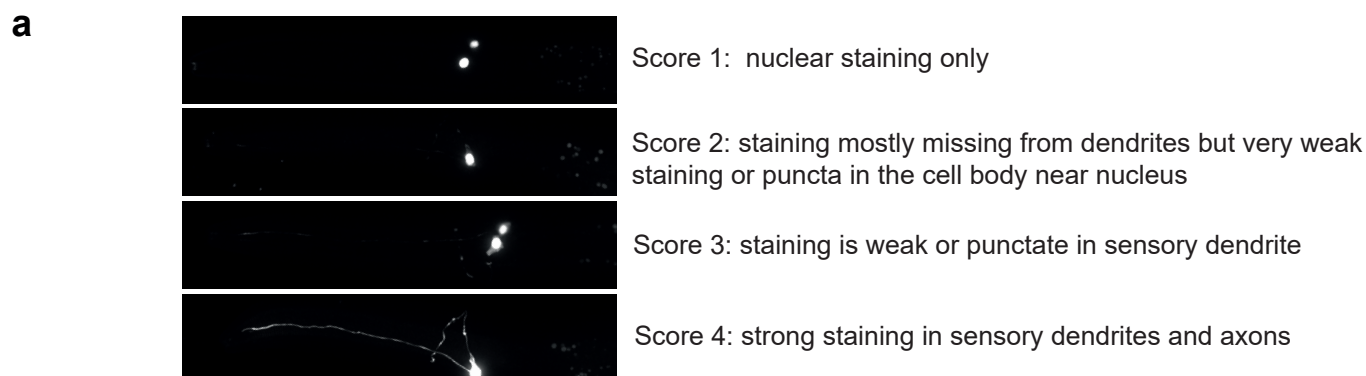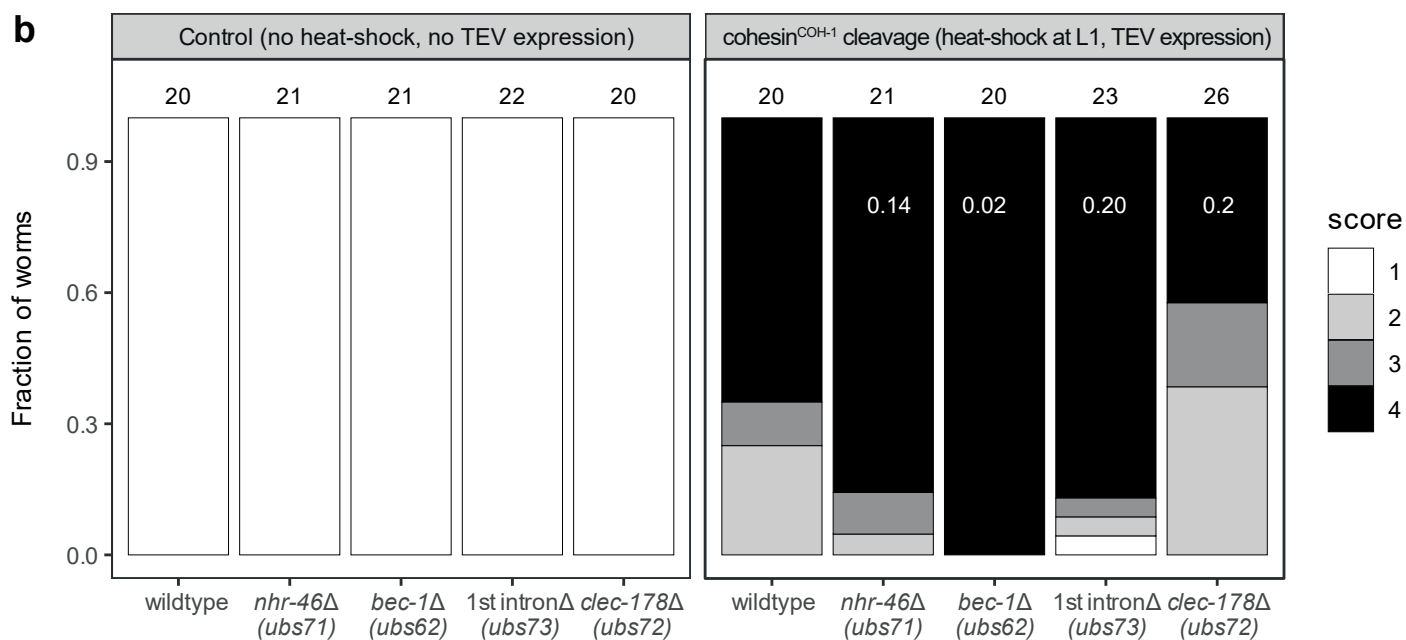

## Supplementary Figure 12

### The effect of enhancer deletions on *skn-1::GFP* expression in ASI

**a.** Scoring scheme used to evaluate ectopic expression of *skn-1::GFP* in ASI cells. Images were scored blindly by two separate individuals and then averaged. **b.** Images of the heads of control and COH-1 cleavage worms were scored blindly as described in a. The number of animals scored in each group is shown above the bars. FDR adjusted p-values from an extended Cochran–Armitage test comparing all COH-1 cleavage enhancer deletion strains to the COH-1 cleavage wildtype (without enhancer deletions) strain are shown inside the bars in white.

Lüthi et al.,  
Figure S13

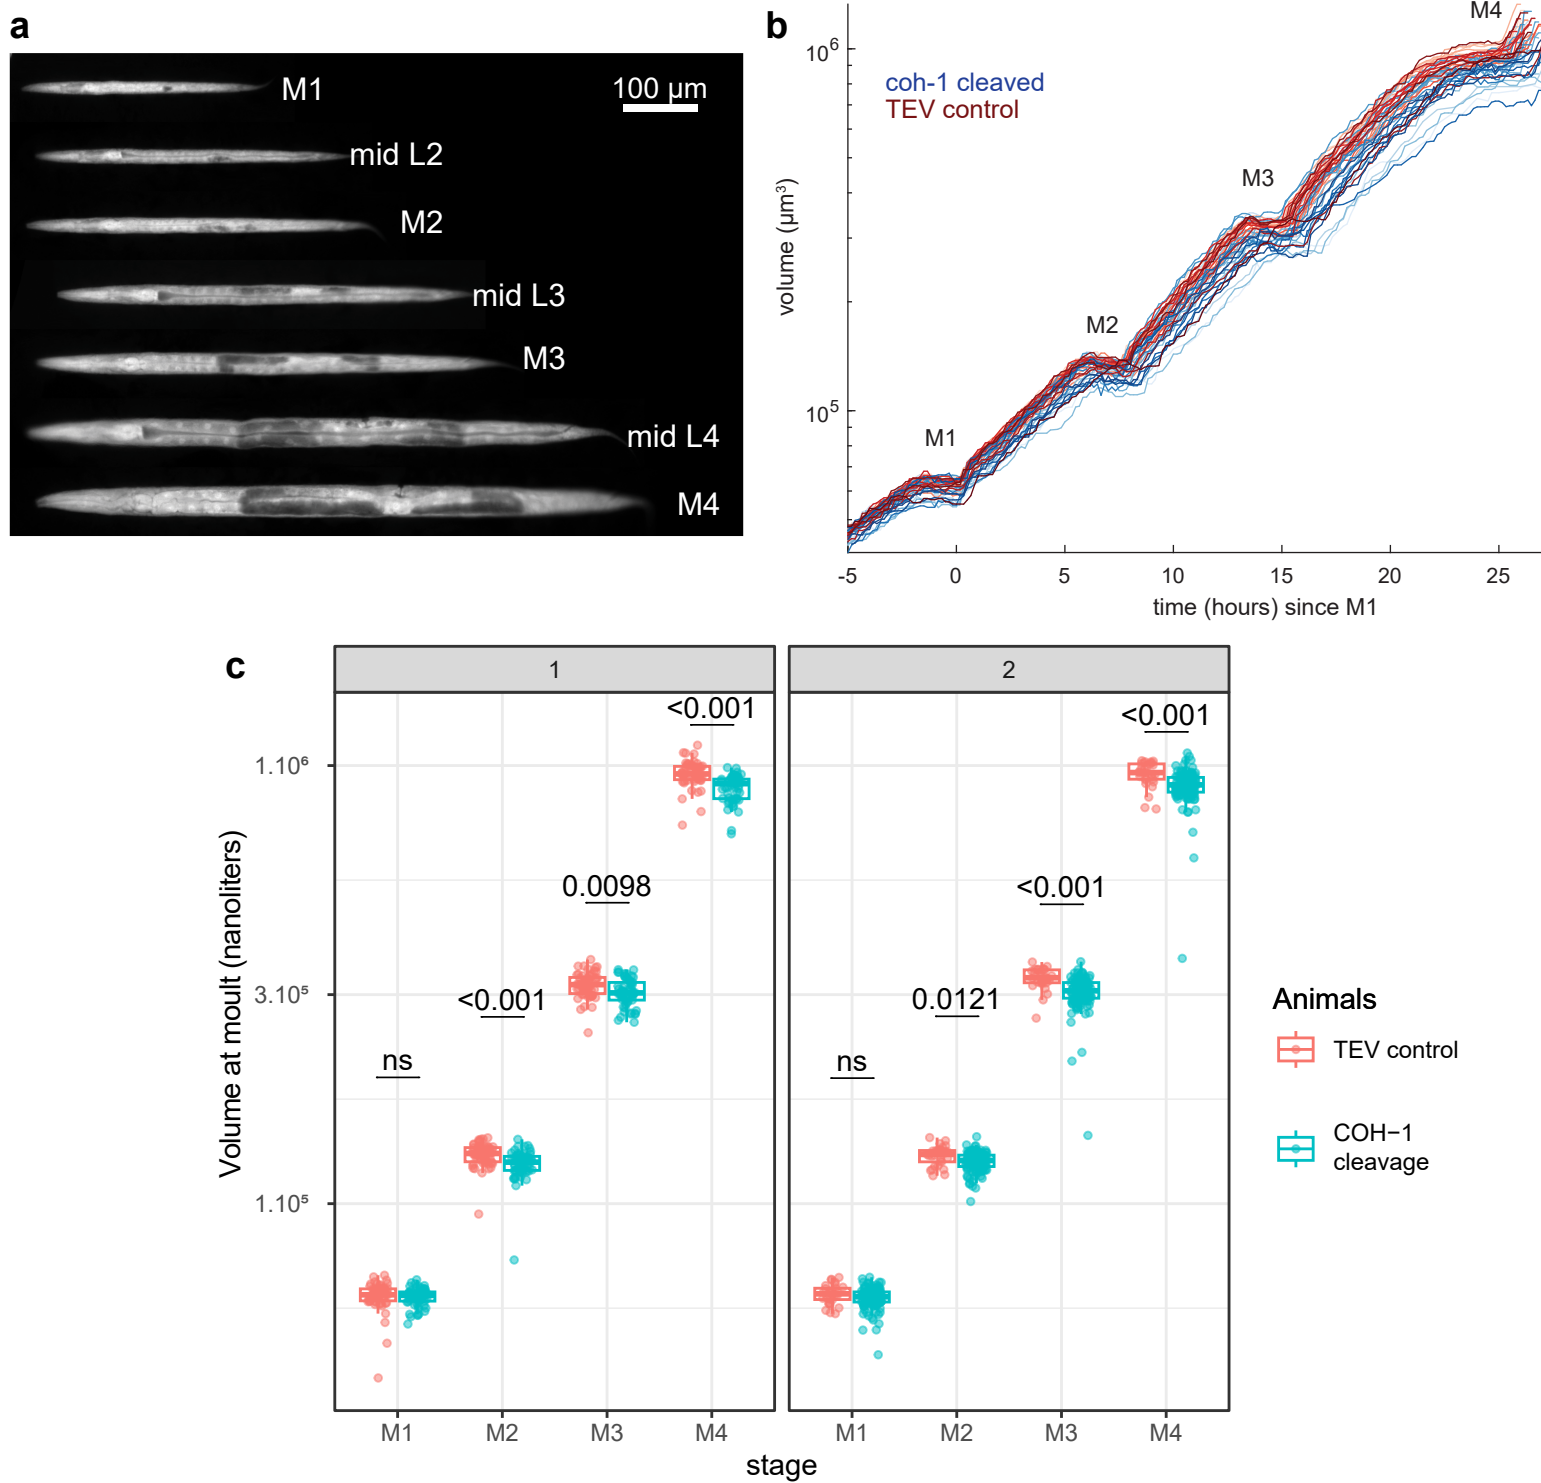

**Supplementary Figure 13. Growth analysis of animals upon TEV control expression or COH-1 cleavage**

**a.** An individual animal imaged in a micro chamber at indicated developmental milestones. Contrast was adjusted for each time point individually and the animal straightened computationally. Scale bar: 100  $\mu\text{m}$ . **b.** Example growth curves for 10 control animals and 10 animals upon COH-1 cleavage, synchronized on the first molt. Molts are marked by M. **c.** Body volume at molts for two independent experiments in control animals and upon COH-1 cleavage, n=57;60 (first experiment), 29;122 (second experiment). Box represents 1<sup>st</sup> quartile, median and 3<sup>rd</sup> quartile of the data (bottom to top), with individual animals marked as dots. Values above samples are Wilcoxon rank sum test p-values.

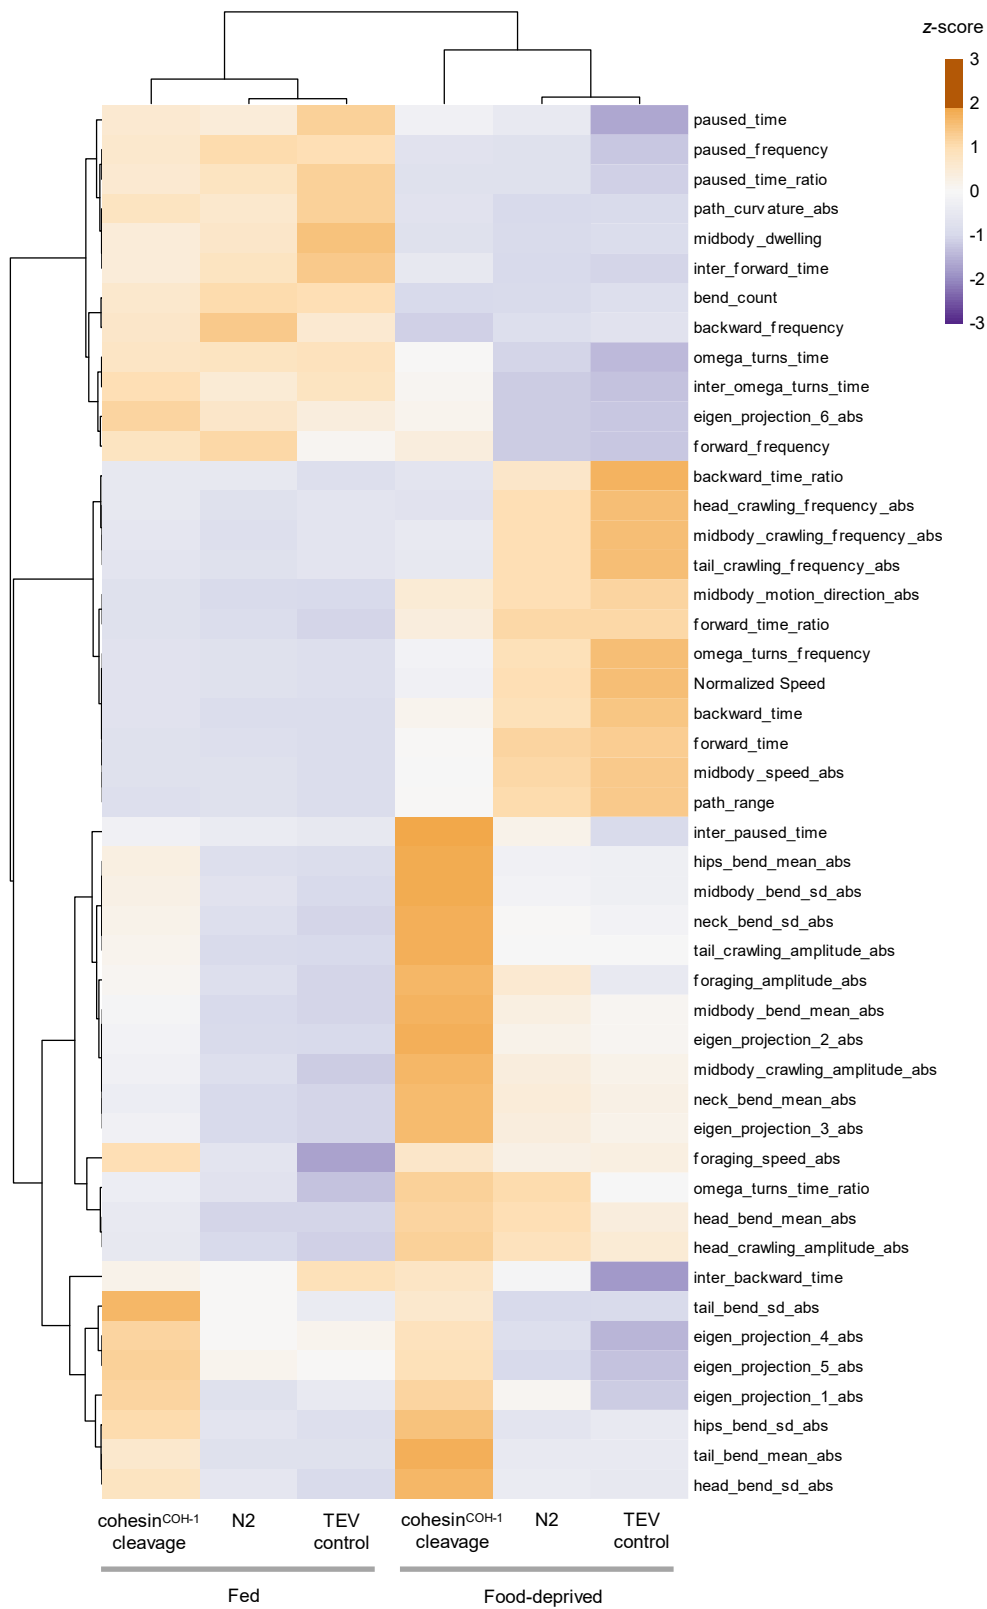

## **Supplementary Figure 14**

### **COH-1 cleavage produces broad effects on animal posture and locomotion**

Heat-map of behavioral parameters (as z-scores) across the indicated conditions (same treatment as in Fig. 6) and hierarchical clustering based on Euclidean distances (trees). Each data point represents the average value for 3-min recordings on n=15 independent replicates (each scoring  $\geq 40$  worms).

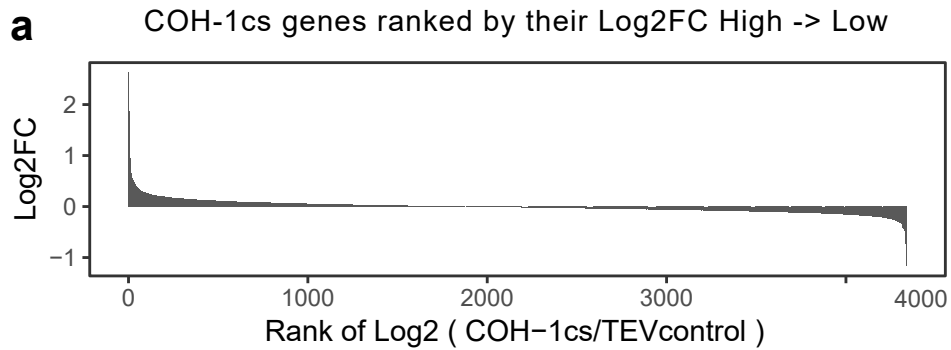Test ranking of worm orthologs of Cornelia de Lange Syndrome genes  
(up and down gene sets, CdLS Neu+ vs control Neu+, Weiss *et al.* 2021)

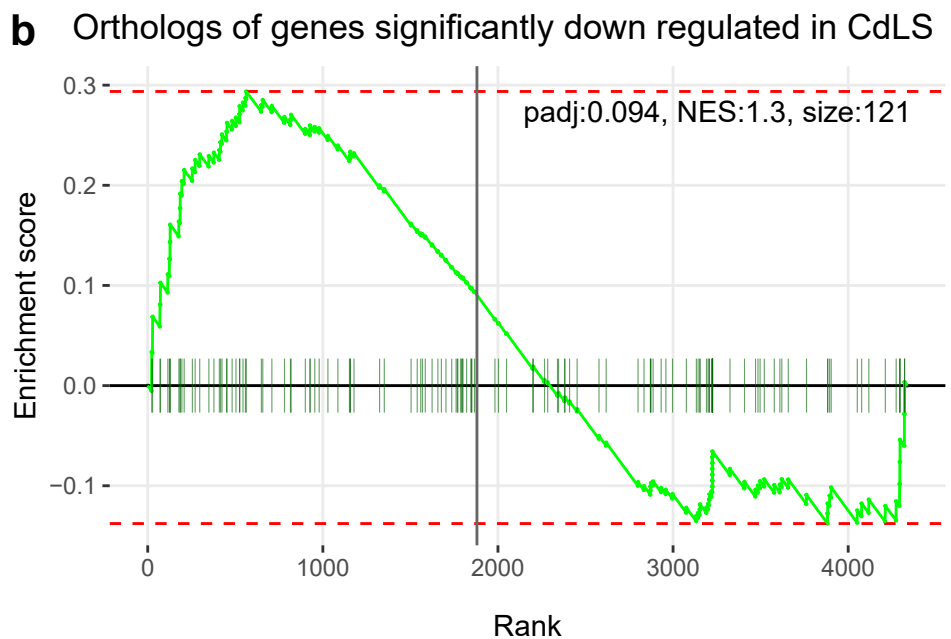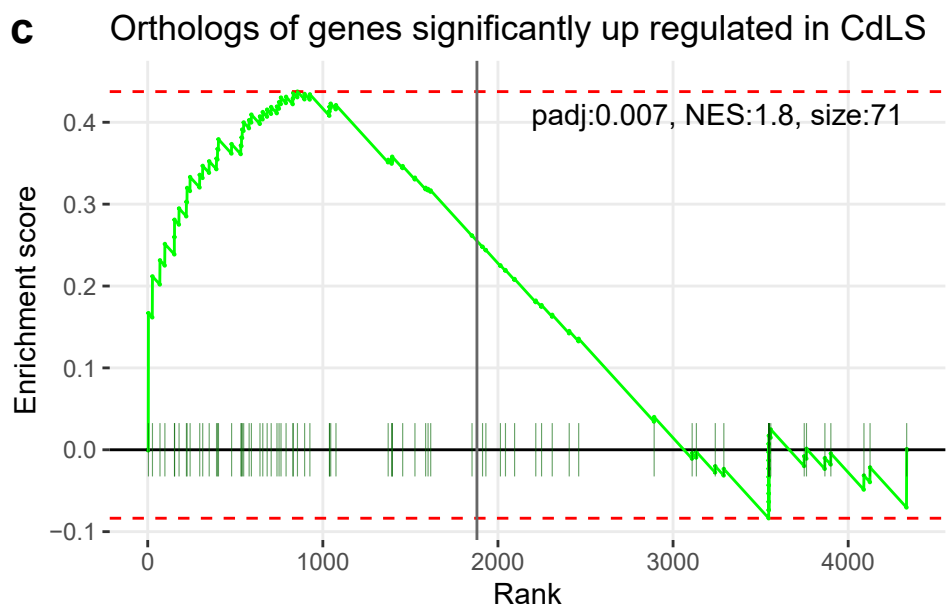

### Supplementary Figure 15

#### Gene set enrichment analysis (GSEA) of Cornelia de Lange syndrome genes among their nematode orthologs ranked by their log2FC upon COH-1 cleavage.

**a.** Schematic of GSEA procedure: genes were ranked in descending order by their log2 fold change upon COH-1 cleavage. The ranks of *C. elegans* orthologs of genes significantly changing in Cornelia de Lange Syndrome (CdLS) patient neurons vs control neurons<sup>64</sup> were tested for enrichment. **b.** Enrichment of nematode orthologs of genes significantly down regulated in CdLS patient neurons. **c.** Enrichment of nematode orthologs of genes significantly up regulated in CdLS patient neurons. The adjusted p value (padj), normalized enrichment score (NES) and the size of the gene set is shown in each panel on the top right corner. Green ticks indicate the position of the orthologs of CdLS genes among the nematode genes ranked by their log2FC upon COH-1 cleavage. The light green line indicates the enrichment score: a running sum of the degree to which the CdLS genes are enriched at the beginning of the COH-1 cleavage ranked list (positive values) versus the end of the list (negative values).

# Supplementary material for: Cohesin forms fountains at active enhancers in C. elegans
**Source:** Nat Commun. 2025 Dec 11;17:681. doi: 10.1038/s41467-025-67302-6
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

# Description of Additional Supplementary Files

## **Supplementary Data 1.**

Python script for fountain detection on ratio maps. (ipynb format).

## **Supplementary Data 2.**

Bed format file with detected fountains genome-wide (result of Supplementary Data 1).

## **Supplementary Data 3.**

Gallery of the 935 identified fountains, one fountain per row. The first column shows the Hi-C contact map around the identified fountain, upper right: TEV control conditions; lower left: cohesin<sup>COH-1</sup> cleavage. The second column shows the log-ratio map between cohesin<sup>COH-1</sup> cleavage and TEV control. The third column shows the Hi-C contact map as in the first column, upper right: cohesin<sup>SCC-1</sup> cleavage; lower left: cohesin<sup>COH-1</sup> and cohesin<sup>SCC-1</sup> simultaneous cleavage. The last column is the log-ratio map between simultaneous cohesin<sup>COH-1</sup> and cohesin<sup>SCC-1</sup> cleavage and cohesin<sup>SCC-1</sup> cleavage. For each contact map, genes are indicated on the upper and left side (horizontal lines) as well as the identified active enhancers<sup>7</sup> (vertical ticks). The COH-1 ChIP-seq enrichment from modENCODE is depicted on the lowest track on the top of the Hi-C-map, as well as the right-most track on the left side.

## **Supplementary Movie 1.**

TEV control animals (PMW366) crawling on an agar plate without bacterial food, 20 hours post TEV induction at L1 stage.

## **Supplementary Movie 2.**

Animals in which COH-1 has been cleaved (PMW828), crawling on an agar plate without bacterial food, 20 hours post TEV induction at L1 stage.

# Supplementary material for: Cohesin forms fountains at active enhancers in C. elegans
**Source:** Nat Commun. 2025 Dec 11;17:681. doi: 10.1038/s41467-025-67302-6
**Supplement:** Supplementary file 8 — Reporting Summary

Last updated by author(s): Nov. 11, 2025

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of all covariates tested                                                                                                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

Illumina Novaseq 6000 device for HTS with proprietary Illumina basecalling software, RTA v3.4.4, bcl2fastq v2.20.0.422

Data analysis

Custom RNA-seq pipeline [https://github.com/CellFateNucOrg/MoushumiDas\\_paper/tree/v0.3.1](https://github.com/CellFateNucOrg/MoushumiDas_paper/tree/v0.3.1) HiC-Pro pipeline <https://github.com/nservant/HiC-Pro> v3.1.0 cooltools v0.5.0 cooler v0.8.10 HiGlass-docker v0.10.4 hicrep v0.2.6 Custom HiC scripts using GENOVA <https://github.com/robinweide/GENOVA>

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

Provide your data availability statement here.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

|                                                                    |     |
|--------------------------------------------------------------------|-----|
| Reporting on sex and gender                                        | N/A |
| Reporting on race, ethnicity, or other socially relevant groupings | N/A |
| Population characteristics                                         | N/A |
| Recruitment                                                        | N/A |
| Ethics oversight                                                   | N/A |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                      |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Describe how sample size was determined, detailing any statistical methods used to predetermine sample size OR if no sample-size calculation was performed, describe how sample sizes were chosen and provide a rationale for why these sample sizes are sufficient. |
| Data exclusions | Describe any data exclusions. If no data were excluded from the analyses, state so OR if data were excluded, describe the exclusions and the rationale behind them, indicating whether exclusion criteria were pre-established.                                      |
| Replication     | All HiC experiments were performed twice (biological replicates). All RNA-seq experiments were made in triplicates at least. All microscopy experiments were performed at least twice.                                                                               |
| Randomization   | No randomization                                                                                                                                                                                                                                                     |
| Blinding        | For scoring (Figure S10), sample nature was blinded                                                                                                                                                                                                                  |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

| Materials & experimental systems    |                                                                 | Methods                             |                                                 |
|-------------------------------------|-----------------------------------------------------------------|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                                           | n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             | <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  | <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          | <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |                                     |                                                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |                                     |                                                 |

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                    |                                                                                                                                 |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals | C. elegans nematodes, L3 stage for HiC/RNA-seq, range of different ages for the phenotypic characterization (from L1 to adults) |
|--------------------|---------------------------------------------------------------------------------------------------------------------------------|

|                         |                                                                              |
|-------------------------|------------------------------------------------------------------------------|
| Wild animals            | No wild animals were observed or captured for this study.                    |
| Reporting on sex        | Only hermaphrodite animals were used.                                        |
| Field-collected samples | No field-collected samples were used in this study.                          |
| Ethics oversight        | No ethical approval or guidance was required - research work with nematodes. |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

How the deposited data were processed for this re-analysis (not part of the article)

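RNA-seq libraries of entire L3 *C. elegans* were used from 25 samples in 2 batches, all heat-shocked to make the TEV protease and not treated with auxin. Batch 2 held 3 samples each of COH-1 cleavage, of cleavage of COH-1 together with SCC-1, and of the TEV control, and batch 1 held 4 samples each of SCC-1, DPY-26 and KLE-2 cleavage and of the TEV control. Conditions, batches and replicate numbers came from the sample labels and the paper's strain names. For SCC-1, DPY-26 and KLE-2 cleavage they came from the labels alone. The SCC-1 strain in the labels differs from the one in the paper's supplement, which lists no DPY-26 or KLE-2 strain. A further 15 samples of other batches, treated with auxin or carrying a degron, were mapped and not used, because the comparisons of COH-1 cleavage do not draw on them.

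The authors deposited the estimated count of reads per transcript, made by Salmon from the reads of each of the 2 lanes of a sample and not scaled for depth. The authors also deposited the TPM of each transcript, which Salmon scales by effective length and by the total of the lane. The authors made these values for an earlier study from which the paper takes its RNA-seq data, and the methods describe Salmon 1.9.0 in quant mode with corrections for sequence and GC bias against the WS285 transcriptome for its own reanalysis. The paper's text does not name the Salmon version and transcriptome release of the deposited estimates. The methods then compared counts per gene with DESeq2 1.36.0, after removing genes that oscillate during development, and transcripts with sleuth 0.30.1 and bootstrap estimates. The list of oscillating genes, the bootstraps, the enhancer sets and the tissue and single-cell annotations were not used here.

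From these files, the lanes of a sample were summed, transcripts were summed to genes with the Ensembl release 115 annotation of WBcel235, and the sums were rounded to whole reads. TPM was averaged over the 2 lanes for the expression at fountain tips and for isoforms. The total per sample lay between 23700267 and 66248369 reads. By group the lowest, median and highest totals were 25269584, 27031119 and 46170898 for COH-1 and SCC-1 cleavage, 38535974, 46823099 and 59329638 for SCC-1 cleavage, 42316483, 46661466 and 52069628 for DPY-26 cleavage, 36617778, 49912912 and 58020178 for KLE-2 cleavage, and 48356993, 56433428 and 66248369 for the TEV control of batch 1. Reads on transcripts with no gene were between 0.0066% and 0.0117% of a sample. The precision of a gene's value was taken from the spread between replicates in each fit. For a transcript with 0 reads the floor was 3 reads of the sample's total, which covers counting error only.

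Genes with at least 10 reads in 3 of 6 or 4 of 8 compared samples, the filter of the methods, were tested with edgeR 4.0.16 (TMM normalization, quasi-likelihood test, Benjamini-Hochberg adjustment), each cleavage against the TEV control of its own batch. Genes were called at an adjusted p under 0.05. DESeq2 1.42.0 and limma 3.58.1 served as alternatives, in R 4.3.3, and the other steps ran in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0. Figures were drawn with matplotlib 3.10.9. The methods name no replicate term, so none was used, and a fit with the replicate number as a block was run beside each. The pairing comes from the replicate numbers in the labels, which are inconsistent for SCC-1 cleavage, so the pairing of those samples is less certain. Differences between genes at fountain tips and in control bins were tested with 100000 permutations of the gene labels (smallest p 1e-05) and 1000 rotations of the tips along the chromosomes (smallest p 0.000999). Median log2 fold changes of gene lists were set against 10000 random lists matched on mean expression in 10 groups. Expression at fountain tips used log2(TPM + 1). Genes on the mitochondrial genome, which has no tips, were given no distance.

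The genes named were fixed by a rule. They were the genes the paper names in statements on RNA-seq or on the *skn-1* locus, the genes of kleisins and shared cohesin subunits, the 4 genes with the largest and the 4 with the smallest log2 fold change among called genes with the same sign in all 3 pairs (of which there was 1), and the 4 genes each of the neuronal and germline lists with the smallest p in the direction the paper states. Of 9 gene symbols asked for, 1 (*smc-1*) was not among the names in the annotation. The gene lists were written from general knowledge, in place of the tissue annotations.

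Each step was tested on simulated counts with the means, spread and library sizes of the COH-1 cleavage comparison. Deviations shared by same-numbered samples were not simulated, so results with the block need not carry over to the real samples. With 200 genes changed up or down among 13780 tested, edgeR called 40% of genes changed by 1, 94% of those changed by 2 and 100% of those changed by 3 or 4 on the log2 scale, with 15 false calls among 13580 unchanged genes. With the replicate block there were 12 false calls, with DESeq2 49, and with DESeq2 and the block 66. In a simulation of 13778 genes with no change, edgeR called 0 genes, edgeR with the block 2, DESeq2 15, and DESeq2 with the block 26. At the transcript level, among 20204 tested, edgeR called 0%, 2%, 10.2% and 44.9% of transcripts changed by 1, 2, 3 and 4, and DESeq2 called 2.08%, 36%, 85.7% and 95.9% with 138 false calls. All 13 tests of the region, distance and list steps returned what was simulated.

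The alternatives were DESeq2's size factors within edgeR, DESeq2's Wald test with and without shrunken estimates, other filters on low counts, counts scaled from TPM and transcript length, protein-coding genes only, other control samples, other bin sizes and anchor points, a correction for mean expression and transcript length, and leaving out each sample in turn.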

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

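The series also holds RNA-seq samples in which other kleisins were cut, on which the paper reports no result: SCC-1 of mitotic cohesin, SCC-1 together with COH-1, DPY-26 of condensin I and KLE-2 of condensin II. Signals in these samples were singled out for that reason, and differences at fountain tips only where their permutation p was under 0.05. The difference after SCC-1 cleavage, which did not pass, is given beside them. Counts of called genes were singled out only for the cleavages of SCC-1. By the same edgeR test and adjusted p, 3938 of 14340 genes were called after DPY-26 cleavage and 168 of 14331 after KLE-2 cleavage. None of the tests in this part was chosen after its result was seen. Differences between one cleavage and another were not tested.

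After cleavage of COH-1 together with SCC-1, 2995 of 14049 genes had an adjusted p under 0.05 (1452 up and 1543 down, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), against the same 3 TEV control samples with which COH-1 cleavage alone gave 1 gene. With the replicate number as a block, 3881 genes were called, 2783 of them among the 2995. Same-numbered samples deviated together with r of 0.510, 0.0813 and 0.276 across genes. With each sample left out in turn, between 8.2e2 and 3228 genes were called. The totals per sample, from 25269584 to 46170898 reads after double cleavage and from 23700267 to 49867075 reads in the control, overlap. Only 4 of the 10 splits of the 6 samples part all 3 same-numbered pairs. Of these 4, 1 gave as many genes, the real one, and 0 of the 6 other splits, which leave at least one pair within a group, did. The largest count among the 9 splits other than the real one was 0 genes. Since 10 splits allow no share under 0.05, this test could not have excluded an accidental grouping of the samples, whatever its outcome. Of the 2995 genes, 1581 were also called after SCC-1 cleavage, in another batch and against other controls.

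After SCC-1 cleavage, 4176 of 14410 genes had an adjusted p under 0.05 (2072 up and 2104 down, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In the fit with the replicate block, 3789 genes were called, 3504 of them among the 4176, and same-numbered samples deviated together with r between 0.0771 and 0.179. The pairing is less certain here than in the other groups, because the labels of the SCC-1 cleavage samples disagree on their replicate numbers. Between 2915 and 4248 genes were called with each sample left out. Of the 8 splits of the 8 samples that part all 4 same-numbered pairs, 1 gave as many genes, the real one, and of the 27 other splits 0 did. The real split is thus the only one of all 35 with as many genes, a share under 0.05, and the largest count in the rest was 0 genes. The 8 splits alone could not have given a share under 0.05. No biological explanation was tested for either count. The SCC-1 cleavage samples had 38535974 to 59329638 reads and the control samples 48356993 to 66248369 (medians 46823099 and 56433428). Whether this difference in depth contributes was not tested.

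Genes at fountain tips rose relative to genes in control bins after cleavage of COH-1 together with SCC-1 as well. The difference of the median log2 fold changes was 0.072 (permutation test of the gene labels, p = 0.00193), with 59.7% of 733 tip genes and 51.9% of 724 control bin genes above 0, and it was 0.065, 0.102 and 0.053 in the 3 pairs. With the replicate block it was 0.073. Corrected for mean expression and transcript length with the block, it was 0.146, so these properties do not fully explain it. In a share of 0.00200 of the rotations of the tips along the chromosomes the difference was as large, so neighboring genes that change together do not fully explain it. Of the 4 splits that part all pairs, 1 gave a difference as large, the real one, and 0 of the 6 others did, and so few splits cannot rule out an accidental grouping. When only genes with their 5′ end in the bin were used, the difference was 0.030 (permutation p = 0.483). The same 3 control samples stand behind this value and that of COH-1 cleavage, so they are not independent.

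The condensin samples, with controls of batch 1, showed a shift too. Same-numbered samples did not consistently deviate together across genes, with r of -0.10, 0.20, -0.20 and 0.11 for KLE-2 cleavage. For DPY-26 cleavage r was -0.16, 0.13, 0.12 and 0.16, so pairing by replicate number carries little weight for either cleavage. After KLE-2 cleavage the difference between tip and control bin genes was 0.091 (permutation p = 2e-05; 61.5% and 49.8% of genes above 0), above 0 in 4 of 4 pairs at 0.0083, 0.066, 0.293 and 0.088, and 0.083 with the replicate block. It was 0.064 (permutation p = 0.00011) after the correction for expression and length with the block, and 0.000999 of the rotations gave as large a difference, the smallest share that 1000 can give. Of the 8 splits that part all pairs, 1 gave a difference as large, the real one, but 2 of the 27 other splits did as well. Without KLE-2 cleavage replicate 3 it was 0.030 (permutation p = 0.0061). That sample had the fewest reads of its group (36617778), and its 50 most abundant genes took 22.9% of them, more than in any other of the 25 samples. After DPY-26 cleavage the difference was 0.040 (permutation p = 0.0364; 46.7% and 42.4% of genes above 0), above 0 in 4 of 4 pairs, 0.044 with the replicate block, and 0.105 after the correction with the block, and 0.019 of the rotations gave as large a difference. Here 4 of the 8 splits that part all pairs, and 2 of the 27 others, gave a difference as large. On the autosomes alone it was 0.063 after KLE-2 cleavage and 0.043 after DPY-26 cleavage. These tests speak against expression, length and neighboring genes as full explanations, and neither shift can be told apart from an accidental grouping of the samples. No biological explanation was tested.

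After SCC-1 cleavage the corresponding difference was 0.00059 (permutation p = 0.980), below 0 at -0.0021 with the replicate block and above 0 in 3 of 4 pairs (0.064, 0.064, -0.034 and 0.031, mean 0.031), and 0.968 of the rotations gave one as large. All 8 splits that part the pairs and all 27 others gave a difference as large. After the correction for expression and length with the block it was 0.054 (permutation p = 0.00035), so a shift appears only where that correction is made.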

How the results depend on the processing

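The lists of genes and the alternatives behind 342 of the values were set before the data were examined, and those behind the other 499 were added later. Chosen after seeing the data were DESeq2 with the replicate block, lanes counted as samples, distances at an unadjusted p under every other setting, the X chromosome and *skn-1b* share measures, and the settings for the shorter lists and for single genes. Across 53 results and 841 values under alternatives, 696 stayed the same in direction and side of the threshold (for values with no test, within 1 SD, and for counts of genes within 1.5 times), 27 became weaker, 8 stronger, 29 reversed and 81 moved. Where a result changed, the cause was not tested.

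The counts of genes after COH-1 cleavage changed most. From 1 upregulated and 0 downregulated genes, they went to 3 and 6 with the replicate block, 10 and 8 with all batch 2 groups in the fit, 22 and 19 with all 7 TEV controls and a batch covariate, 38 and 42 with these controls and no covariate, 61 and 59 with DESeq2, and 127 and 138 with DESeq2 and the block. With counts scaled from TPM and length 0 genes were upregulated, as across the 6 fits that each left out one sample (from 0 to 0 genes), where 274 to 557 genes were higher and 224 to 411 lower at an unadjusted p under 0.05. With a log2 fold change beyond 0.5, the numbers were 3 and 6, 10 and 8, 22 and 19, 36 and 41, 61 and 59, and 124 and 130 under the same settings, 46 and 52 with DESeq2's shrunken estimates, and 0 upregulated genes with scaled counts. Counting the lanes of a sample as samples treats technical repeats as replicates, and gave 362 and 249 genes with edgeR, 563 and 502 with DESeq2, 1818 and 1754 with edgeR and the block, and 1608 and 1776 with DESeq2 and the block. Beyond 0.5 these were 215 and 147, 295 and 231, 531 and 370, and 495 and 384. At an unadjusted p under 0.05, the 518 higher and 354 lower genes became 1113 and 904 with the block and 1309 and 1435 with 7 controls and no covariate. The lower genes were 674 with the batch covariate and 581 with DESeq2 and the block.

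The difference between tip and control bin genes after COH-1 cleavage stayed above 0 with p under 0.05 in the 17 alternatives that used all samples, between 0.063 and 0.089, and ran from 0.023 to 0.109 with each sample left out, where it was weaker without COH-1 cleavage replicate 1. With the replicate block it was 0.073. For cleavage of COH-1 and SCC-1 it was weaker with 5′ ends in the bin (0.030). For DPY-26 cleavage it was weaker with no filter on low counts (0.023), with 5′ ends (0.017) and with 6 kb bins (0.014), and from 0.034 to 0.057 with each sample left out. In 3 of these 8 fits p was no longer under 0.05. They were those without DPY-26 cleavage replicate 1 (permutation p = 0.0876) and without batch 1 TEV control replicate 1 (0.0507) or 2 (0.0544). For SCC-1 cleavage, where the difference was close to 0, it reversed with the replicate block (-0.0021), with DESeq2 and the block (-0.0015), with no filter (-0.023), with 5′ ends (-0.021), with 6 kb bins (-0.014) and on autosomes (-0.017). It was from -0.0071 to 0.036 with each sample left out, and stronger after the correction for expression and length, at 0.057 without and 0.054 with the block. For KLE-2 cleavage all 22 alternatives kept p under 0.05, from 0.030 to 0.112.

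For the distance of upregulated genes to a fountain tip, the difference reversed with DESeq2 (6.83 kb), with 7 controls and no covariate (8.84 kb) and at an unadjusted p (1.91 kb). At an adjusted p under 0.01, with length-scaled counts, and with a sample left out, no gene was called upregulated and no distance could be given, and downregulated genes had none at an adjusted p under 0.05. At an unadjusted p, 1 of the 6 fits that left out a sample gave a distance of upregulated genes with p under 0.05. Without COH-1 cleavage replicate 2 they were 3.59 kb farther (permutation p = 0.0258). Over the 6 fits the difference for upregulated genes was from -0.29 to 4.44 kb, and with 7 controls and no covariate it reversed (-0.495 kb). That for downregulated genes (2.54 kb) was weaker with the batch covariate (2.00), no covariate (0.219), all batch 2 groups (1.53), no filter (1.00), the replicate block (1.55), an unadjusted p under 0.01 (2.38) and rotated tips (2.54, permutation p = 0.620), and was from 1.88 to 3.37 kb with each sample left out.

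The number of genes after cleavage of COH-1 and SCC-1 was from 8.2e2 to 3228 with each sample left out. Expression at fountain tips moved with a pseudocount of 0.1 (1.79 in the TEV control and 1.88 after COH-1 cleavage). It also moved with genes above 0 TPM in every sample (1.27 and 1.35) and with a window of 40 kb on either side (2.05 and 2.13). No paired analysis was possible for gene structures because they come from no comparison of samples. Expression at fountain tips was a difference within each sample. Among single genes and shorter lists, *bec-1* (-0.30) and *nhr-46* (0.23) reversed with 7 controls and no covariate, as did the muscle list (0.048). With each sample left out, *skn-1b* was from -0.65 to 0.19, the *skn-1b* share from -6.04 to 0.677 points, *clec-178* from -0.0083 to 0.31, *nhr-46* from -0.16 to 0.066, the neuropeptide list from -0.0040 to 0.149 and the muscle list from -0.025 to 0.061. The adjusted p of *che-3* (0.0386), *osm-5* (0.0263) and *sbt-1* (0.0489) passed 0.05 under 1 alternative each, for the first 2 genes 7 controls and no covariate and for *sbt-1* DESeq2 with the block, with ranges from 0.0386 to 0.997, 0.0263 to 0.997 and 0.0489 to 0.998 over all alternatives (edgeR and DESeq2, Benjamini-Hochberg adjustment).

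The neuronal and germline lists kept their sign and stood apart from matched random lists in all 18 alternatives after COH-1 cleavage, at 0.04 to 0.17 and -0.34 to -0.11. The call of *M60.7* was lost with counts scaled from TPM and length (adjusted p = 0.0860) and with each sample left out (adjusted p from 0.119 to 0.624), and over the other 9 alternatives it was kept, down to an adjusted p of 9.11e-22 with DESeq2 (edgeR and DESeq2, Benjamini-Hochberg adjustment). The change of *skn-1b* was smaller than its standard error without the replicate block (-0.15 and 0.49) and larger with it (-0.23 and 0.18).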

Differences from the paper's values

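The paper reports 895 upregulated and 993 downregulated genes after COH-1 cleavage at an adjusted p under 0.05, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave 1 and 0. None of the 16 alternatives set before the data were examined closed the gap for either count, with at most 61 upregulated and 59 downregulated genes (DESeq2), and neither did those added after seeing the values. Without adjustment, the number of genes at p under 0.05 came within 1.5 times of the paper's counts under some settings: 1113 up and 904 down with the replicate block, 1309 up and 1435 down with all 7 TEV controls and no batch covariate, and 774 up and 674 down with the batch covariate.

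With a log2 fold change beyond 0.5, the paper reports 98 upregulated and 52 downregulated genes, against 1 and 0 here. For the downregulated genes, DESeq2 (59), DESeq2 with shrunken estimates (52) and all 7 TEV controls with no batch covariate (41) closed the gap, and the other 14 alternatives set before the data were examined did not. For the upregulated genes none of the 17 did, with at most 61 (DESeq2). DESeq2 with the replicate block, chosen after seeing the values, gave 124 upregulated genes, within 1.5 times of the paper's 98, and 130 downregulated genes, further above the paper's 52 than that.

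For *skn-1a* the paper gives a p of 0.02, adjusted according to the caption of Fig. 5c, against an adjusted p of 1.00 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment (unadjusted p = 0.317). None of the 13 alternatives set before the data were examined closed the gap, with adjusted p between 0.752 and 1.00 (edgeR, DESeq2 and limma, Benjamini-Hochberg adjustment). In simulated data, edgeR called 0% and DESeq2 2.08% of transcripts changed by 1 on the log2 scale. At a log2 fold change of 0.13 these tests could thus not be expected to give an adjusted p near the paper's. With the block, edgeR called 0% of those changed by up to 4. The simulation had no deviations shared by same-numbered samples, so it does not settle the blocked fit.

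The median distance of upregulated genes to a fountain tip is about 19 kb in the paper's Fig. 4b, read by eye, against 2.00 kb here, which is the distance of 1 gene. Of 10 alternatives set before the data were examined, 4 came within 1.5 times of the paper's value: the replicate block (15.3 kb), all batch 2 groups in the fit (16.0 kb), all 7 TEV controls with a batch covariate (18.4 kb) and an unadjusted p under 0.05 (25.9 kb). The other 6 did not, among them DESeq2 (30.9 kb) and 7 controls with no covariate (33.0 kb). DESeq2 with the replicate block, chosen after seeing the values, gave 20.1 kb.

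The paper states that upregulated genes lie closer to fountain tips than genes that do not change. Here there was 1 upregulated gene, which is too few to test this, the genes at an unadjusted p under 0.05 were 1.91 kb farther (permutation p = 0.333), and none of the alternatives gave upregulated genes at an adjusted p that were closer with a permutation p under 0.05. The paper finds no difference in distance for downregulated genes, and here the genes lower at an unadjusted p under 0.05 were 2.54 kb farther (permutation p = 0.00315), which did not hold when the tips were rotated (p = 0.620). The paper states that *skn-1a* and *bec-1* rise after COH-1 cleavage. Here their log2 fold changes were 0.13 and 0.11 with standard errors of 0.12 and 0.12, and neither passed a test. The paper describes a rise of *bec-1* that matches *skn-1a*, without showing the data. If this means the size of the rise, the log2 fold changes of 0.11 and 0.13 here were alike. If it means abundance, *bec-1* and *skn-1a* had 26.4 and 62.6 TPM here after COH-1 cleavage.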

Other observations

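The test on moulting genes and the splits for the synaptic, neuropeptide, cilia, muscle and intestine lists and for the lists after cleavage of COH-1 and SCC-1 were chosen only after the result was seen.

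The 6 samples of COH-1 cleavage and its TEV control can be split in 10 ways, and 4 of these part all 3 same-numbered pairs, as the real split does. The other 6 leave at least one pair within a group. Of the 4 splits, 1 gave as many called genes, and 1 as many with a log2 fold change beyond 0.5, in both cases the real one, and of the 6 others 0 did. For the difference of 0.073 between tip and control bin genes it was 1 of the 4, but 2 of the 6 others gave a difference as large, up to 0.081. For the distance to a tip at an unadjusted p under 0.05, where the larger of the differences for higher and for lower genes was taken in each split, 4 of the 4 and 4 of the 6 others gave one as large as 2.54 kb. For the neuronal and the germline list it was 1 of the 4 and 1 of the 6 others each, for the cilia list 1 and 0, for the synaptic list 1 and 4, for the neuropeptide list 2 and 1, for the intestine list 2 and 1, and for the muscle list 4 and 5. After cleavage of COH-1 and SCC-1, it was 1 and 0 for the neuronal and for the germline list. So few splits allow no share under 0.05, so this test could not have told any of these results apart from an accidental grouping of the samples. The tip difference after COH-1 cleavage is not fully explained by mean expression and transcript length, since it was 0.089 after a correction for both with the replicate block, nor by neighboring genes that change together, since 0.000999 of the rotated sets of tips, the smallest share that 1000 can give, reached it.

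Neuronal genes rose and germline genes fell after COH-1 cleavage, which a difference in developmental age or in the amount of germline between the cultures could also give. If it did, samples of one condition would move in opposite directions on both lists. Across the 25 samples, the deviations of the lists from their condition's mean correlated with Pearson's r of -0.504 (permutation within conditions, p = 0.0793, 0.238 after Benjamini-Hochberg adjustment over 3 relations) and Spearman's rho of -0.495 (p = 0.0601, adjusted 0.180). Without the 2 samples farthest from the median r was -0.565. Within batch 1 (16 samples) r was -0.486 (permutation p = 0.285) and within batch 2 (9 samples) -0.612 (permutation p = 0.258). The sign is the one that age or germline amount would give, the relation did not pass the test, and the pattern cannot be told apart from this explanation. The lists moved further after cleavage of COH-1 and SCC-1. The neuronal median was 0.25 (percentile 100 of matched random lists, 86.4% of 264 genes above 0, 58 called up and 6 down) and the germline median -0.50 (percentile 0, 7.63% of 118 genes above 0, 1 called up and 41 down), with 0.26 and -0.50 under the replicate block. After SCC-1 cleavage they were 0.047 (percentile 95.5, 35 called up and 19 down) and 0.022 (percentile 40.3, 3 called up and 6 down). Within the neuronal list, neuropeptide genes had 0.18 there (percentile 100, 21 called up and 1 down, the pairs at 0.34, 0.25, 0.0011 and 0.17), synaptic genes -0.038 (percentile 17.6) and cilia genes 0.035 (percentile 13.0). Whether the cleavages differ was not tested.

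Log2 fold changes after COH-1 cleavage and after cleavage of COH-1 and SCC-1 correlated across 13812 genes with Pearson's r of 0.597 and Spearman's rho of 0.614. Genes are not independent replicates, and the same 3 control samples enter both, which raises the correlation by itself. Of 2921 genes called after double cleavage and tested in both, 2585 (88.5%) moved the same way after COH-1 cleavage, although only 1 was called there. Across all 13812 genes, 10339 (74.9%) moved the same way. The shared control samples raise both shares as well. The share to be expected without an effect of COH-1 cleavage was not computed, so neither share shows such an effect.

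In batch 2, same-numbered samples of COH-1 cleavage and TEV control deviated together across genes. A candidate explanation is that the cultures of each replicate number were collected at slightly different times relative to the larval moults, since genes of the cuticle rise and fall with each moult. For 239 genes of 16 families linked to the cuticle and moulting, the median SD between replicate numbers was 0.353 on the log2 scale, against 0.138 for matched random lists (percentile 100). The spread left within replicate numbers was as extreme, at 0.463 against 0.129 (percentile 100), and the ratio of the former to the latter lay at percentile 4.25, so relative to the spread within the numbers these families followed the replicate numbers less than most matched lists, which goes against the explanation. These families vary between all samples, and the test does not rule the explanation out. Replicate number also went with properties of the libraries in this batch. The replicate 1 samples had 45834249 to 49867075 reads, and the other samples 23700267 to 32596299. The 2 lanes of a sample correlated with 0.9088 to 0.9117 in replicate 1 and with 0.9413 to 0.9455 in the others. Whether these differences contribute to the shared deviations was not tested.

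The X chromosome rose relative to the autosomes after DPY-26 cleavage by a median log2 difference of 0.68 (4 of 4 pairs, from 0.61 to 0.69; exact permutation test, two-sided p = 0.0286, the smallest that 4 samples against 4 allow), and by 0.68 with the replicate block. The paper names a variant of condensin I that is specific to the X chromosome, and whether it accounts for the rise was not tested. The same measure was 0.035 after COH-1 cleavage (exact permutation p = 0.9), 0.072 after cleavage of COH-1 and SCC-1 (p = 0.8), 0.012 after KLE-2 cleavage and -0.023 after SCC-1 cleavage (p = 0.0571). These p do not use the pairing, and the 3 samples per group of batch 2 allow none under 0.1. In the pairs, the measure was above 0 in 3 of 3 after COH-1 cleavage (0.040, 0.025 and 0.017) and after cleavage of COH-1 and SCC-1 (0.083, 0.107 and 0.066), in 3 of 4 after KLE-2 cleavage and in 0 of 4 after SCC-1 cleavage. Under the replicate block it was 0.035, 0.074, 0.013 and -0.022 in the same order.

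*M60.7*, the one gene called after COH-1 cleavage, had a log2 fold change of 1.44 after cleavage of COH-1 and SCC-1 (adjusted p = 0.00754), 2.28 after DPY-26 cleavage (adjusted p = 0.00206), 0.67 after SCC-1 cleavage (adjusted p = 0.305) and 0.77 after KLE-2 cleavage (adjusted p = 0.328, all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It rose in all 5 comparisons, past the threshold in 3. No biological explanation was tested. Of 14 sets of 4 values (total reads and genes with at least 10 reads in the 4 groups of batch 1, and the pair differences at fountain tips and of the X chromosome in its 3 comparisons), 0 had a distant value by Dixon's test.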
